# Non-invasive modulation of meningeal lymphatics ameliorates ageing and Alzheimer’s disease-associated pathology and cognition in mice

**DOI:** 10.1038/s41467-024-45656-7

**Published:** 2024-02-16

**Authors:** Miao Wang, Congcong Yan, Xi Li, Tianhao Yang, Shengnan Wu, Qian Liu, Qingming Luo, Feifan Zhou

**Keywords:** Alzheimer's disease, Neuroimmunology, Blood-brain barrier

## Abstract

Meningeal lymphatic vessels (mLVs) have been shown to be involved in amyloid beta (Aβ) clearance, which is considered as a potential therapeutic target for Alzheimer’s disease (AD). In this study, based on the superficial spatial distribution of mLVs, a near-infrared light is employed to modulate lymphatic drainage, significantly improving cognition of both aged and AD (5xFAD and APP/PS1) mice, and alleviating AD-associated pathology by reducing Aβ deposition, neuroinflammation and neuronal damage. Furthermore, transmission electron microscopy imaging and RNA sequencing data indicate amelioration of mitochondrial metabolism and cellular junction of meningeal lymphatic endothelial cells (mLECs) by light modulation. These studies collectively suggest that near-infrared light treatment can improve cognitive function by strengthening scavenging ability of mLVs through restoring mLEC function. In conclusion, lymphatic drainage potentiation by light promotes pathological remission and cognitive enhancement in aging and AD mouse models, which offers a potential amelioration strategy for neurodegenerative diseases.

## Abstract (web summary)

Meningeal lymphatic vessels have been associated with amyloid beta clearance, which is considered as a modulation target for Alzheimer’s disease (AD) treatment. Here, the authors show that transcranial light treatment can enhance meningeal lymphatic drainage in aged and AD model mice and improve AD-associated pathology and cognitive function.

## Introduction

For a long time, the brain has been considered immune privileged owing to the lack of lymphatic drainage system^1^. In 2015, meningeal lymphatic vessels (mLVs) located in the dura were discovered, which constitute an extensive lymphatic drainage network to remove macromolecular waste and inflammatory mediators, direct immune cell transport, and coordinate immune responses in central nervous system (CNS)^2,3^. Recent studies have revealed that mLVs system is associated with the progression of ageing, Alzheimer’s disease (AD), Parkinson’s disease (PD), traumatic brain injury (TBI), subarachnoid hemorrhage (SAH), CNS viral infection and other nervous system diseases, and the changes of mLVs transport capability can significantly affect the disease development^4–9^. These studies indicate that modulating mLVs drainage can be an effective strategy for neurologic diseases.

AD is an age-associated neurodegenerative disease with high mortality. The main pathological features of AD are β-amyloid (Aβ) abnormal aggregation and neuronal tangles in brain that contribute to neuronal dysfunction and cognitive decline^10^. MLVs have been confirmed to be functionally degenerated with ageing or AD progression, which might be an underlying factor for exacerbated cognitive dysfunction and neural impairment. Viral-mediated vascular endothelial growth factor C (VEGF-C) treatment via intracisterna magna (i.c.m.) injection could efficiently boost function of mLVs, and then enhance lymphatic drainage to clear toxic molecules in CNS, as well as improve learning and memory ability^4,5^. Therefore, mLVs might be a therapeutical target for age-associated cognitive deficits. However, for chronic and progressive neurodegenerative disease, like AD, invasive therapy models are not feasible. Altogether, the development of non-invasive treatment modality is necessary for AD treatment.

The mLVs network is superficially distributed in the dura mater, which provides a promising strategy for transcranial neuromodulation therapies to alleviate CNS diseases through mLVs drainage modulation. In this work, based on the optical window for tissue penetration, we demonstrate that near-infrared light could modulate the function of meningeal lymphatic endothelial cells (mLECs), which in turn could contribute to mLVs drainage for the remission of pathology and the enhancement of cognitive function of aged and AD mice. Our findings reveal that the enhancement on mitochondrial metabolic homeostasis of mLECs by light is determined to promote cell adhesion and growth, which possibly potentiates cell functions and mLECs junctions to further boost meningeal lymphatic transport in the CNS for pathology amelioration.

## Results

### Light modulates mLVs drainage and attenuates cognitive decline in aged mice

To determine the hypothesis that light could modulate meningeal lymphatics, a non-invasive transcranial light treatment with a laser wavelength of 808 nm was performed on aged C57BL/6J mice (15–17 months, male and female) for 4 weeks (3 times per week, 10 min per time). Mice were anesthetized, had their dorsal scalp shaved and cleaned, and then underwent transcranial illumination by 808 nm light (light-treated mice) or indoor lighting (control-treated mice) for 10 min. After the treatment, the drainage function and morphology changes of mLVs, and the mobility and cognitive function of mice were evaluated (Fig. 1a). In order to obtain an efficacious dose for light treatment, different power densities (10, 20, and 50 mW/cm^2^) were chosen for comparison, based on the conventional dose of near-infrared (NIR) light used for health benefits (5 mW/cm^2^), and the penetration rate of 808 nm light on the mouse skull with hairless scalp (about 25%, independent of output power changes) (Supplementary Fig. 1a). Additionally, the surface temperature of scalp was recorded during light irradiation. There was insignificant fluctuation of the temperature, which excluded the effect of temperature changes on meningeal lymphatic function (Supplementary Fig. 1b, c).

**Fig. 1:**
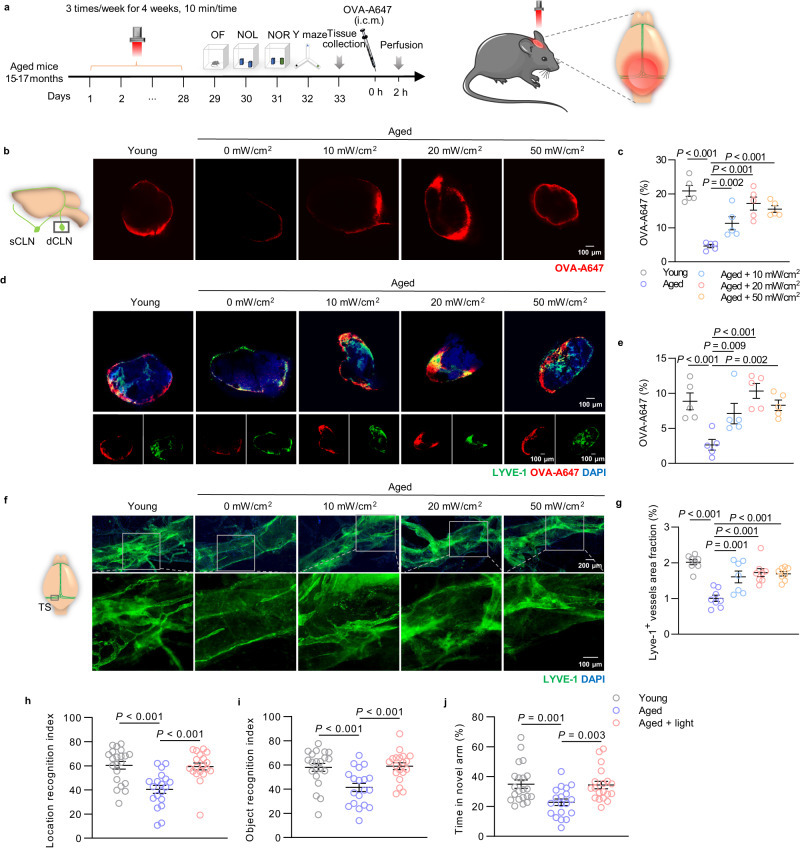
Effects of light on cognition and mLVs drainage in aged mice. **a** Schedule of treatments and behavior tests of aged mice. **b** Representative images of deep cervical lymph nodes (dCLNs) accumulated with OVA-A647 at 2 h after injection (i.c.m.) (from 2 replicates). Scale bar = 100 μm. **c** Quantification of fluorescence distribution of OVA-A647 in dCLNs. *n* = 5 mice in each group. **d** Representative section images of OVA-A647-accumulated dCLNs stained with LYVE-1 and DAPI (from 2 replicates). Scale bar = 100 μm. **e** Quantification of fluorescence distribution of OVA-A647 in dCLN sections. *n* = 5 mice in each group. **f** Representative images of meninges stained with LYVE-1 and DAPI (from 2 replicates). Scale bar = 200 μm or 100 μm. **g** Quantification of area fraction of LYVE-1^+^ lymphatic vessels. *n* = 7 mice in Aged + 10 mW/cm^2^ group, *n* = 8 mice in other groups. **h** Location recognition index of novel object location (NOL) test. **i** Object recognition index of novel object recognition (NOR) test. **j** Percentage of time spent in novel arm of Y-maze test. *n* = 21 mice in Young group, *n* = 19 mice in Aged and Aged + light groups in data **h**–**j**. Data in **c**, **e**, **g**, **h**–**j** are presented as mean ± SEM, and analyzed by one-way ANOVA with Sidak’s multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

Firstly, drainage capacity of meningeal lymphatic system was assessed by fluorescence intensity detection of CSF tracer OVA-A647 (i.c.m.) in deep cervical lymph nodes (dCLNs). The distribution area of OVA-A647 drained into dCLNs was distinctly higher in light-treated mice than that in untreated mice (Aged +10 mW/cm^2^: 7.103 ± 1.443% versus Aged: 2.653 ± 0.76%, *P* = 0.00997; Aged + 20 mW/cm^2^: 10.338 ± 1.057% versus Aged: 2.653 ± 0.76%, *P* = 0.00006; Aged + 50 mW/cm^2^: 8.297 ± 0.748% versus Aged: 2.653 ± 0.76%, *P* = 0.00163) (Fig. 1b–e). However, there was no significant distinction of cerebral blood flow of aged mice after light treatment (Supplementary Fig. 1d, e). Structure of lymphatic vessel was evaluated by immunohistochemistry with lymphatic vessel endothelial hyaluronan receptor-1 (LYVE-1) staining (a classical marker of lymphatic endothelial cells (LECs)). The loss of area fraction of meningeal lymphatic vessels in aged mice was restored to normal by light treatment (Aged +10 mW/cm^2^: 1.605 ± 0.166% versus Aged: 1.004 ± 0.089%, *P* = 0.00112; Aged + 20 mW/cm^2^: 1.727 ± 0.111% versus Aged: 1.004 ± 0.089%, *P* = 0.00006; Aged +50 mW/cm^2^: 1.691 ± 0.063% versus Aged: 1.004 ± 0.089%, *P* = 0.00013) (Fig. 1f, g). The results demonstrated that light could improve drainage and distribution of mLVs in aged mice, and light at 20 mW/cm^2^ showed more stable and efficient effects.

To evaluate the mobility and cognitive functions of treated mice, open field (OF), novel object localization (NOL), novel object recognition (NOR) and Y-maze tests were performed on light-treated mice (20 mW/cm^2^). The results from OF test demonstrated that there was no significant difference in total distance, average velocity, or time spent in center between groups, indicating that light did not influence mobility or increase anxiety-like behavior of aged mice (Supplementary Fig. 1f–i). Interestingly, the aged mice underwent light treatment spent noticeably more time with the object at the novel location in NOL test or the novel object in NOR test than the familiar one (Aged + light: 58.92 ± 2.813% versus Aged: 41.38 ± 3.456%, *P* = 0. 00033 in NOR test), similar to the performance of young mice (1.5 months, male and female) in the same test. On the contrary, untreated aged mice preferred the familiar object in NOL and NOR test (Fig. 1h, i). Concurrently, aged mice with light treatment displayed a significantly higher discrimination index (DI, DI = (T _novel_ − T _familiar_)/(T _novel_ + T _familiar_)) in the NOL and NOR tests than untreated mice (Supplementary Fig. 1j–o). In Y-maze test, aged mice explored less in novel arm than young mice, showing deficits in memory. However, following light treatment, aged mice significantly increased the time spent in the novel arm. Interestingly, the time spent in the novel arm of light treated aged mice was similar to the performance of young mice (Fig. 1j). The above results revealed that light on mLVs could improve recognition and spatial memory in aged mice. Therefore, mLVs targeted phototherapy could effectively restore the distribution and drainage function of mLVs, as well as improve cognition in mice.

### Light modulation alleviates cognitive decline and pathological damage in AD mice

To explore the effect of mLVs modulation by light on the learning and memory ability of AD mice, we similarly conducted light treatment and performed OF, NOL, and NOR tests on 5xFAD mice (6 months, male) and APPswe/PS1ΔE9 (APP/PS1) mice (11 months, male) (Fig. 2a). In the OF test, there was no noticeable difference in total distance traveled, average speed, or time in center between groups, suggesting that mice had no motor impairments after light treatment (Supplementary Fig. 2a–d and Supplementary Fig. 3a–d). As expected, light-treated AD mice exhibited cognition restoration in the behavioral tests (5xFAD + light: 63.466 ± 4.501% versus 5xFAD: 42.987 ± 3.839%, *P* = 0.00047 in NOR test; APP/PS1 + light: 65.312 ± 3.974% versus APP/PS1: 44.732 ± 6.231%, *P* = 0.01716 in NOR test). However, there was no significant increase in cognitive performance in wild-type (WT) mice treated with light (WT + light: 59.981 ± 3.492% versus WT: 55.494 ± 2.693%, *P* = 0.63265 in NOR test) (Fig. 2b, e, Supplementary Fig. 2e–k and Supplementary Fig. 3e–g). Altogether, light also induced distinct learning and spatial memory modifications in 5xFAD and APP/PS1 mice, while not in WT mice. To further investigate the benefit of light on long-term learning and memory of AD mice, the Morris water maze (MWM) test was performed. Compared with untreated AD mice, light treatment decreased latency to find the platform in acquisition trials (5xFAD + light versus 5xFAD, *P* = 0.0000001; APP/PS1 + light versus APP/PS1, *P* < 0.0000001) and increased visits to platform location and visits to the target quadrant in probe test, without any effect on swimming velocity. However, light did not induce any behavioral indices modifications in age-matched WT mice (WT + light versus WT, *P* = 0.99929) (Fig. 2c, d, f, g, Supplementary Fig. 2l–o and Supplementary Fig. 3h–k). These results demonstrated that light could ameliorate impairments in spatial learning and memory of AD mice, but not WT mice.

**Fig. 2:**
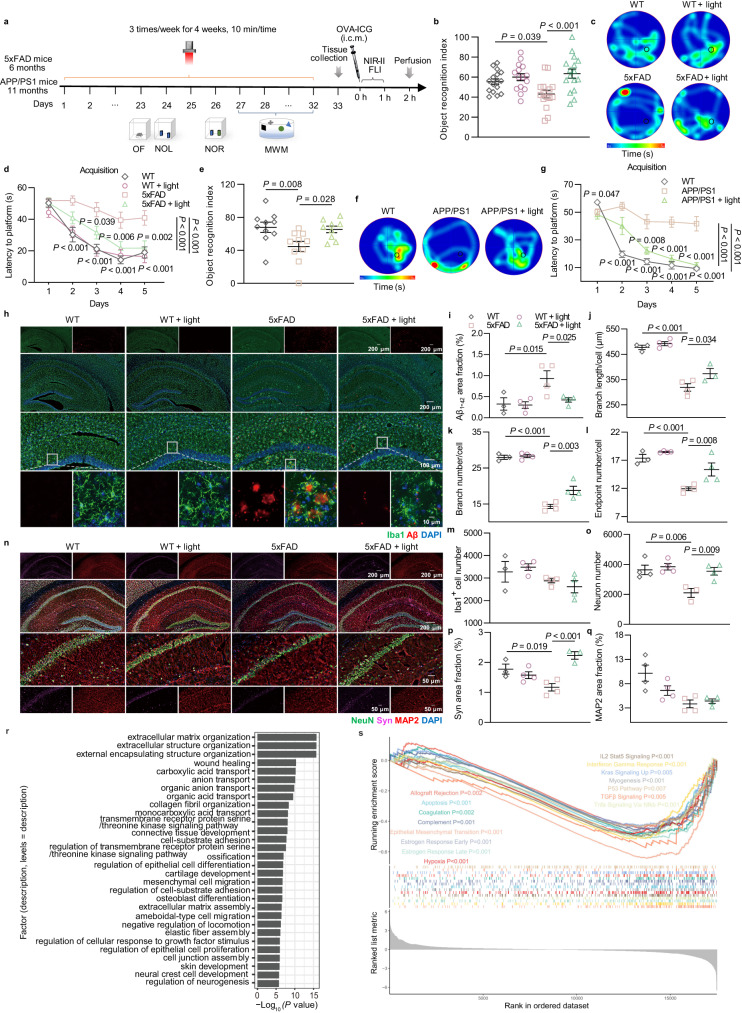
Ameliorating effects of light on cognition and pathology in AD mice. **a** Schedule of treatments and behavior tests of AD mice. **b**–**d** Object recognition index of NOR test (**b**), and representative occupancy heatmaps (**c**) and latency to platform (**d**) of MWM test of 5xFAD mice. *n* = 16 mice in WT and 5xFAD + light groups, *n* = 15 mice in WT + light and 5xFAD groups. **e**–**g** Object recognition index of NOR test (**e**), representative occupancy heatmaps (**f**) and latency to platform (**g**) of MWM test of APP/PS1 mice. *n* = 10 mice in WT and APP/PS1 groups, *n* = 8 mice in APP/PS1 + light group in data **e**; *n* = 10 mice in each group in data **g**. **h** Representative images of brain sections in hippocampus (HPC) stained with Aβ_1-42_, Iba1 and DAPI. Scale bar = 200 μm, 100 μm or 10 μm. **i** Quantification of area fraction of Aβ_1-42_ in HPC. **j**–**m** Quantification of branch length per cell (**j**), branch number per cell (**k**), endpoint number (**l**) and cell number (**m**) of Iba1^+^ cells in HPC. *n* = 3 mice in WT group, *n* = 4 mice in other groups. **n** Representative images of brain sections in HPC stained with NeuN, synaptophysin, MAP2 and DAPI. Scale bar = 200 μm or 50 μm. **o**–**q** Quantification of neuron number (**o**), and area fraction of Syn (**p**) and MAP2 (**q**) in HPC. **r** GO terms upon light treatment in 5xFAD mice. *n* = 4 mice in each group. **s** Enrichment plots of GSEA. *n* = 4 mice in each group. Data in **b**, **d**, **e**, **g**, **i**–**m**, **o**–**q** are presented as mean ± SEM, and analyzed by one-way ANOVA (**e**) or two-way ANOVA (**b**, **d**, **g**, **i**–**m**, **o**–**q**) with Sidak’s multiple comparison test for comparisons of multiple groups. *P* values in **r** and **s** were calculated with clusterProfiler using the hypergeometric test and empirical phenotype-based permutation test, respectively, without any adjustments for multiple comparisons. The statistical tests involved two-sided analysis. Source data are provided as a Source data file.

Aβ accumulation, neuroinflammation and neurological damage are considered as AD pathological features. Aβ deposition and inflammation in hippocampus (HPC) and prefrontal cortex (PFC) of AD mice were evaluated by immunostaining with Aβ_1-42_ and Iba1 (Ionized calcium-binding adapter protein 1, microglial marker). The results demonstrated that aggravated brain Aβ burden occurred in HPC and PFC of 5xFAD mice, which were noticeably alleviated in light-treated 5xFAD mice to the similar level in WT littermates. Additionally, prominent microglia aggregation to Aβ and activation with reduced branch length, number and endpoints were detected in 5xFAD mice. Light diminished aberrant microglia activation in HPC displayed by increased branch length, branch number and endpoint number, with a similar tendency in the PFC. However, Iba1^+^ cell number did not change significantly but presented a decreasing trend after light treatment (Fig. 2h–m and Supplementary Fig. 4a–f). Overall, light attenuated pathological symptoms of brain Aβ deposition and neuroinflammation in AD mice.

To further examine neuroprotection of mLVs modulation by light in AD mice, immunohistochemical analyses were performed with NeuN (neuronal marker), synaptophysin (Syn) and microtubule associated protein 2 (MAP2) staining. Synaptophysin is an integral membrane protein localized to presynaptic vesicles participating in neurotransmitter transport, and MAP2 is the predominant cytoskeletal regulator within neuronal dendrites^11,12^. Compared to WT littermates, NeuN^+^ neuron cells and Syn in HPC and PFC of 5xFAD mice were significantly reduced and restored by light treatment to the similar levels as in WT littermates, indicating a significant restoration of neuronal cells. Concurrently, MAP2^+^ dendrites expression showed a slight increase in the light treatment group. Interestingly, dendrite morphology exhibited disordered distribution in HPC and PFC of 5xFAD mice, and light promoted more regular rearrangement (Fig. 2n–q and Supplementary Fig. 4g–j). Similarly, light treatment also reduced Aβ accumulation and microglia activation, as well as neuron damage and synapse loss in HPC and PFC of APP/PS1 mice (Supplementary Fig. 5a–t). Accordingly, light could elicit a neuroprotective effect via ameliorating Aβ accumulation, neuroinflammation, and neuron and synapse loss, possibly shifting CNS environment toward a mitigatory pathological stage of AD.

To further evaluate the effect of light on AD-associated pathology changes, hippocampal RNA-seq analysis of AD mice was performed. Total RNA was extracted from HPC tissue and sequenced. 

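Each HPC sample came from a different male mouse 6 months of age, with 4 WT mice, 4 untreated 5xFAD mice and 4 light-treated 5xFAD mice, which received 808 nm light for 10 min, 3 times per week for 4 weeks. 5xFAD mice carry mutated human genes for the amyloid precursor protein and presenilin, driven by the regulatory sequence of Thy1. Libraries were made with a Smart-seq2 protocol and sequenced on the Illumina NovaSeq platform. For each gene in each sample, the authors deposited the expected count that RSEM assigned to it and its FPKM, which scales the count by transcript length and library size. Total counts per sample ranged from 13952825 to 23856476, with medians of 18584347 in WT, 19122326 in untreated 5xFAD and 17082536 in light-treated 5xFAD mice. Between 16344 and 18235 genes had a count above 0 in a sample. Replicates differed by more than counting error, with a chi-square per degree of freedom between 10.3 and 118 over the 18 pairs of replicates, and the biological coefficient of variation estimated by edgeR was 0.198. The expected counts were rounded, normalized by the TMM method and tested with edgeR's quasi-likelihood test, with the 3 groups in a single fit. The test covered the 12981 genes with an FPKM of at least 1 in at least 3 of the 12 samples. P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p value below 0.05 and at least a 2-fold change were taken as DEGs. In counts simulated with the measured depth and spread, in which 200 of the 12981 genes were changed, the same steps recovered 93 of the genes changed 2-fold and 195 of those changed 4-fold. Genes changed 2-fold sit at the fold threshold itself, so the misses among them do not come from depth and spread alone. Thy1 (ENSMUSG00000032011) had an FPKM of 510 ± 104 (SD, n = 4) in untreated 5xFAD mice and 181 ± 8.13 (SD, n = 4) in WT mice, with every 5xFAD sample above every WT sample. The paper's text does not name the genome build, so gene positions are those of the GENCODE annotation of GRCm38, matched by gene identifier.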

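In HPC, 15 genes were higher and 20 were lower in light-treated than in untreated 5xFAD mice past both thresholds, and 2382 genes had an unadjusted p value below 0.05. Without the requirement of a 2-fold change, 59 genes passed, 35 of them higher and 24 lower. For 991 genes, 7.63% of those tested, every light-treated mouse lay above or below every untreated mouse, where random labels give 2.86%. The number of DEGs was 0 when the WT mice were left out of the fit and 0 with a mean FPKM of at least 5 as the filter, with 1764 and 1662 genes at an unadjusted p value below 0.05. It moved most with DESeq2 on these 8 samples and no filter, a setting chosen after the data were seen, to 52 genes higher and 152 lower. Onecut1 (ENSMUSG00000043013), a transcription factor gene on chromosome 9 from 74861921 to 74891781, had an FPKM of 1.81 ± 0.807 (SD, n = 4) in light-treated and 0.133 ± 0.147 (SD, n = 4) in untreated 5xFAD mice, a log2 fold change of 3.69 (standard error 0.64, adjusted p = 0.0402). Mycn (ENSMUSG00000037169), on chromosome 12 from 12936093 to 12941914, had a log2 fold change of 1.85 (standard error 0.36, adjusted p = 0.0482). Col6a2 (ENSMUSG00000020241), a collagen gene on chromosome 10 from 76595762 to 76623630, had an FPKM of 0.522 ± 0.0988 (SD, n = 4) in light-treated and 3.56 ± 1.79 (SD, n = 4) in untreated mice, a log2 fold change of −2.77 (standard error 0.39) with the smallest adjusted p value, 0.0328. The other 7 of the 10 DEGs with the largest changes, Bmp3, Ecel1, Crabp2, Igfbp6, Col6a1, Fmod and Pcolce, were lower, with log2 fold changes from −2.87 to −2.06. Of the 20 lower genes, 15 had a higher mean FPKM in the meninges than in HPC. The 13 tested marker genes of leptomeningeal fibroblasts that were not DEGs were all lower in light-treated mice, with a mean log2 fold change of −1.16. With each of the 8 mice left out in turn, the number of DEGs ranged from 0 to 136.

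**Figure D1:**
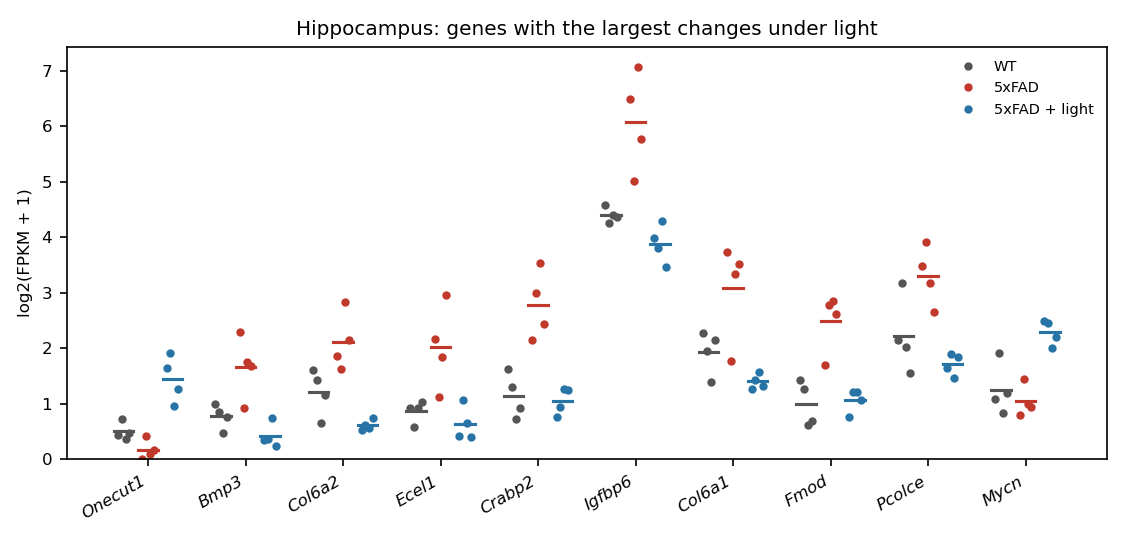
Expression in HPC, as log2(FPKM + 1), of the 10 DEGs with the largest changes under light in WT, untreated 5xFAD and light-treated 5xFAD mice. Each point is a mouse (n = 4 per group) and each bar is a group mean. For Onecut1 and Mycn the light-treated mice lie above the untreated 5xFAD mice, and for the other 8 genes they lie below.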

Volcano plot and heatmap showed expression levels of differential genes in HPC between 5xFAD mice treated with and without light (Supplementary Fig. 6a, b). Gene ontology (GO) functional enrichment analysis showed changes in gene sets involved in ion transport, cell migration, neurogenesis and development (Fig. 2r and Supplementary Fig. 6c). 

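The deposited tables pair genes with GO processes, and each of the 149 processes with at least 10 tested genes in HPC was compared with all other tested genes by limma's camera test, with a preset correlation of 0.01 between the genes of a set. The paper instead tested its DEGs for enriched terms against the genome, and its terms may hold other genes than these sets. An adjusted p value below 0.05 was reached by 10 processes, 6 shifted up and 4 shifted down in light-treated mice. The 121 genes of ion transport were shifted up, with a median log2 fold change of 0.13 against −0.02 for the other genes (adjusted p = 1.09e-05). The 27 genes of nervous system development were also shifted up, with a median of 0.14 (adjusted p = 0.0416), and the 13 genes of cell migration were not shifted, with a median of −0.08 (adjusted p = 0.955). These p values moved most when the correlation was estimated for each set, to an adjusted p of 0.812 for ion transport and for nervous system development. Among the 8 DEGs higher in light-treated mice that carry a GO process, 3 belonged to ion transport against 0.148 expected from the background of 6533 annotated genes (Fisher's exact test, one-sided, p = 0.000324, adjusted p = 0.0242). Among all 17 annotated DEGs, 0 processes passed in the same test (smallest adjusted p = 0.244). Of the DEGs that DESeq2 found without the WT mice, the 29 annotated higher genes also gave 0 (smallest adjusted p = 0.269). All 96 annotated DEGs of that fit gave 1, transmembrane transport (adjusted p = 0.00372). Of the 23 genes of Supplementary Fig. 6c, 22 were tested, 17 of them higher and 5 lower in light-treated mice. Adjusted over all tested genes, 5 of these 22 had an adjusted p value below 0.05, and adjusted over the list alone 20 did, although the list is the paper's own selection from these samples. Kalrn (ENSMUSG00000061751) had a log2 fold change of 0.68 (standard error 0.10, adjusted p = 0.0365). Epha4 and Neurod1 rose by 0.77 and 0.69 on the log2 scale (adjusted p = 0.0803 and 0.0795). Id1 had a log2 fold change of −1.07 (standard error 0.22, adjusted p = 0.0514). With DESeq2 in place of edgeR, the adjusted p values of Epha4, Neurod1 and Id1 were 0.00451, 0.00682 and 0.000629. With edgeR and no filter on low values, that of Id1 was 0.0391.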

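Of 329 KEGG pathways tested in HPC in the same way, 25 had an adjusted p value below 0.05, 14 of them shifted up and 11 shifted down in light-treated mice. With the correlation estimated for each set, the number was 0. That setting also gave 0 for untreated 5xFAD against WT mice in HPC, where 73 pathways passed with the preset correlation. A p value above the threshold in it therefore does not argue against a shift. The 240 tested genes of the PI3K-Akt signaling pathway had a median log2 fold change of −0.04 (adjusted p = 0.558), and the 66 genes of the TGF-beta signaling pathway had a median of −0.08 (adjusted p = 0.725). The medians were −0.02 for the 110 genes of the apelin signaling pathway (adjusted p = 0.753) and −0.05 for the 11 genes of alpha-linolenic acid metabolism (adjusted p = 0.578). The 132 genes of the oxytocin signaling pathway had a median of 0.07 (adjusted p = 0.0817), which was 0.0306 in a pre-ranked GSEA and 0.825 with the correlation between the genes estimated. In 2 of the 8 fits that each left out 1 mouse, the oxytocin signaling pathway was past the threshold. By membership, 3 of the 17 DEGs with a KEGG annotation belonged to the PI3K-Akt signaling pathway against 0.748 expected (Fisher's exact test, one-sided, p = 0.0362, adjusted p = 0.596), and 3 belonged to the oxytocin signaling pathway against 0.411 expected (p = 0.00735, adjusted p = 0.434). Among the DEGs that DESeq2 found without the WT mice, 104 had a KEGG annotation and 17 of these belonged to the PI3K-Akt signaling pathway against 5.02 expected (Fisher's exact test, one-sided, p = 8.07e-06, adjusted p = 0.000891). Of the 13 genes of Supplementary Fig. 6e, which the paper assigns to TGF-beta signaling, 11 were tested, 4 of them higher and 7 lower in light-treated mice. Among them, Emp3 (ENSMUSG00000040212) was past both thresholds, with a log2 fold change of −1.41 (standard error 0.25, adjusted p = 0.0462). Dcn and Bmp4 had log2 fold changes of −2.01 and −0.83 (adjusted p = 0.121 and 0.239).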

Kyoto Encyclopedia of Genes and Genomes (KEGG) terms enrichment also revealed transcriptional alterations related to PI3K-AKT signaling pathway, apelin signaling pathway, TGF-beta signaling pathway, oxytocin signaling pathway, and alpha-linolenic acid metabolism, which participate in neuronal survival and differentiation as well as AD progression (Supplementary Fig. 6d, e)^13–15^. In addition, Hallmark gene sets by gene set enrichment analysis (GSEA) further demonstrated distinct enrichment of down-regulated gene sets associated with AD development such as apoptosis, coagulation, hypoxia, and p53 pathway, as well as inflammation response including complement, IL2 Stat5 signaling, TNF-alpha signaling via NF-κB (Fig. 2s). These results indicated that light treatment might contribute to regulation of neuronal survival, neuroinflammation and other related pathology for AD amelioration.

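The Hallmark gene sets were not used here, and the KEGG pathways closest to them were tested in HPC. The 33 tested genes of complement and coagulation cascades were shifted down in light-treated mice, with a median log2 fold change of −0.38 against −0.02 for the other genes (camera test, adjusted p = 0.000338). This pathway had an adjusted p of 0.825 when the correlation between its genes was estimated. The medians of 4 other pathways lay closer to 0, at −0.08 for the 114 genes of apoptosis (adjusted p = 0.477), −0.07 for the 92 genes of HIF-1 signaling (adjusted p = 0.675), −0.12 for the 56 genes of p53 signaling (adjusted p = 0.286) and −0.00 for the 85 genes of TNF signaling (adjusted p = 0.975). Of 16 marker genes of the microglia that surround plaques, 5 were higher and 11 lower in light-treated than in untreated 5xFAD mice, with log2 fold changes from −0.37 to 0.55, and 0 of them had an unadjusted p value below 0.05. From the GO, KEGG and Hallmark gene sets, the paper proposes that light contributes to the regulation of neuronal survival and neuroinflammation in 5xFAD mice.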

### Modulation on the structure of mLVs by light enhances mLVs drainage

Similarly, we validated lymphatic drainage capacity of light-treated AD mice by in vivo CLNs NIR-II FLI and dCLNs immunostaining. The outflow of OVA-ICG or OVA-A647 into CLNs (5xFAD + light: 8.225 ± 0.925% versus 5xFAD: 2.249 ± 0.302%, *P* = 0.00092) or around the mLVs in meninges was higher in light-treated 5xFAD mice than that in untreated 5xFAD mice (Fig. 3a–c and Supplementary Fig. 7a–d). As expected, there was unnoticeable change of cerebral blood flow of AD mice after light treatment (Supplementary Fig. 7e, f). To investigate whether improvement of lymphatic fluid transport was associated with the structural changes of mLVs, lymphatic expansion in meninges was assessed by immunofluorescence staining with LYVE-1. The results indicated that coverage of LYVE-1^+^ vessels did not diminish in 5xFAD mice, though impaired lymphatic drainage has already been observed. However, following light treatment, increased diameter of LYVE-1^+^ vessels in meninges occurred in AD mice (5xFAD + light: 29.105 ± 0.894 μm versus 5xFAD: 26.024 ± 0.727 μm, *P* = 0.04623). Therefore, light induced structural expansion but not distribution changes of mLVs in 5xFAD mice (Fig. 3d–f). Subsequently, in APP/PS1 mice, drainage impairment and structural degeneration of mLVs were observed by diminished OVA-ICG fluorescent signals in CLNs and LYVE-1^+^ vessels area fraction in meninges, revealing degeneration of meningeal lymphatic function and distribution. Following light operation, enhancement of lymphatic drainage in AD mice was exhibited by strengthened OVA-ICG fluorescence in CLNs, as well as lymphangiogenesis by increased LYVE-1^+^ area in meninges (Supplementary Fig. 8a–d). However, there was no effects on blood vessel distribution in meninges (Supplementary Fig. 8e). As a result, light could improve drainage capacity and functional expansion of mLVs in both 5xFAD and APP/PS1 mice.

**Fig. 3:**
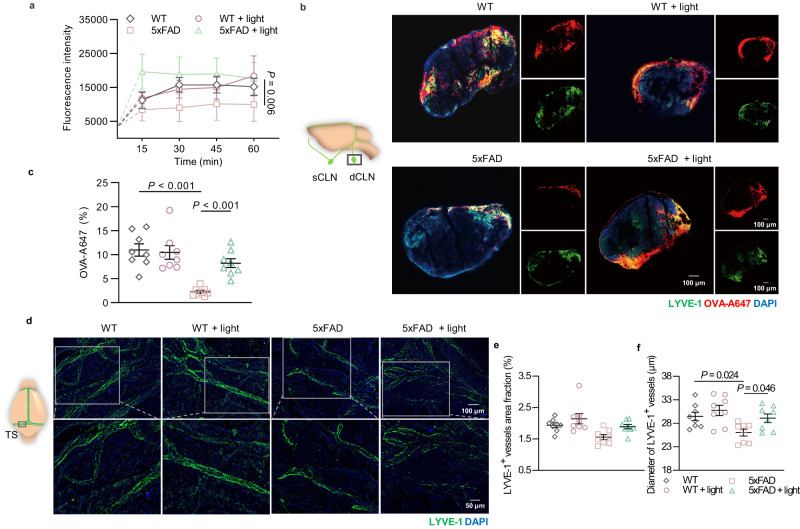
Improvement effects of light on drainage function and structural changes of mLVs in 5xFAD mice. **a** Quantification of fluorescence intensity of OVA-ICG in sCLNs after injection (i.c.m.). *n* = 8 mice in each group. **b** Representative section images of OVA-A647-accumulated dCLNs stained with LYVE-1 and DAPI (from 2 replicates). Scale bar =100 mm. **c** Quantification of fluorescence distribution of OVA-A647 in dCLN sections. *n* = 8 mice in each group. **d** Representative images of meninges stained with LYVE-1 and DAPI (from >3 replicates). Scale bar = 100 μm or 50 μm. **e**–**f** Quantification of area fraction (**e**) and diameter (**f**) of LYVE-1^+^ lymphatic vessels in meninges. *n* = 8 mice in each group. Data in **a**, **c**, **e**, **f** are presented as mean ± SEM, and analyzed by two-way ANOVA with Sidak’s multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

### Boosting mLVs drainage is required for cognition improvement by light

To determine whether the beneficial impact of light on cognitive function and AD-associated pathology relied on the increase of mLVs drainage, we performed mLVs ablation on aged mice (15–17 months, male and female) and 5xFAD mice (6 months, male) following the procedure described in previous studies^4^. Then, we conducted light treatment (20 mW/cm^2^) on mLVs-ablated aged mice and 5xFAD mice for 4 weeks, and subsequently evaluated the motor ability, anxiety, learning and memory of mice by behavioral tests (Fig. 4a). Light had no effect on total distance, average velocity, or center time in the OF test (Supplementary Fig. 9a–d and Supplementary Fig. 10a–d), indicating no alteration in mobility or anxiety-like behavior. Similar to the results above, light treatment improved learning and memory function of aged mice and AD mice, while there were no effects in mLVs-ablated mice (Object recognition index: Vis./photo. +light of aged mice: 39.780 ± 6.939% versus Vis./photo. of aged mice: 42.339 ± 5.873%, *P* = 0.95789 in NOR test; Vis./photo. +light of 5xFAD mice: 46.170 ± 3.061% versus Vis./photo. of 5xFAD mice: 40.767 ± 4.361%, *P* = 0.47442 in NOR test) (Fig. 4b–f, Supplementary Fig. 9e–k and Supplementary Fig. 10e–n). These results showed the beneficial impact of light treatment in cognitive improvement of aged and AD mice, which was abrogated after mLVs ablation, revealing that mLVs played an important role in cognition enhancement by light treatment.

**Fig. 4:**
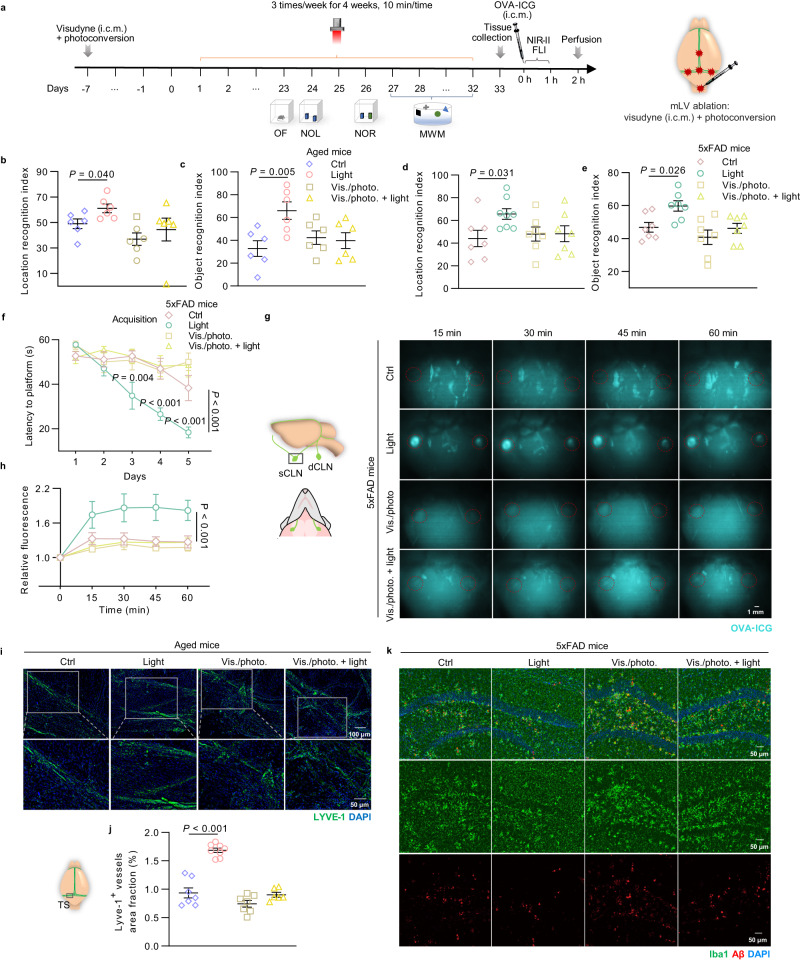
Effects of light on cognition and lymphatic drainage in mLVs-ablated mice. **a** Schedule of treatments and behavior tests of mLVs-ablated aged mice and 5xFAD mice. **b**, **c** Location recognition index of NOL test (**b**) and object recognition index of NOR test (**c**) of mLVs-ablated aged mice. *n* = 6 mice in each group. **d**–**f** Location recognition index of NOL test (**d**), object recognition index of NOR test (**e**) and latency to find platform in the acquisition of MWM test (**f**) of mLVs-ablated 5xFAD mice. *n* = 7 mice in each group in data **d**, **e**; *n* = 8 mice in Ctrl group, *n* = 9 mice in Light group, *n* = 7 mice in Vis./photo. and Vis./photo. + light groups in data **f**. **g** Representative images of sCLNs of mLVs-ablated 5xFAD mice with OVA-ICG accumulation (marked with red circles) at different time points after injection (i.c.m.) (from 2 replicates). Scale bar = 1 mm. **h** Quantification of fluorescence intensity of OVA-ICG in sCLNs. *n* = 8 mice in Ctrl, Vis./photo. and Vis./photo. + light groups, *n* = 9 mice in Light group. **i** Representative images of meninges of mLVs-ablated aged mice stained with LYVE-1 and DAPI (from 2 replicates). Scale bar = 100 μm or 50 μm. **j** Quantification of area fraction of LYVE-1^+^ lymphatic vessels. *n* = 7 mice in Ctrl and Vis./photo. groups, *n* = 8 mice in Light group, *n* = 6 mice in Vis./photo. + light group. **k** Representative images of brain sections of mLVs-ablated 5xFAD mice in HPC stained with Iba1, Aβ_1-42_ and DAPI (from 2 replicates). *n* = 4 mice in each group. Scale bar = 50 μm. Data in **b**, **c**, **d**–**f**, **h**, **j** are presented as mean ± SEM, and analyzed by two-way ANOVA with Sidak’s multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

To further estimate whether abrogation of light treatment benefits in mLVs-ablated aged and AD mice is due to inability of mLVs functional modulation, drainage kinetics and mLVs morphology were evaluated. In vivo kinetic biodistribution of OVA-ICG in superficial cervical lymph nodes (sCLNs) (up to 1 h after injection), and fluorescence intensity of OVA-ICG-accumulated dCLNs and brains (at 2 h after injection) were detected and recorded by NIR-II FLI. The fluorescence intensity of sCLNs rapidly rose to peak within several minutes in light-treated aged and AD mice, then gradually declined to flatten out and maintained at a higher intensity than untreated mice. However, fluorescent signals in sCLNs of both mLVs-ablated mice with and without light treatment remained steady at lower levels within 60 min (Supplementary Fig. 9l, m and Fig. 4g, h). Finally, more OVA-ICG drained into dCLNs and brains of 5xFAD mice underwent light than untreated mice at 2 h after injection, while no difference between mLVs-ablated mice with light operation versus untreated mice (fluorescence intensity of dCLNs: 5xFAD +light: 13548.915 ± 552.890 versus 5xFAD: 9431.965 ± 568.433, *P* = 0.00006; Vis./photo. +light: 9141.019 ± 505.416 versus Vis./photo.: 9415.882 ± 741.405, *P* = 0.94270). The results showed higher fluorescence intensity of tracer in cervical lymph nodes and brains of light-treated mice, suggesting that both meningeal and glymphatic drainages were enhanced. When mLVs were ablated, in addition to the expected blockage of meningeal drainage, the beneficial impacts of light on glymphatic drainage function were also abrogated (Supplementary Fig. 10o–r). These results indicated that meningeal lymphatic and glymphatic systems constructs the flow of CSF, and light-facilitated meningeal lymphatic drainage may somehow affect the entire CSF circulatory system for macromolecule clearance. Additionally, severe loss of LYVE-1^+^ vessel area was observed in aged mice that underwent mLVs ablation, and there were no mLVs changes under light treatment (Fig. 4i, j). Similarly, the beneficial outcomes by light in regard to amelioration of microglial activation and amyloid load in HPC were also abrogated in mLVs-ablated AD mice (Fig. 4k).

### Mitochondrial homeostasis and cellular functions of meningeal lymphatic endothelial cells (mLECs) are regulated by light

To further investigate whether the beneficial effect of light on mLVs drainage relied on the functional modulation of mLECs, fine structures within mLECs of male 5xFAD mice were visualized by transmission electron microscopy (TEM). As shown in Fig. 5a, compared to age-matched WT mice, in AD mice, mLECs within mLVs were arranged more loosely, with round-shape mitochondria, as well as fractured and fuzzy mitochondrial cristae. Mitochondria are the sites of cellular energy metabolism, closely related to cellular functions. Cristae membrane and matrix of mitochondria are major functional regions of metabolism, and thus abnormal morphology of mitochondria or reduction and blurring of cristae structure directly reflect metabolism damage^16–18^. Surprisingly, in light-treated AD mice, mLECs were noticeably more orderly and compact, almost similar to WT littermates, indicating that light might rescue mLEC junction disruption. Simultaneously, light-treated AD mice showed mostly oval or rod-shaped mitochondria with much regular and clear cristae in mLECs, as well as increased mitochondrial length, revealing restored mitochondrial function by light (Fig. 5a, b). To further evaluate mitochondrial homeostasis in mLECs of light-treated mice, we measured the mitochondrial superoxide generation as well as mitochondrial membrane potential using mitochondrial superoxide indicator (MitoSOX) and tetramethylrhodamine (TMRE) probe, respectively. These results demonstrated that there was an increase in mitochondrial superoxide production and a decrease trend in mitochondrial membrane potential in mLECs of AD mice and aged mice, indicating mitochondrial dysfunction of mLECs. Light treatment rescued mitochondrial abnormalities in mLECs with less production of mitochondrial superoxide and an increased trend of mitochondrial membrane potential (Supplementary Fig. 11a–f). All in all, light promotes mitochondrial metabolism recovery of mLECs for cellular function preservation, maintaining the complete structure and compact arrangement of mLVs.

**Fig. 5:**
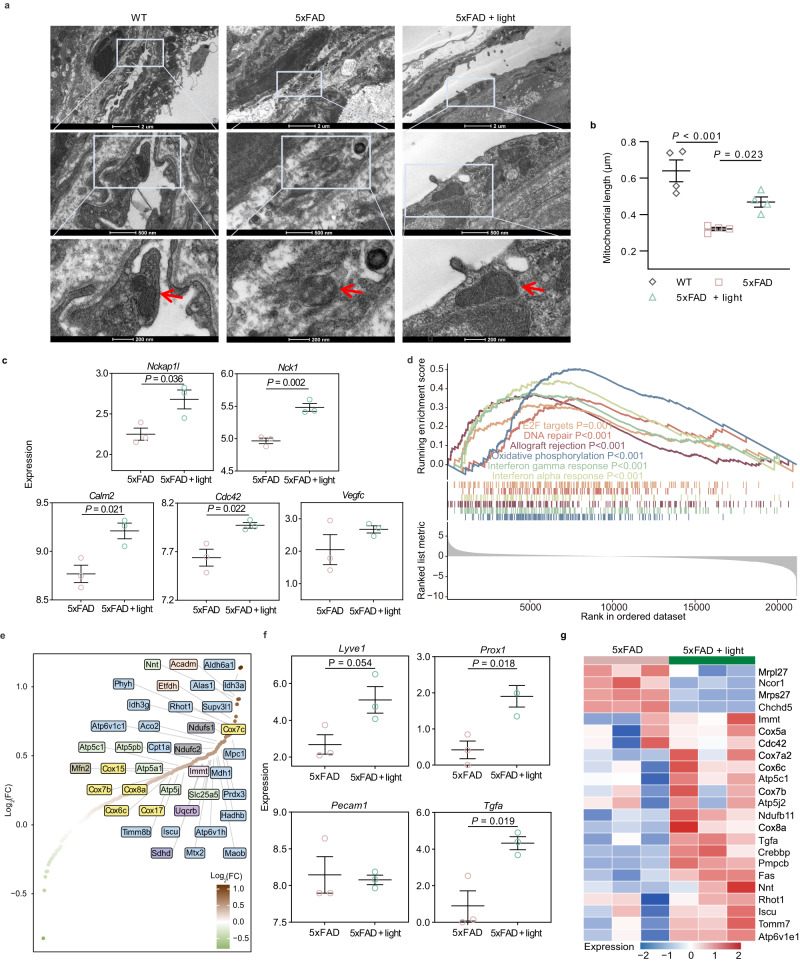
Improvement effects of light on microstructure and gene expression of mLVs in 5xFAD mice. **a** Representative transmission electron microscopy (TEM) images of mLEC arrangement and mitochondrial morphology (red arrowheads: mitochondria of mLECs) (from 2 replicates). Scale bar = 2 μm, 500 nm or 200 nm. **b** Quantification of mitochondrial length of mLECs. *n* = 4 mice in each group. **c** Expression of *Nckap1l, Nck1, Calm2, Cdc42* and *Vegfc* in meninges between light-treated AD group and AD group. **d** Enrichment plot of Hallmark gene sets by GSEA of meninges, showing the profile of the running enrichment score and positions of gene set members on the rank-ordered list. **e** Scatter plot of genes enriched in oxidative phosphorylation and ranked according to Log_2_(FC) (FC: fold change). **f** Expression of *Lyve1, Prox1, Pecam1* and *Tgfa* in mLECs between light-treated AD group and AD group. **g** Heatmap showing relative expression levels of DEGs in mLECs involved in mitochondrial metabolism. *n* = 3 mice in each group in data **c**-**g**. Data in **b**, **c**, **f** are presented as mean ± SEM, and analyzed by one-way ANOVA with Sidak’s multiple comparison test for comparisons of multiple groups (**b**), or two-tailed unpaired Student’s t-test for two-group comparisons (**c**, **f**). *P* values in **d** was calculated with clusterProfiler using the empirical phenotype-based permutation test, without any adjustments for multiple comparisons. The statistical tests involved two-sided analysis. Source data are provided as a Source data file.

Furthermore, the cellular function of mLVs modulated by light was verified using RNA-seq analysis. 

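Each meninges sample came from a different male mouse 6 months of age, with 4 WT mice, 3 untreated 5xFAD mice and 3 light-treated 5xFAD mice. The libraries, the deposited expected counts and FPKM values, the normalization and the thresholds were the same as for HPC. Total counts per sample ranged from 6601143 to 14708202, with medians of 10720944 in WT, 9383031 in untreated 5xFAD and 12915229 in light-treated 5xFAD mice. Between 17393 and 19749 genes had a count above 0 in a sample. The biological coefficient of variation was 0.350, above that of HPC, and 14318 genes had an FPKM of at least 1 in at least 3 of the 10 samples and were tested. In simulated counts in which 200 of these 14318 genes were changed, the test recovered 0 of the genes changed 2-fold, 144 of those changed 4-fold and 190 of those changed 16-fold.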

Total RNA was extracted from meninge tissues and sequenced. Volcano plot and heatmap demonstrated significant difference in gene expression in meninges of 5xFAD mice treated with or without light (Supplementary Fig. 11g, h). 

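In the meninges, 0 genes were higher and 2 were lower in light-treated than in untreated 5xFAD mice past both thresholds, and 1822 genes had an unadjusted p value below 0.05. For 2977 genes, 20.8% of those tested, every light-treated mouse lay above or below every untreated mouse, where random labels give 10%. The number of DEGs moved most with DESeq2 on the 6 mice compared and no filter, a setting chosen after the data were seen, to 200, with 50 higher and 150 lower. Fkbp5 (ENSMUSG00000024222), on chromosome 17 from 28399094 to 28517527, had an FPKM of 4.21 ± 0.828 (SD, n = 3) in light-treated and 25.8 ± 7.94 (SD, n = 3) in untreated 5xFAD mice, a log2 fold change of −2.57 (standard error 0.29, adjusted p = 0.00748). Zbtb16 (ENSMUSG00000066687), on chromosome 9 from 48654297 to 48836222, had an FPKM of 2.44 ± 1.08 (SD, n = 3) and 12.0 ± 2.34 (SD, n = 3) in the same groups, a log2 fold change of −2.46 (standard error 0.31, adjusted p = 0.0125). Both belong to a list of 14 genes that respond to glucocorticoids, and 11 of the other 12 were also lower in light-treated mice, with a mean log2 fold change of −0.81 over the 12. Nr4a3 and Pde10a, labelled in Supplementary Fig. 11g, had log2 fold changes of −3.60 and −2.37 (adjusted p = 0.219 and 0.219). With DESeq2 in place of edgeR, their adjusted p values were 0.00202 and 0.000169. Of the 20 genes labelled in Supplementary Fig. 11g, 10 were higher and 10 lower in light-treated mice. With edgeR, each of the 20 had an unadjusted p value below 0.05. Adjusted over all tested genes, 2 of the 20 had an adjusted p value below 0.05.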

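Of 166 GO processes tested in the meninges with the camera test, 23 had an adjusted p value below 0.05, 7 of them shifted up and 16 shifted down in light-treated mice. The paper's terms came from its signature genes, so a shift over all genes of a set does not test the same quantity. The 146 tested genes of cell adhesion had a median log2 fold change of −0.14 against 0.04 for the other genes (adjusted p = 0.0604). The 13 genes of positive regulation of cell proliferation had a median of −0.70 (adjusted p = 0.439). Over the alternatives the adjusted p values ran from 0.00169 to 0.733 for cell adhesion and from 0.0495 to 0.951 for cell proliferation, all in the lower direction. They were lowest in a pre-ranked GSEA, and highest with the correlation between the genes estimated for cell adhesion and with 1 mouse left out for cell proliferation.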

GO enrichment of signature genes further exhibited up-regulation of cell proliferation, adhesion, differentiation, development and homeostasis, as well as transport in meninges of light-treated AD mice (Supplementary Fig. 11i). In addition, there was no distinct change of *Vegfc* expression (associated with lymphangiogenesis) in meninge after light treatment, while the genes involved in signaling of VEGF including *Nckap1l*^19^*, Nck1*^20^, *Calm2* and *Cdc42*^21,22^ significantly up-regulated (Fig. 5c). Furthermore, as shown in Supplementary Table 1, the key proteins of bicellular tight junction assembly and cell adhesion were up-regulated, suggesting that tight junction between cells was involved in the positive regulation of meningeal lymphatic vessels by light. 

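Vegfc (ENSMUSG00000031520), on chromosome 8 from 54077606 to 54187096, had an expression of 2.67 ± 0.19 (SD, n = 3) in light-treated and 2.05 ± 0.80 (SD, n = 3) in untreated 5xFAD mice, as log2(FPKM + 1). The difference of 0.62 was smaller than the SD of the untreated mice (exact permutation test, two-sided, p = 0.4). Nckap1l rose by 0.43, Nck1 by 0.52, Calm2 by 0.44 and Cdc42 by 0.33 on the same scale. For each of these 4 genes every light-treated mouse lay above every untreated mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). On the counts, edgeR gave log2 fold changes of 0.52 (standard error 0.47) for Vegfc, 0.52 (standard error 0.29) for Nckap1l, 0.27 (standard error 0.28) for Nck1, 0.43 (standard error 0.28) for Calm2 and 0.34 (standard error 0.26) for Cdc42. Their adjusted p values lay between 0.457 and 0.690. In the 6 fits that each left out 1 mouse, the log2 fold change ran from 0.18 to 1.45 for Vegfc and from 0.06 to 0.39 for Nck1. It ran from 0.42 to 0.62 for Nckap1l, from 0.33 to 0.53 for Calm2 and from 0.24 to 0.44 for Cdc42. The 51 tested genes of the KEGG VEGF signaling pathway had a median log2 fold change of −0.27 (camera test, adjusted p = 0.0741), and over the alternatives the adjusted p ran from 0.0130 with 1 mouse left out to 0.503 with the correlation between the genes estimated.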

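Ocln (ENSMUSG00000021638), which encodes occludin, lies on chromosome 13 from 100496507 to 100552718. Its FPKM was 10.1 ± 3.97 (SD, n = 3) in light-treated and 3.54 ± 1.44 (SD, n = 3) in untreated 5xFAD mice, a log2 fold change of 1.41 (standard error 0.33, adjusted p = 0.286), beside the paper's reported value of 1.43. The log2 fold changes of Pcdhgb5, Pcdhgb6, Pcdhgb7 and Pcdhga8 were 1.60, 1.09, 1.10 and 1.50, and the smallest of their adjusted p values was 0.329. These 4 protocadherin genes were lowly expressed, with a mean FPKM between 0.750 and 3.82 in light-treated mice and between 0.237 and 1.74 in untreated mice. Hapln2 was below the filter on low values, with a log2(FPKM + 1) of 0.50 ± 0.49 (SD, n = 3) in light-treated and 0.03 ± 0.06 (SD, n = 3) in untreated mice. Of the 6 genes in the table, Ocln, Pcdhgb7 and Pcdhga8 were higher in every light-treated mouse than in every untreated mouse. The 139 tested genes of the KEGG tight junction pathway had a median log2 fold change of −0.07 (camera test, adjusted p = 0.227).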

The result demonstrated possible enhancement in cell proliferation and adhesion of mLVs after light treatment, which were the fundament for compact arrangement of mLVs. KEGG terms enriched by altered genes between groups, highlighted transcriptional changes in signaling pathway of cell development, cell communication and Alzheimer’s disease. 

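Of 331 KEGG pathways tested in the meninges, 108 had an adjusted p value below 0.05, 44 of them shifted up and 64 shifted down in light-treated mice. With the correlation estimated for each set the number was 0, as it was in every comparison of groups. The 21 tested genes of mismatch repair were shifted up, with a median log2 fold change of 0.31 (adjusted p = 0.00482), and the 109 genes of the cell cycle had a median of 0.06 (adjusted p = 0.340). The 98 genes of vascular smooth muscle contraction were shifted down, with a median of −0.24 (adjusted p = 0.0463), and in 5 of the 6 fits that each left out 1 mouse they were no longer past the threshold. The 282 genes of the Alzheimer disease pathway had a median of 0.08 (adjusted p = 0.981). Among the DEGs that DESeq2 found lower without the WT mice, 69 had a KEGG annotation and 9 of these belonged to the Alzheimer disease pathway against 3.22 expected (Fisher's exact test, one-sided, p = 0.00447, adjusted p = 0.368).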

Light treatment led to up-regulation of genes involved in cell cycle, mismatch repair and vascular smooth muscle contraction, and down-regulation of genes related to Alzheimer’s disease and pathway of neurodegeneration in meninges, which might indicate enhanced cell activity and drainage function of the meningeal drainage system, as well as AD amelioration (Supplementary Fig. 11j–l).

To further explore the mechanism of mLVs modulation, GSEA analysis was performed using the Hallmark database of gene expression. The results showed significant enrichment of 6 up-regulated gene sets associated with oxidative phosphorylation, cell cycle control, DNA repair, and immune regulation. 

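A list of 81 nuclear genes that encode subunits of the respiratory chain and ATP synthase was set by gene symbol before the data were examined, in place of the Hallmark set. Of the 79 tested in the meninges, 64 were higher and 15 lower in light-treated mice, with log2 fold changes from −0.36 to 0.64. Their median log2 fold change was 0.19 against 0.04 for the other genes (limma's camera test of this set alone, two-sided, adjusted p = 0.00118), and with the correlation between the genes estimated the adjusted p was 0.549. In the 6 fits that each left out 1 mouse the p ran from 2.14e-08 to 0.996, with 1 weaker and 1 reversed, and 3 of the 4 splits that part as many pairs of mice with the same replicate number gave a camera adjusted p as small. Among single genes of the list, Ndufs1, noticed after its values were seen, had an unadjusted p value below 0.05, with a log2 fold change of 0.63 (standard error 0.28, adjusted p = 0.380). The KEGG pathways of DNA replication, with 35 tested genes, and of allograft rejection, with 100, were shifted up, with medians of 0.29 and 0.44 (adjusted p = 0.0248 and 0.00482). Over the alternatives the adjusted p ran from 0.0204 to 0.557 for DNA replication and up to 0.580 for allograft rejection, highest with the correlation between the genes estimated. In 3 and 2 of the 6 fits that each left out 1 mouse, these pathways were no longer past the threshold. The respiratory chain genes were shifted down in untreated 5xFAD mice against WT mice, with a median of −0.18 and 77 of 79 lower (camera test, adjusted p = 7.48e-07), which was 0.369 with the correlation between the genes estimated and up to 0.688 with 1 mouse left out.

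**Figure D2:**
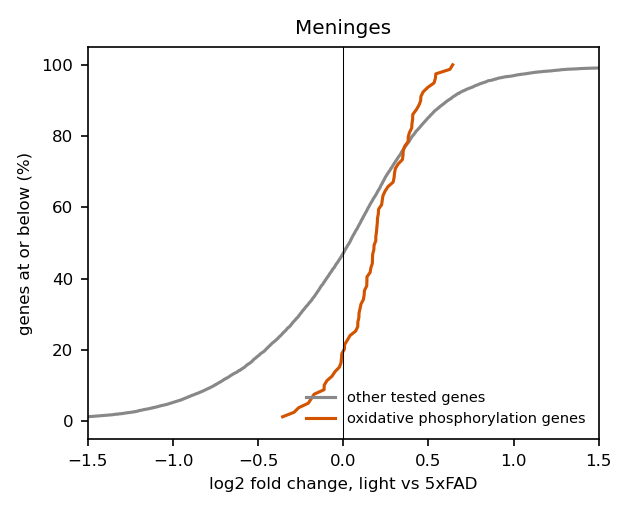
Percentage of genes at or below each log2 fold change between light-treated and untreated 5xFAD mice in the meninges (n = 3 per group), for the 79 oxidative phosphorylation genes and for the other tested genes. The curve of the oxidative phosphorylation genes lies to the right of the other genes around the medians of 0.19 and 0.04.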

The expression of the subset of genes contributed to oxidative phosphorylation, like *Cox7c, Cox17, Atp5pb, Mfn2, Immt* and *Iscu* as key up-regulated genes were associated with cytochrome c oxidase (CcO) activity and assembly, respiratory electron transport, adenosine triphosphate (ATP) synthesis, mitochondrial fusion, cristae formation and metabolic homeostasis (Fig. 5d, e). Oxidative phosphorylation is an energy transfer response in mitochondria, which couples with electron transport and produces ATP to provide energy for cellular synthesis and metabolism. In the process, CcO plays a key role as the terminal component of respiratory chain located in mitochondrial inner membrane, which also acts as a photoreceptor that undergoes molecular conformational change and heightens enzyme activity after light stimulation, promoting electron transfer and increasing ATP production, thus enhancing cell activity and function^23,24^. Therefore, light probably induced lymphatic expansion and led to the clustered and structured mLEC arrangement by CcO modulation for mitochondrial homeostasis and cellular function restoration, contributing to drainage dynamics recovery.

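Cox7c (ENSMUSG00000017778), a subunit gene of CcO on chromosome 13 from 86044816 to 86046904, had an FPKM of 595 ± 164 (SD, n = 3) in the meninges of light-treated and 388 ± 112 (SD, n = 3) in those of untreated 5xFAD mice. Its log2 fold change was 0.64 (standard error 0.34, adjusted p = 0.437), the largest among the respiratory chain genes tested. Cox17, Atp5pb, Mfn2, Immt and Iscu had log2 fold changes of 0.39, 0.46, 0.35, 0.47 and 0.47, with adjusted p values from 0.387 to 0.618. With 1 mouse left out, the log2 fold change ran from 0.14 to 0.67 for Cox17 and from 0.17 to 0.47 for Mfn2. It ran from 0.33 to 0.52 for Atp5pb, from 0.30 to 0.57 for Immt and from 0.39 to 0.53 for Iscu. Atp5pb, Immt and Iscu were higher in every light-treated mouse than in every untreated mouse (exact permutation test, two-sided, p = 0.1, the smallest possible), and Cox7c, Cox17 and Mfn2 overlapped between the groups (p = 0.3, 0.5 and 0.2). All 39 genes of Fig. 5e were higher in light-treated mice, and for 17 of them the groups did not overlap. With the test adjusted over this list alone, 4 of the 39 had an adjusted p value below 0.05, although the list is the paper's own selection from these samples. From the oxidative phosphorylation genes and the role of CcO as a photoreceptor, the paper proposes that light acted on mLECs through CcO and restored mitochondrial homeostasis. Its other evidence on mLEC mitochondria is electron microscopy and probes of superoxide and membrane potential, which these RNA values do not test.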

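By the paper's methods, meningeal LECs were sorted as CD45-negative cells positive for CD31 and PDPN, and each sample held the cells of a single meninges, with 4 WT mice, 3 untreated 5xFAD mice and 3 light-treated 5xFAD mice 6 months of age. The lysed cells went directly into reverse transcription, and the authors deposited expected counts and FPKM values as for the tissues. Total counts per sample ranged from 14231415 to 24207326, with medians of 19439340 in WT, 18626569 in untreated 5xFAD and 16648103 in light-treated 5xFAD mice. Between 5992 and 9006 genes had a count above 0 in a sample, fewer than in either tissue. As means of log2(FPKM + 1), 11 LEC markers, some of them shared with other endothelial cells, scored 4.42 in WT, 4.78 in untreated and 5.38 in light-treated 5xFAD mice, and 10 blood endothelial markers scored 7.37, 7.41 and 7.10. The samples therefore also hold transcripts of blood endothelial markers, and the share of LECs in them was not estimated. The Pearson correlation of log2(FPKM + 1) across genes between replicates had a median of 0.595 over 12 pairs of samples, against 0.947 in the meninges and 0.983 in HPC. The biological coefficient of variation was 1.89, and 8188 genes had an FPKM of at least 1 in at least 3 of the 10 samples and were tested. In simulated counts in which 200 of these 8188 genes were changed, edgeR recovered 0 of the genes changed 4-fold and 15 of those changed 16-fold, with 0 false calls.

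**Figure D3:**
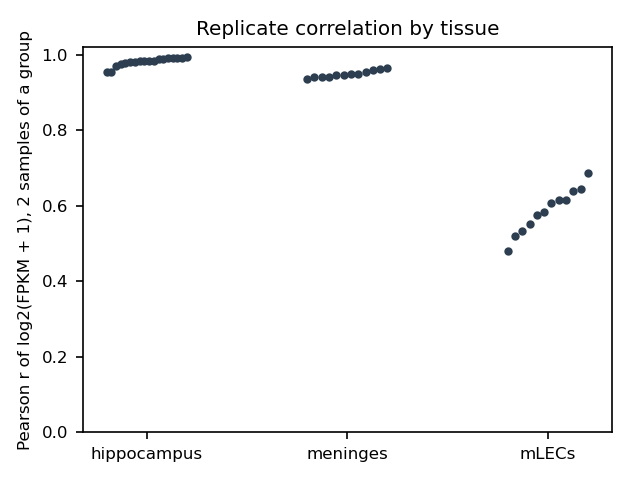
Pearson r of log2(FPKM + 1) across genes for each pair of samples of the same group, in hippocampus (18 pairs), meninges (12 pairs) and mLECs (12 pairs). The pairs of mLEC samples lie between 0.480 and 0.687, below all pairs of the tissues.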

Subsequently, in order to further verify the mechanism of mLVs modulation, mLEC were isolated from meninges for RNA-seq analysis (Supplementary Fig. 12a–e). Light modulation led to up-regulated expression of *Lyve1* and *Prox1* (encoding classical markers of LECs), as well as *Tgfa* (transforming growth factor), but did not alter expression level of *Pecam1* (encoding blood vessel marker) (Fig. 5f), showing lymphangiogenesis of light-treated 5xFAD mice. In addition, up-regulated genes were also associated with oxidative phosphorylation and mitochondrial metabolism, which was consistent with meningeal RNA-seq analysis of light-treated 5xFAD mice (Fig. 5g). 

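Lyve1 (ENSMUSG00000030787), on chromosome 7 from 110850607 to 110863239, had an expression of 5.15 ± 1.22 (SD, n = 3) in light-treated and 2.64 ± 0.94 (SD, n = 3) in untreated 5xFAD mice, as log2(FPKM + 1), a difference of 2.51. Prox1 (ENSMUSG00000010175), on chromosome 1 from 190118035 to 190170714, was at 1.89 ± 0.52 (SD, n = 3) and 0.39 ± 0.40 (SD, n = 3), a difference of 1.50, and its FPKM was 0 in at least 1 untreated mouse. Tgfa (ENSMUSG00000029999), on chromosome 6 from 86195223 to 86275719, was at 4.33 ± 0.65 (SD, n = 3) and 0.89 ± 1.42 (SD, n = 3), a difference of 3.43. For these 3 genes every light-treated mouse lay above every untreated mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The differences moved most with a pseudocount of 0.1, to 3.10 for Prox1 and 5.35 for Tgfa. Pecam1 (ENSMUSG00000020717), on chromosome 11 from 106654217 to 106750628, was at 7.92 ± 0.18 (SD, n = 3) and 8.24 ± 0.37 (SD, n = 3), a difference of −0.32 (exact permutation test, two-sided, p = 0.3). On the counts, the log2 fold changes were 2.80 (standard error 2.52) for Lyve1, 2.68 (standard error 3.40) for Prox1, 3.40 (standard error 2.56) for Tgfa and −0.30 (standard error 0.41) for Pecam1, each with an adjusted p of 1 from edgeR. In WT mice Lyve1 was at 1.74 ± 2.42 (SD, n = 4) and Tgfa at 3.16 ± 2.18 (SD, n = 4) on the log2(FPKM + 1) scale. From the higher Lyve1, Prox1 and Tgfa and the unaltered Pecam1, the paper concludes that lymphangiogenesis took place in light-treated 5xFAD mice. Because the share of LECs in the samples was not estimated, these values cannot tell a change within LECs from a change in that share.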

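Of the 79 tested respiratory chain and ATP synthase genes, 53 were higher and 26 lower in mLECs of light-treated than of untreated 5xFAD mice, with log2 fold changes from −1.56 to 1.71 and 0 at an unadjusted p value below 0.05. Their median log2 fold change was 0.25 against 0.02 for the other genes (limma's camera test of this set alone, two-sided, adjusted p = 0.00894). This p value moved most with the correlation between the genes estimated, to 0.378, and it was 0.260 in a pre-ranked GSEA. The 102 tested genes of the KEGG pathway of oxidative phosphorylation had a median of 0.21 (adjusted p = 0.997). Against random lists of genes matched on expression, length and GC content, the mean log2 fold change of 0.28 had a p of 0.108 (permutation test, 10000 lists). Of the 23 genes of Fig. 5g, 19 were higher and 4 lower in light-treated mice, and the groups did not overlap for 11 of the higher and 4 of the lower genes.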

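Of 302 KEGG pathways tested in mLECs, 1 had an adjusted p value below 0.05 between light-treated and untreated 5xFAD mice, the ribosome pathway, noticed after its values were seen and shifted up with a median log2 fold change of 0.44 over 132 genes (adjusted p = 0.00769). The number of pathways was 0 with the replicate number as a block, with a pre-ranked GSEA and in 4 of the 6 fits that each left out 1 mouse. In HPC the ribosome pathway was shifted down under light, with a median of −0.22 (camera test, adjusted p = 2.7e-07). Between untreated 5xFAD and WT mice, 0 pathways passed and 3 had an unadjusted p value below 0.05. The 20 tested genes of base excision repair had a median log2 fold change of −0.52 in untreated 5xFAD against WT mice (adjusted p = 0.985) and of 0.11 in light-treated against untreated 5xFAD mice (adjusted p = 0.997). The 16 genes of mismatch repair had medians of −0.59 (adjusted p = 0.985) and −0.00 (adjusted p = 0.997) in the same comparisons. The 36 genes of biosynthesis of amino acids had medians of −0.01 (adjusted p = 0.985) and 0.06 (adjusted p = 0.997).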

KEGG terms presented the pathways enriched by down-regulated genes in mLECs involved in base excision repair, mismatch repair and biosynthetic metabolism in 5xFAD mice compared with WT mice, which were up-regulated in 5xFAD mice with light modulation (Supplementary Fig. 12f, g). The results above revealed that restoration, biosynthesis and metabolism might be essential functions of mLEC for lymphatic development and transport, which were impaired in 5xFAD mice (6 months), and possibly rescued by restoration of mitochondria functions of mLECs via light modulation, further restoring the mLVs network and drainage capability for CNS homeostasis.

## Discussion

In this study, we showed that non-invasive transcranial light treatment could significantly improve cognition of aged and AD mice by targeted enhancement of meningeal lymphatic drainage. We also demonstrated that light promoted mitochondrial metabolic homeostasis to improve mLEC functionality, rescuing loose junction of mLECs, which led to increase of lymphatic drainage for clearance of Aβ deposition and neuroinflammation, resulting in pathology alleviation and cognition improvement in AD mice (Fig. 6).

**Fig. 6:**
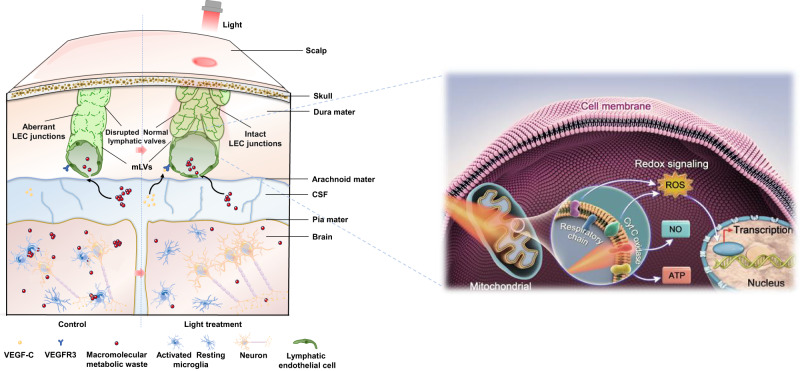
Schematic illustration of the mechanism by which mLVs-targeting phototherapy to improve AD pathology. Near-infrared light enhances mitochondrial respiratory in mLECs via photoreceptor CcO, which repairs lymphatic cell junctions and arrangement for restoration of mLVs drainage, promoting clearance of waste macromolecules (Aβ), ultimately alleviating neurodegenerative processes in mice.

Meningeal lymphatic function impairment has been confirmed in various neurologic diseases, including neurodegenerative diseases, ageing, traumatic brain injury and neurotropic viral infection^4–7,9^. Here, we found that cognitive function and the capacity of lymphatic drainage impaired in 5xFAD mice (6 months), though mLVs coverage merely presented an insignificant downward trend, consistent with the finding of previous studies^5^ (Fig. 3d–f). The result suggested that damage of mLVs drainage function occurred before distributional degradation in AD mice.

Superficial-distributing mLVs in the dura mater provide a direction for transcranial neuromodulation strategy to attenuate neurologic diseases by drainage regulation. In animal cells, cytochrome c oxidase (CcO) (complex IV) was considered as the primary photoreceptor in a transparent optical window from red light (630 nm) to near-infrared light (900 nm). CcO can be boosted by photons to promote efficiency of respiratory chain and ATP synthesis for cell activity improvement and function repairation^25,26^. Particularly, 810–830 nm has been found to have the deepest penetration with limited absorption either by water or blood in tissues, which is more suitable for transcranial modulation for long-term pathological improvement.

Previous studies confirmed that transcranial light treatment at 1267 nm could enhance the clearance of injected Aβ peptide from the brain, shown by accumulated Aβ in the brain and dCLN^27,28^. Recently, transcranial light treatment at 1267 nm was performed in male newborn and adult rodents for treatment of intraventricular hemorrhage by enhancing the removal of red blood cells through brain lymphatics^29^. Nevertheless, how 1267 nm light regulates lymphatic transport remains unclear. It is critical to determine the regulatory mechanism of meningeal lymphatic drainage by light and how drainage changes participate in cognitive improvement. By further observing the fine structure of mLECs with TEM imaging, we found changes in mitochondrial morphology with mostly oval or rod shape and regular cristae distribution in mLECs of light-treated AD mice, as well as increased mitochondrial length, implying mitochondrial function recovery for cellular function enhancement (Fig. 5a, b). Moreover, meningeal RNA-seq analysis showed positive regulation of oxidative phosphorylation and metabolic homeostasis for enhancement of cell growth, probably further promoting *Cdc42*^22^ and *Ocln* expression for cell migration and restoration of endothelial adherens junctions in 5xFAD mice with light (Supplementary Fig. 11c, Fig. 5c, d and Supplementary Table 1). Additionally, the up-regulated genes contributed to oxidative phosphorylation associated with CcO activity, respiratory electron transport, adenosine triphosphate (ATP) synthesis and mitochondrial metabolic homeostasis (Fig. 5e). Furthermore, mLEC RNA-seq analysis demonstrated the up-regulated expression of oxidative phosphorylation-, metabolism- and lymphangiogenesis-associated genes and confirmed restoration of mitochondrial metabolism and cellular development of mLECs in light-treated 5xFAD mice (Fig. 5f, g and Supplementary Fig. 12f, g). These results indicated that light stimulation on CcO is able to enhance oxidative phosphorylation of mitochondria, promoting energy availability and signal transduction for cellular function maintenance of mLECs, further mediating repair of endothelial junctions. The modulation of mLEC function by light enhances lymphatic transport capacity for clearance of waste macromolecules, further alleviating AD-associated pathological injury by reducing Aβ deposition, neuroinflammation and neuronal damage, finally contributing to cognitive improvement.

For the beneficial outcomes by NIR light treatment, it is possible that other regulatory mechanisms may coexist simultaneously. Light may increase the activity of the transporting immune cells in dura, thereby regulating the meningeal immune system for cerebral homeostasis. ln addition, direct regulation of neuronal activity on the cerebral cortex may be another possible mechanism by which light regulates brain function for cognition improvement. Interestingly, light was ineffective in regulation of cognition in WT mice, probably owing to the ceiling effect of existing draining ability^4^ (Fig. 3a–c and Supplementary Fig. 7a–d). Light may play a role in the prevention or amelioration of cognitive deficits depending on the time of treatment. In the future, we plan to investigate whether maintaining lymphatic drainage function by periodic light treatment at the early disease stages in AD animal models could alleviate or delay disease progression.

In our study, we confirmed that mLVs-targeting phototherapy enhanced cognition in aged and AD mice. Furthermore, we revealed that light could restore mitochondrial metabolism and cellular function of mLECs, which contribute to cell arrangement amelioration of mLVs to improve drainage dynamics for pathology relief in AD mice. Overall, we provide a potential treatment for neurologic diseases by mLVs transport modulation for CNS waste clearance, which could alleviate cognitive impairment and related pathology.

## Methods

### Animals

All the mice were in C57BL/6J background purchased from Jinzhihe Biotechnology Co., Ltd (Yangzhou, China). Male and female WT mice aged between 15 to 17 months served as the elderly model, and 1.5-month-old ones served as the counterpart young group. Two male AD models were used in this study: 6-month-old 5xFAD and 11-month-old APPswe/PS1ΔE9 (APP/PS1) mice, with their transgene non-carrier littermates as counterpart groups. Amyloid deposition accompanied by gliosis is seen in 5xFAD mice at 2 months of age. Cognitive deficit occurs at about 5 months old and neuron loss in the brain regions with amyloidosis begins at 6 months of age^30^. In APP/PS1 mice, amyloid deposits in brain between 4 to 6 months and cognitive deficit occurs between 6 to 10 months^31,32^. Mice of all strains were bred under 12-h light and darkness alternating cycles with controlled temperature (20–23 °C) and humidity (50–60%), and were allowed free access to standard diet and water. The mice treatments were performed in compliance with the Guide for the Care and Use of Laboratory Animals. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee of Hainan University (approval number: HNUAUCC-2021-00025).

### Intra-cisterna magna (i.c.m.) injections

Mice were anesthetized with 1% isoflurane supplemented with dexmedetomidine. The dorsal surface of neck was shaved and cleaned. After making a 1.5 cm incision of the neck skin at midline, the muscle layers were retracted with forceps for the cisterna magna exposure. The desired solution was injected into the cisterna magna compartment (2.5 μl/min). For evaluation of lymphatic drainage, 10 μl of Alexa Fluor 647 conjugate ovalbumin (at 0.5 mg/ml, OVA-A647, Thermo Fisher Scientific, USA) or OVA-ICG (at 12.5 μg/ml) was administered using a Hamilton syringe. After the injection, the needle was held in place for an extra 2 min to avoid CSF backflow. Finally, the neck skin and muscle were cleaned and sutured, and the mice were placed on a warming pad for recovery from anesthesia until conscious, then transported back to home cage.

### Meningeal lymphatic vessels (mLVs) ablation

Visudyne treatment was performed as published protocols^4^. Mice were anesthetized with 1% isoflurane supplemented with dexmedetomidine. Then 10 μl visudyne (at 0.5 mg/ml, APExBIO, USA) was injected (i.c.m.) at a rate of 2.5 μl/min. After 15 min, visudyne was photoconverted with a non-thermal 689 nm light (LSR689CP-3.6W-FC, LASEVER, China) on five different spots on skull (one at the injection site, one at the confluence of the sinuses, two at the bilateral transverse sinuses and one at the superior sagittal sinus), with 50 J/cm^2^ irradiation (600 mW/cm^2^, 83 s each spot). The scalp skin was sutured and the mice were placed on a warming pad for recovery from anesthesia until conscious, then transported back to home cage.

### Light penetration measurement

Mice were euthanized by cervical dislocation and the scalps were shaved and cleaned with razor and depilatory cream. Then the head was isolated, the lower jaw and brain tissue was removed, and the skull with hairless scalp was harvested. The skull was fixed under the 808 nm light source. The penetrations of the skull with hairless scalp at lambda point under the light at different powers were recorded (powers detected by a Digital Handheld Optical Power and Energy Meter (PM100D, Thorlabs Inc, Newton, NJ, USA)). The transmittances were calculated as radiation flux/incident power.

### Light treatment

Mice were brought into experimental room at least 30 min before light treatment for habituation. Mice were anesthetized with 1–1.5% isoflurane, and dorsal scalp was shaved and cleaned. Then a continuous 808 nm light (LSR808H-5W-FC, LASEVER, China) was applied to illuminate the skull with intact hairless scalp over an area of 0.8 cm^2^, at 10–50 mW/cm^2^ for 10 min, which ended up with doses of 6–30 J/cm^2^. The surface temperature of scalp was measured along the 10 min of exposure to the light irradiation using a near-infrared (NIR) thermal camera (226S, FOTRIC, China) and analyzed using AnalyzIR (version 4.3.2.71). Mice underwent light treatment three times a week lasting for continuous four weeks. For the mice in control group, the same experimental procedure was performed. Mice were anesthetized with isoflurane, and dorsal scalp was shaved and cleaned, then underwent transcranial illumination by indoor lighting for 10 min. After treatments, the mice were placed on a warming pad for recovery from anesthesia until conscious, then transported back to home cage.

### Cervical lymph nodes (CLNs) imaging

Mice were anesthetized with 1% isoflurane supplemented with dexmedetomidine, and neck skin was resected to expose CLNs. The dorsal surface of neck was cleaned and incised. The muscle layers were retracted to both sides to expose the cisterna magna. Then 10 μl of OVA-ICG (at 12.5 μg/ml) was administered (i.c.m.) to mice at 2.5 μl/min using a Hamilton syringe. After the injection, the needle was held for additional 2 min to avoid CSF backflow. Finally, the neck skin and muscle were cleaned and sutured, and the mice were allowed to recover on a warming pad with 1% isoflurane maintenance. Fifteen minutes post-injection start, the mice were placed supine under the MARS in vivo imaging system (Artemis Intelligent Imaging, China) for imaging. Images of CLNs were collected 15 min to 1 h after injection start, with intervals of 15 min. The time-dependent fluorescence intensity of accumulated tracers in CLNs was recorded. Two hours after injection start, the mice were transcardially perfused with PBS and 4% paraformaldehyde (PFA). Cervical muscles were cut and retracted, and sCLNs and dCLNs were collected to be imaged by the imaging system. Quantitative analysis of fluorescence intensity was performed using Fiji software (version 1.53q) and LightField (version 6.14) to characterize the lymphatic drainage function.

### Laser speckle contrast imaging (LSCI)

After one-month treatment, mice were anesthetized with 1% isoflurane supplemented with dexmedetomidine, followed by the scalp and the fascia resected to expose the skull. Then the mice were head-fixed using a head-fixation frame and placed prostrate under the LSCI microscope (Simopto, China) for detection of cerebral blood flow. The signals excited by 785 nm laser were amplified and digitized for blood flow imaging. The relative blood flow (%) of mice was record for continuous 3 min and the blood flow index (perfusion units, PU) was calculated by SIM BFI software (version 3.1.45, Simopto).

### Open field (OF) test

OF test was performed in an opaque cubic arena (40 cm edge). Before the test, mice were habituated to the test room for 30 min. Mice were then placed into the arena and allowed to explore for 10 min. Total distance (cm), velocity (cm/s) and time spent in the center (%) were recorded and analyzed using DigBehv behavior analysis system (version 4.1, Jiliang Software Science&Technology Co., Ltd.).

### Novel object recognition/novel object location (NOR/NOL) test

NOR or NOL task was conducted in the same cubic arena used in the OF test. 24 h before the test, the mice were placed in the arena to explore for 10 min as habituation. Then two identical objects were placed in different corners, around 6 cm away from the walls. During training, mice were allowed to explore the objects in the arena for 10 min and then return to the home cages. 1 or 24 h later, memory of the location or object recognition was tested. For NOL test, mice were allowed to explore the objects for 10 min in the same arena with one object moved to a novel location. For NOR test, mice were allowed to explore for 10 min in the same arena with one object replaced with a novel one in the original position. Object exploration was recorded using Visutrack software (version 3.0, Xinruan Information Technology Co., Ltd.) and recognition index (RI), discrimination index (DI) and object preference (percentage of time with object) were calculated. RI = T _novel_/(T _novel_ + T _familiar_), DI = (T _novel_ − T _familiar_)/(T _novel_ + T _familiar_), object preference = T _novel_/(T _novel_ + T _familiar_) or T _familiar_/(T _novel_ + T _familiar_).

### Y-maze test

Y-maze test was conducted in a Y-shaped maze with three identical arms, each 35 cm length, 6 cm width and 15 cm height. Different geometrical figures were placed inside each arm as spatial landmarks. The arms were randomly designated as the novel, start and other arm. During training, a divider was used to block the novel arm. The mice were placed into the start arm of the maze, heading away from the maze center, for a 10-min exploration. In test trial, the mice were placed into the Y-maze 1 h later to explore for 5 min with all arms open to free access. The time spent in each arm was recorded using DigBehv behavior analysis system (version 4.1, Jiliang Software Science&Technology Co., Ltd.) and percentage of time spent in the novel arm (%) was calculated.

### Morris Water Maze (MWM) test

MWM test was conducted in a circular pool (120 cm diameter) filled with opaque water at around 23 °C to a 30 cm depth. Different geometrical figures were placed surrounding the pool as spatial reference landmarks. During five continuous training days, mice were placed into the tank to find a hidden fixed platform (10 cm diameter, located at 1 cm below the water surface) within 60 s. The mice failing to find the platform during 60 s were gently guided to climb on the platform and rest for 15 s. The latency to platform was recorded using Visutrack software (version 3.0, Xinruan Information Technology Co., Ltd.) and the mean latency to platform of the four trials each day was calculated. On the sixth day (probe trial), the platform was removed and mice performed a 60-s exploration. The percentage of time spent in each quadrant (%), the number of crossings of the platform area and swimming velocity (cm/s) were recorded and analyzed.

### Tissue collection

Mice were anesthetized and then transcardially perfused with PBS and 4% PFA. Cervical skin and muscles were cut and retracted, and CLNs were collected and fixed in 4% PFA for 24 h at 4 °C. The skin and muscle of the heads were removed from the bones, and then brains and skulls were collected and fixed in 4% PFA for 24 h at 4 °C. Then the whole-mount meninges were carefully stripped from skulls and then stored in PBS at 4 °C until further use. The fixed brains and CLNs were washed with PBS, dehydrated with 10%, 20%, and 30% sucrose for three days and frozen in Tissue-Tek OCT compound (SAKURA, USA) at −80 °C. The brains were sliced (50-μm sections) and kept in cryoprotectant at −20 °C for further use.

### Immunohistochemistry and imaging

For antigen retrieval, the frozen brain or CLN sections were heated with citrate buffer for 30 min. For immunofluorescence staining, brain sections, CLN sections and meninges were washed with PBS and blocked with PBS containing 0.3% Triton X-100 (Sigma, USA) and 5% bovine serum albumin (BSA, Sigma) for 1 h at room temperature (RT), followed by incubation with of primary antibodies dilutions overnight at 4 °C: rat anti-LYVE-1 (cat# 14-0443-82, lot# 2494966, clone# ALY7, 1:200, Invitrogen, USA), mouse anti-amyloid-β_1-42_ (cat# 805501, lot# B326654, clone# 12F4, 1:1000, Biolegend, USA), rabbit anti-Iba1 (cat# 019-19741, lot# LEN4341, 1:500, Abcam, UK), rat anti-NeuN (cat# ab279297, lot# GR3400636-6, clone# EPR12763, 1:1000, Abcam, UK), rabbit anti-Syn (cat# MA5-14532, lot# WI3369463, clone# SP11, 1:100, Invitrogen), mouse anti-MAP2 (cat# MA5-12826, lot# XF3603732A, clone# AP18, 1:200, Invitrogen), rabbit anti-CD31 (cat# SAB4502167-100UG, lot# 210547, 1:200, Sigma). Tissues were then washed three times with PBS, followed by incubation with Alexa Fluor 488/555/633 goat anti-rat/rabbit/mouse IgG (H + L) secondary antibodies in PBS containing 0.3% Triton X-100 for 1 h in dark at RT: Alexa Fluor 488 goat anti-rat IgG (H + L) secondary antibody (cat# A-11006, lot# 2247986, 1:500, Invitrogen), Alexa Fluor 488 goat anti-rabbit IgG (H + L) secondary antibody (cat# A-32731, lot# VG302077, 1:500, Invitrogen), Alexa Fluor 555 goat anti-rat IgG (H + L) secondary antibody (cat# A-21434, lot# 2184321, 1:500, Invitrogen), Alexa Fluor 555 goat anti-rabbit IgG (H + L) secondary antibody (cat# A-32732, lot# YA361054, 1:500, Invitrogen), and Alexa Fluor 633 goat anti-mouse IgG (H + L) secondary antibody (cat# A-21052, lot# 2418505, 1:500, Invitrogen). Then tissues were washed three times and incubated with DAPI for 5 min at RT. Finally, tissues were mounted with SlowFade Diamond Antifade Mountant (Invitrogen) and imaged by confocal laser scanning microscopy (FV3000, Olympus, Japan) or Slide Scanner (VS200, Olympus). Image export and quantitative analysis were performed using OLYMPUS OlyVIA (version 4.1) and Fiji software (version 1.53q).

### Mitochondrial superoxide and mitochondrial membrane potential measurement

MitoSOX Red (Invitrogen) and tetramethylrhodamine (TMRE, Invitrogen) probe were used to assess the mitochondrial superoxide and mitochondrial membrane potential levels in meningeal lymphatic endothelial cells (mLECs). The fresh whole-mount meninges were collected and incubated in MitoSOX reagent for 10 min or in TMRE reagent for 30 min at 37 °C, followed by Alexa Fluor 488 rat anti-LYVE-1 (cat# 53-0443-80, lot# 2547846, clone# ALY7, 1:250, Invitrogen) dilution incubation for 30 min at 37 °C. MLECs were imaged by a confocal microscope (FV3000, Olympus).

### Transmission electron microscopy (TEM)

Mice were euthanized by cervical dislocation, then the skullcaps were dissected and the whole-mount meninges were stripped. MLVs regions of meninges were trimmed to 5 mm × 1 mm tissues with a blade and rinsed twice with PBS. Then tissues were fixed with 2% glutaraldehyde buffer with 2% paraformaldehyde for 30 min at RT and stored at 4 °C until processed as TEM samples. Then the tissues were rinsed with PBS, secondly fixed with 1% osmium tetroxide (OsO4), rinsed with double-distilled water, dehydrated with ethanol, infiltrated with acetone, and embedded in epoxy resin. The samples were cut as 70 nm sections, stained with uranyl acetate and lead citrate, and then imaged using a transmission electron microscope (Tecnai G2 Spirit, FEI, USA). Quantitative analysis of the mitochondrial length of meningeal lymphatic endothelial cells (mLECs) was performed using Fiji. The images of LECs in the meninges were acquired using a transmission electron microscopy and the mean of 10 individual mitochondrial length measurements was calculated for each sample in different groups (*n* = 4).

### Sorting of mLECs

To obtain a suspension of mLECs of 5xFAD mice using fluorescence-activated cell sorting (FACS), mice were anesthetized and then transcardially perfused with PBS. Skullcaps were dissected and whole-mount meninges were stripped in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, USA), supplied with 10% FBS (Gibco), penicillin (50 U/ml, Gibco) and streptomycin (50 mg/mL, Sigma). Then meninges were incubated in DMEM containing 1 mg/ml of collagenase VIII (Sigma) and 35 U/mL of DNase I (Sigma) for 30 min at 37 °C. The digested meninges were filtrated through 70-μm nylon cell meshed for single-cell suspensions. Cells were then centrifuged (280 g) at 4 °C for 10 min and resuspended in PBS. Then cells were incubated with antibodies dilutions at 4 °C for 30 min: rat anti-CD45-PE (cat# 12-0451-82, lot# 2356222, clone# 30-F11, 1:150, eBioscience), rat anti-CD31-FITC (cat# 11-0311-85, lot# 2373735, clone# 390, 1:100, eBioscience), hamster anti-podoplanin-PE-Cy7 (cat# 127412, lot# B355692, clone# 8.1.1, 1:100, Biolegend) and rat anti-CD11b-PerCP (cat# 101230, lot# B352939, clone# M1/70, 1:80, BioLegend), and finally incubated with DAPI for 5 min. Cells were then resuspended in FACS buffer. The singlets were gated using the pulse width of the side scatter and forward scatter. Cells negative for DAPI were identified and selected as viable cells. The single DAPI^−^CD45^−^CD31^+^PDPN^+^ cells were gated and sorted using flow cytometry (MoFlo Astrios, Beckman Coulter, USA). The sample cells were dispensed in the droplets with a volume of 1 μl and dropped into the PCR tubes containing 4 ul of lysis buffer. The samples were temporarily stored at −80 °C for further analysis.

### RNA extraction and sequencing

All RNA sample processing (including cDNA library generation) and RNA sequencing (RNA-seq) were performed by E-GENE Technology Co., Ltd (Shenzhen, China). The RNA-seq libraries for samples were prepared using the Smart-seq2 protocol^33^ with minor modifications. For tissue samples, the total RNA of each simple was extracted from one individual hippocampus (HPC) tissue of brain (*n* = 4) or one individual meninge tissue (*n* = 3) via TRIzol total RNA extraction reagent (Thermo Fisher Scientific). Then RNA of sample was quantified by Qubit Fluorometer and RNA integrity was detected by agarose gel electrophoresis. For LEC samples, the LECs (previously sorted by FACS from one individual meninge, *n* = 3) were lysed with 4 μl of 0.2% Triton X-100 solution containing 0.5 μl of RNase inhibitor. The extracted total RNA or the cell lysis was mixed with 1 μl of 10 μM Oligo-dT primer for RNA enrichment, and was subjected to reverse transcription in 1X Super Script II first-strand buffer system with 200 U of Super Script II reverse transcriptase, 0.1 μl of Template switch oligo (TSO, 100 μM), 20 U RNase Inhibitor, 0.75 μl of Dithiothreitol (DTT, 100 mM), 3 μl of Betaine (5 M) and 0.09 μl of MgCl_2_ (1 M). The full-length cDNA was synthesized and amplified with 10 to15 cycles of PCR amplification. Then the product was purified and used for library construction. After quantified by Agilent 2100 Bioanalyzer (Agilent Technologies, USA), the library was sequenced with Illumina Novaseq platform.

The raw reads were filtered by fastp^34^ (version 0.18.0) to remove adapters or low-quality bases for following assembly and analysis. Fragment per kilobase of transcript per million mapped reads (FPKM) value was calculated to quantify expression abundance and variations of transcription using RSEM^35^ software. All analyses of visualizing the RNA-seq data were performed with the statistical software R (version 4.3.1). Differential expression analysis was conducted and visualized using the R package DESeq2^36^ (version 1.40.2) and ggplot2 (version 3.4.2). The genes with a fold change value greater than 2.0 or lower than 0.5 and false discovery rate (FDR)-corrected *P* < 0.05 were considered significantly differentially expressed genes (DEGs). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis provided GO and KEGG terms that significantly enriched in DEGs comparing to the genome background, and filtered the DEGs that correspond to biological functions or pathways. GO and KEGG term enrichment analysis were carried out with the clusterProfiler software (version 4.8.3). GO terms similarity based on similarity matrices of functional terms was performed using R packages simplifyEnrichment (version 1.10.0). In order to gain a better understanding of the mechanism, a Gene Set Enrichment Analysis (GSEA) was performed by ranking all genes based on their level of difference using R package clusterProfiler (version 4.8.3) and visualized using R package enrichplot (version 1.20.3). The hallmark gene sets served as reference sets for GSEA were obtained from the Molecular Signatures Database (https://www.gsea-msigdb.org/gsea/msigdb). Heatmap were visualized using ggplot2 (version 3.4.2) and pheatmap (version 1.0.12). We didn’t make any adjustments on data, and the data were sequenced on the same platform and processed in the same way.

### Statistical analysis

To ensure randomization, animals from different cages were divided in the same experimental group. Experimenters were blind to the group allocation of mice in all the experiments during data collection and analysis. Statistical significance was conducted using two-tailed unpaired Student’s *t* test for two-group comparisons, and one-way ANOVA or two-way ANOVA with Sidak’s multiple comparison test for multiple-group comparisons. A *P* value less than 0.05 was considered statistically significant. Data are presented as mean ± SEM. Statistical data were analyzed using GraphPad Prism (version 8.4.2, GraphPad Software, Inc.).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Reporting Summary

### Source data

Source data

## Data Availability

The data that support the findings of this study are available within the article, the Supplementary Information files and the Source Data files. The RNA sequencing data generated for this study can be found in the GEO repository under accession number GSE245658. The hallmark gene sets served as reference sets for GSEA in RNA-seq analysis were obtained from the Molecular Signatures Database (https://www.gsea-msigdb.org/gsea/msigdb/). Source data are provided with this paper.

# Supplementary material for: Non-invasive modulation of meningeal lymphatics ameliorates ageing and Alzheimer’s disease-associated pathology and cognition in mice
**Source:** Nat Commun. 2024 Feb 16;15:1453. doi: 10.1038/s41467-024-45656-7
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

**Title:** Non-invasive modulation of meningeal lymphatics ameliorates ageing and Alzheimer's disease-associated pathology and cognition in mice

**Authors:** Miao Wang<sup>1</sup>, Congcong Yan<sup>1</sup>, Xi Li<sup>1</sup>, Tianhao Yang<sup>1</sup>, Shengnan Wu<sup>2</sup>, Qian Liu<sup>1</sup>, Qingming Luo<sup>1\*</sup>, Feifan Zhou<sup>1\*</sup>

**This file contains the following Supplementary Figures and Tables:**

Supplementary Fig. 1-Effects of light on mobility and cognition in aged mice.

Supplementary Fig. 2-Effects of light on mobility and cognition in 5xFAD mice.

Supplementary Fig. 3-Effects of light on mobility and cognition in APP/PS1 mice.

Supplementary Fig. 4-Ameliorating effects of light on AD-associated pathology in prefrontal cortex (PFC) of 5xFAD mice.

Supplementary Fig. 5-Ameliorating effects of light on AD-associated pathology in HPC and PFC of APP/PS1 mice.

Supplementary Fig. 6-Improvement effects of light on gene expression of HPC in 5xFAD mice.

Supplementary Fig. 7-Improvement effects of light on drainage function changes of mLVs in 5xFAD mice.

Supplementary Fig. 8-Improvement effects of light on drainage function and structural changes of mLVs in APP/PS1 mice.

Supplementary Fig. 9-Effects of light on cognition and lymphatic drainage in mLV-ablated aged mice.

Supplementary Fig. 10-Effects of light on cognition and lymphatic drainage function in mLV-ablated 5xFAD mice.

Supplementary Fig. 11-Improvement effects of light on gene expression of meninges in 5xFAD mice.

Supplementary Fig. 12-Improvement effects of light on gene expression of mLECs in 5xFAD mice.

Supplementary Table 1-Expression of genes involved in tight junction and cell adhesion in meninges between light-treated AD group versus AD group.

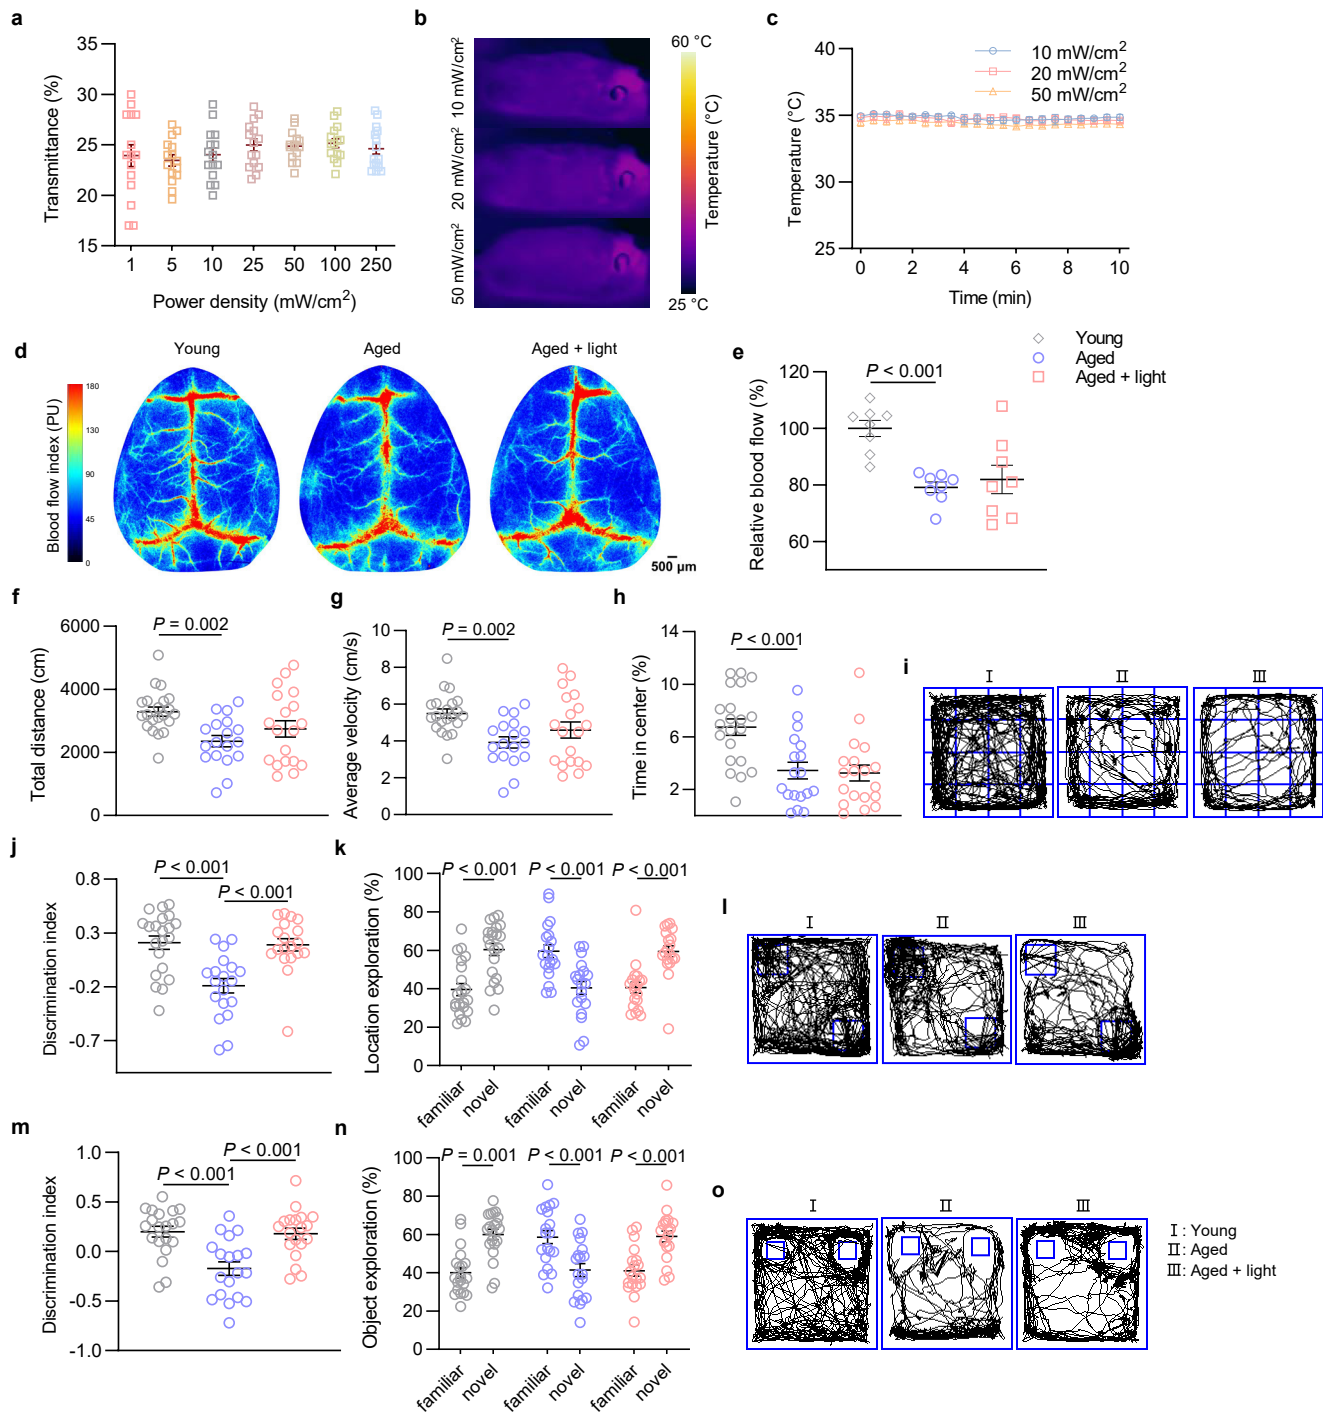

**Supplementary Fig. 1 | Effects of light on mobility and cognition in aged mice. a**

Transmittance of mouse skull with hairless scalp under 808 nm light. n = 15 mice in each group. **b-c** Representative IR thermal images (**b**) and temperature curves (**c**) of mouse scalps under 808 nm light irradiation at 10, 20 and 50 mW/cm<sup>2</sup>. n = 4 mice in 10 mW/cm<sup>2</sup> and 20 mW/cm<sup>2</sup> groups. n = 5 mice in 50 mW/cm<sup>2</sup> group. **d** Representative images of blood flow obtained by laser speckle contrast imaging (LSCI) of brain/meningeal vasculature of aged mice (from 2 replicates). Perfusion units, PU. **e** Relative blood flow of aged mice after the treatments. n = 8 mice in each group. **f-i** Total distance (**f**), average velocity (**g**), time spent in center (**h**) and representative test paths (**i**) of open field (OF) test. n = 21 mice in Young group; n = 18 mice in Aged group; n = 19 mice in Aged + light group in data **f-h**. **j-l** Discrimination index (**j**), percentage of object exploration (**k**) and representative test paths (**l**) of novel object location (NOL) test. **m-o** Discrimination index (**m**), percentage of object exploration (**n**) and representative test paths (**o**) of novel object recognition (NOR) test. n = 21 mice in Young group; n = 19 mice in Aged and Aged + light groups in data **j, k, m, n**. Data in **a, c, e, f-h, j, k, m, n** are presented as mean  $\pm$  SEM, and analyzed by one-way ANOVA (**a, e, f-h, j, m**) or two-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups (**c, k, n**). All the measurements were taken from distinct samples. Source data are provided as a Source data file.

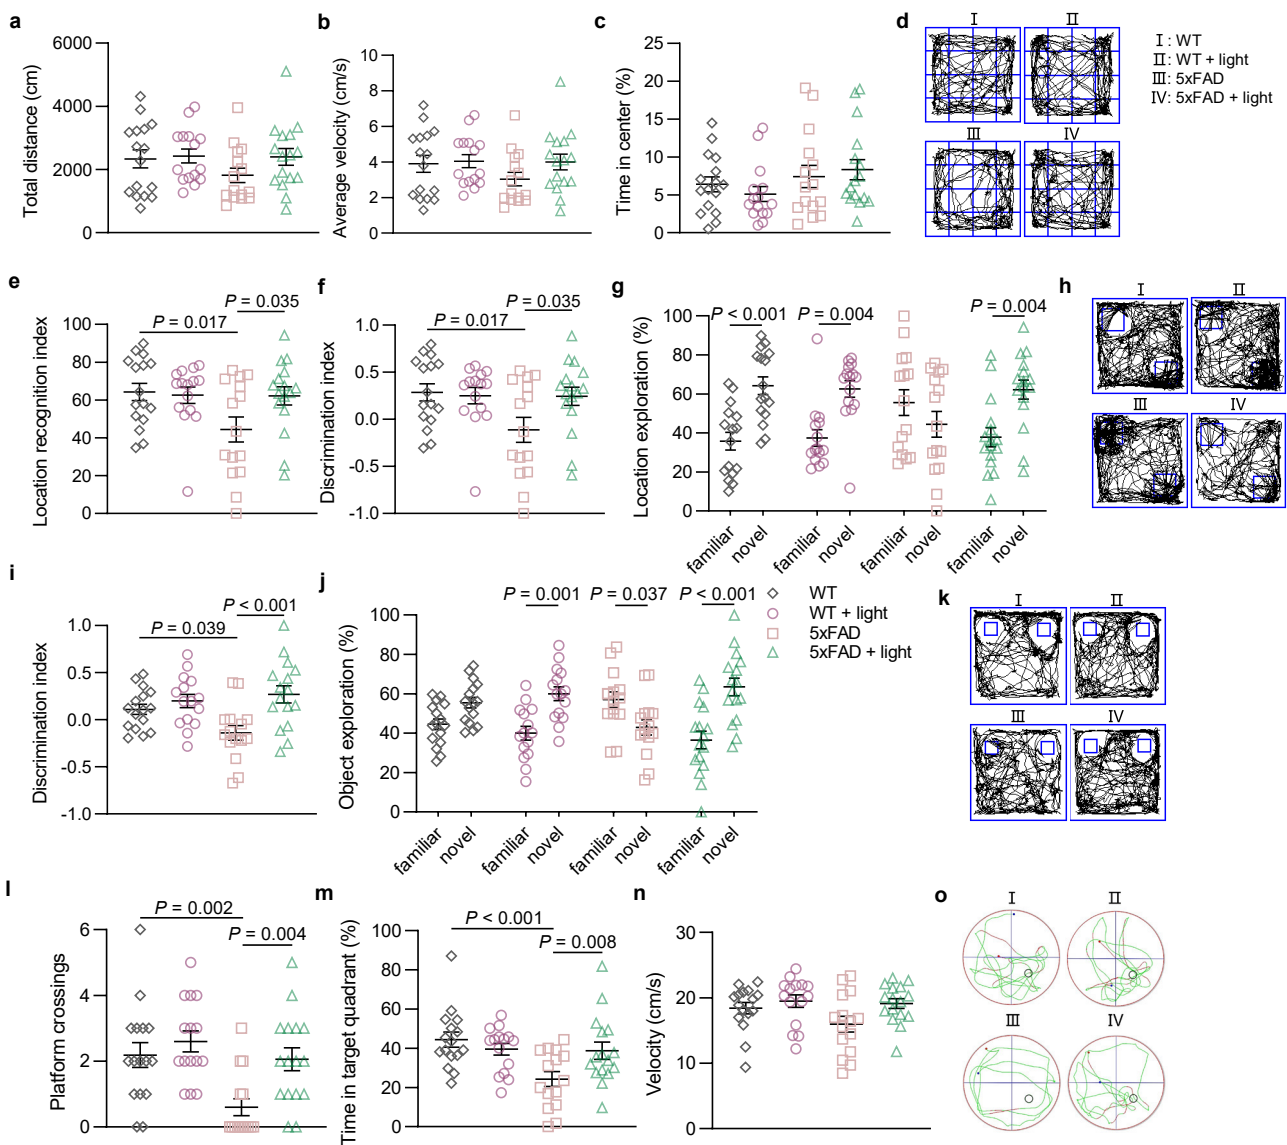

**Supplementary Fig. 2 | Effects of light on mobility and cognition in 5xFAD mice. a-d**

Total distance (**a**), average velocity (**b**), time spent in center (**c**) and representative test paths (**d**) of OF test. **e-h** Location recognition index (**e**), discrimination index (**f**), percentage of object exploration (**g**) and representative test paths (**h**) of NOL test. **i-k** Discrimination index (**i**), percentage of object exploration (**j**) and representative test paths (**k**) of NOR test. **l-o** Number of platform crossings (**l**), percentage of time spent in target quadrant (**m**), swimming velocity (**n**) and representative test paths (**o**) of MWM. n = 16 mice in WT and 5xFAD + light groups; n = 15 mice in WT + light and 5xFAD groups in data **a-c**, **e-g**, **i**, **j**, **l-n**. Data in **a-c**, **e-g**, **i**, **j**, **l-n** are presented as mean  $\pm$  SEM, and analyzed by two-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. All the measurements were taken from distinct samples. Source data are provided as a Source data file.

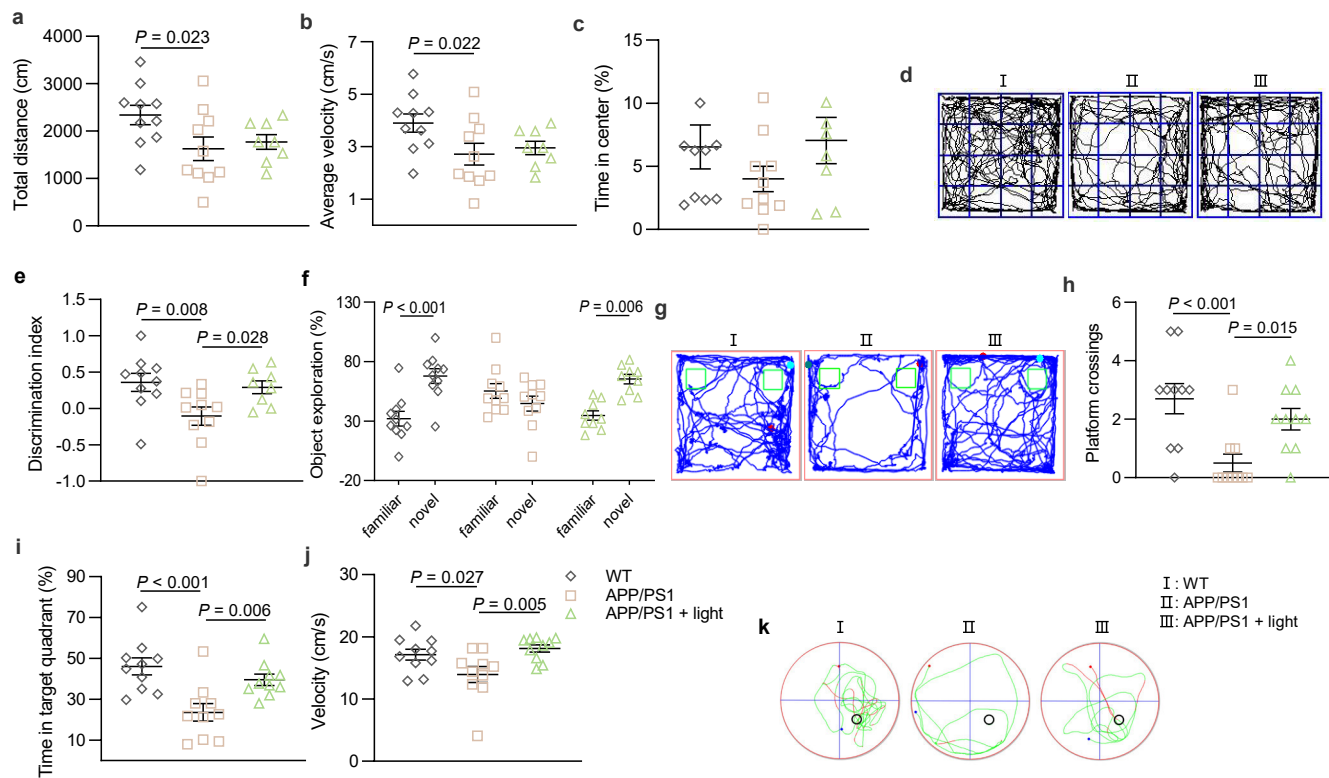

**Supplementary Fig. 3 | Effects of light on mobility and cognition in APP/PS1 mice. a-**

**d** Total distance (**a**), average velocity (**b**), time spent in center (**c**) and representative test paths (**d**) of OF test. n = 10 mice in WT and APP/PS1 groups; n = 8 mice in APP/PS1 + light group. **e-g** Discrimination index (**e**), percentage of object exploration (**f**) and representative test paths (**g**) of NOR test. n = 10 mice in WT and APP/PS1 groups; n = 8 mice in APP/PS1 + light group. **h-k** Number of platform crossings (**h**), percentage of time spent in target quadrant (**i**), swimming velocity (**j**) and representative test paths (**k**) of MWM. n = 10 mice in each group. Data in **a-c**, **e**, **f**, **h-j** are presented as mean  $\pm$  SEM, and analyzed by one-way ANOVA (**a-c**, **e**, **h-j**) or two-way ANOVA (**f**) with Sidak's multiple comparison test for comparisons of multiple groups. All the measurements were taken from distinct samples. Source data are provided as a Source data file.

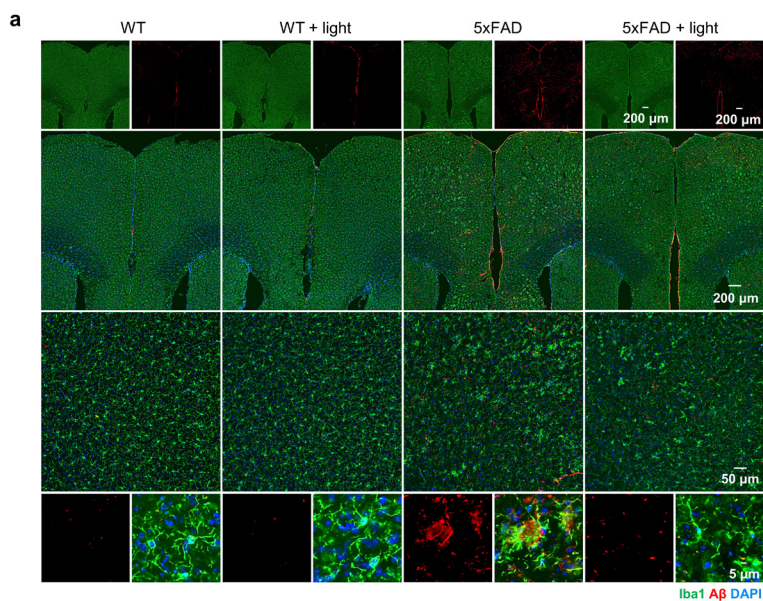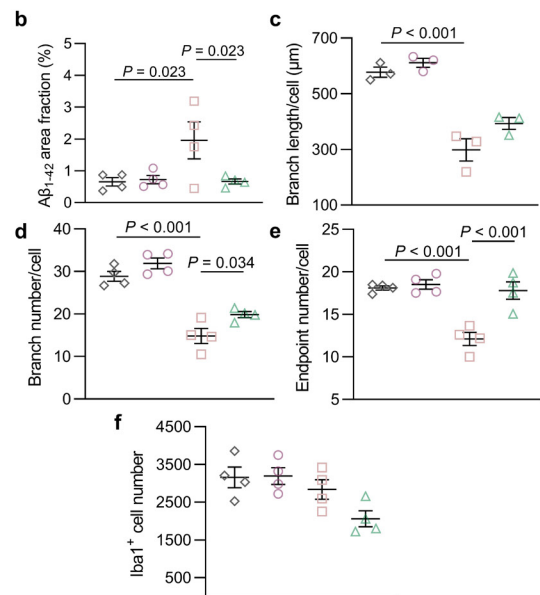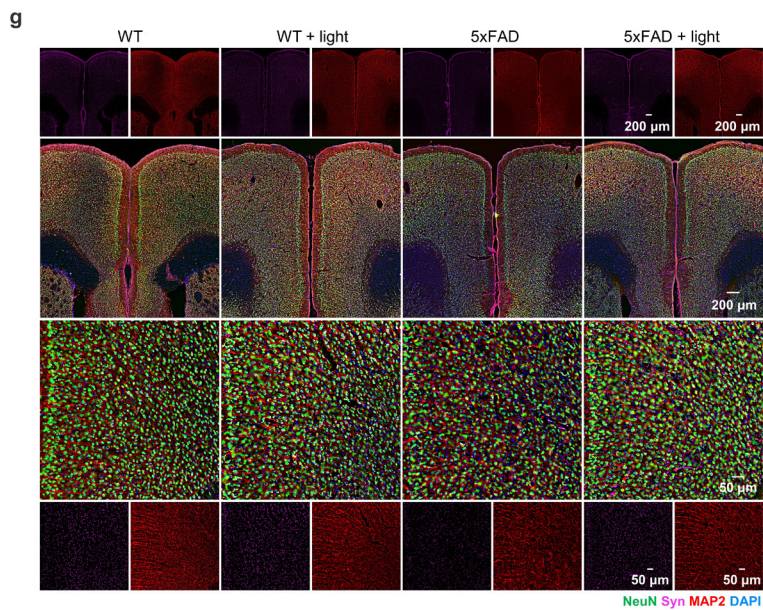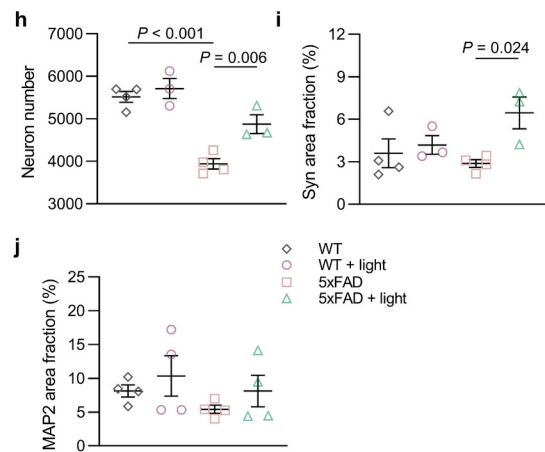

**Supplementary Fig. 4 | Ameliorating effects of light on AD-associated pathology in prefrontal cortex (PFC) of 5xFAD mice.** **a** Representative images of brain coronal sections in PFC stained with A $\beta$ <sub>1-42</sub>, Iba1 and DAPI. Scale bar = 200  $\mu$ m, 50  $\mu$ m or 5  $\mu$ m. **b** Quantification of area fraction of A $\beta$ <sub>1-42</sub> in PFC. **c-f** Quantification of branch length per cell (**c**), branch number per cell (**d**), endpoint number (**e**) and cell number (**f**) of Iba1<sup>+</sup> cells in PFC. n = 4 mice in each group in data **b**, **d-f**; n = 3 mice in each group in data **c**. **g** Representative images of brain coronal sections in PFC stained with NeuN, synaptophysin (Syn), microtubule associated protein 2 (MAP2) and DAPI. Scale bar = 200  $\mu$ m or 50  $\mu$ m. **h-j** Quantification of neuron number (**h**), area fraction of Syn (**i**) and MAP2 (**j**) in PFC. n = 4 mice in WT and 5xFAD groups, n = 3 mice in WT + light and 5xFAD + light groups in data **h**, **i**; n = 4 mice in each group in data **j**. Data in **b-f**, **h-j** are presented as mean  $\pm$  SEM, and analyzed by two-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

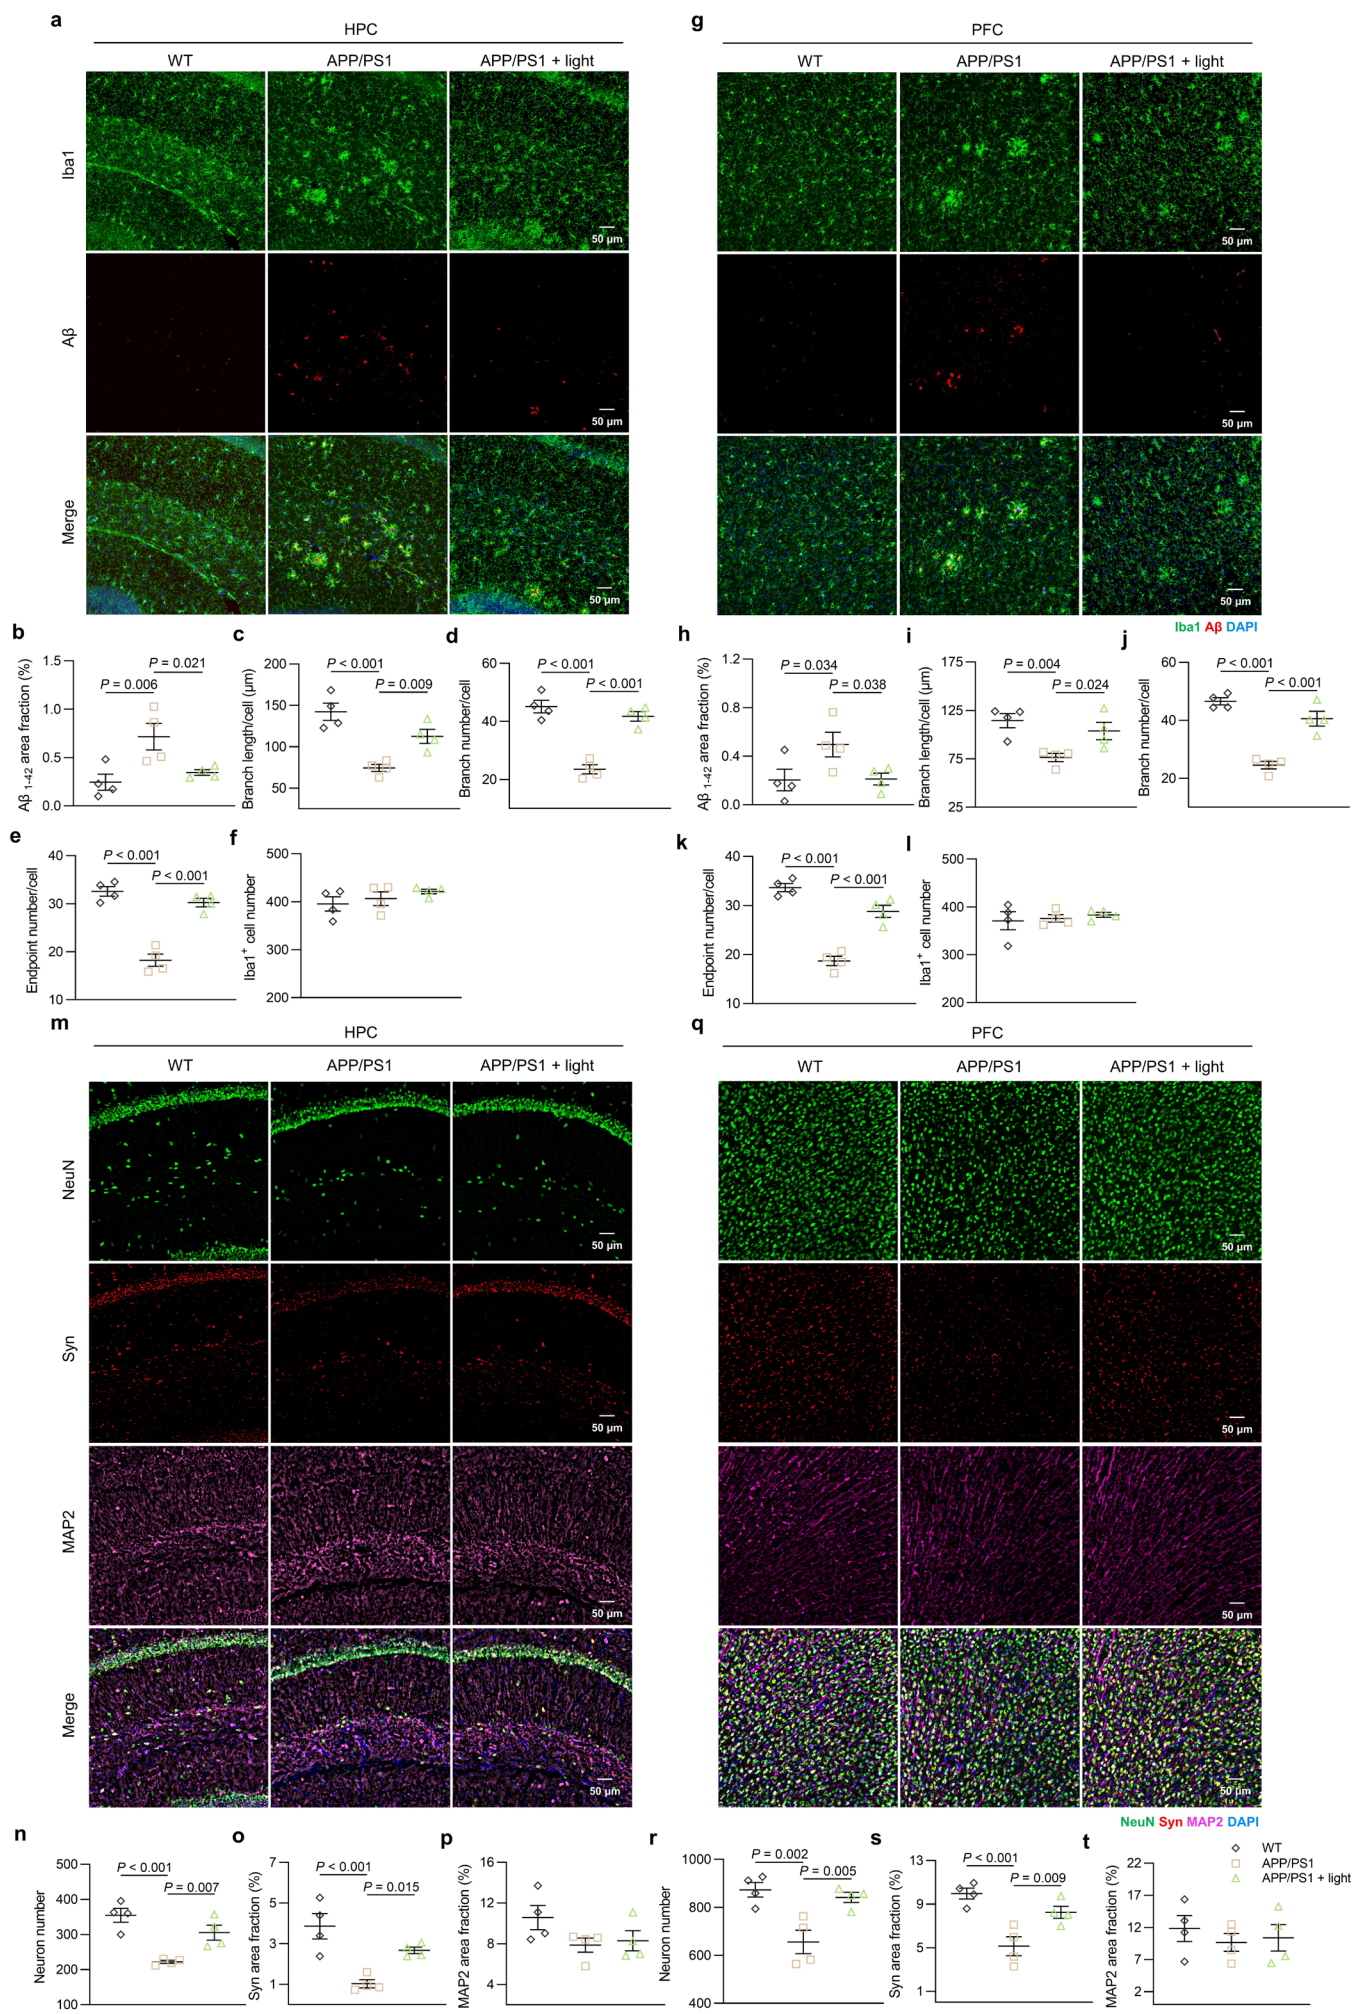

**Supplementary Fig. 5 | Ameliorating effects of light on AD-associated pathology in HPC and PFC of APP/PS1 mice.** **a** Representative images of brain coronal sections in HPC stained with A $\beta_{1-42}$ , Iba1 and DAPI. Scale bar = 50  $\mu$ m. **b** Quantification of area fraction of A $\beta_{1-42}$  in HPC. **c-f** Quantification of branch length per cell (**c**), branch number per cell (**d**), endpoint number (**e**) and cell number (**f**) of Iba1<sup>+</sup> cells in HPC. **g** Representative images of brain coronal sections in PFC stained with A $\beta_{1-42}$ , Iba1 and DAPI. Scale bar = 50  $\mu$ m. **h** Quantification of area fraction of A $\beta_{1-42}$  in PFC. **i-l** Quantification of branch length per cell (**i**), branch number per cell (**j**), endpoint number (**k**) and cell number (**l**) of Iba1<sup>+</sup> cells in PFC. **m**, Representative images of brain coronal sections in HPC stained with NeuN, Syn, MAP2 and DAPI. Scale bar = 50  $\mu$ m. **n-p** Quantification of neuron number (**n**), area fraction of Syn (**o**) and MAP2 (**p**) in HPC. **q** Representative images of brain coronal sections in PFC stained with NeuN, Syn, MAP2 and DAPI. Scale bar = 50  $\mu$ m. **r-t** Quantification of neuron number (**r**), area fraction of Syn (**s**) and MAP2 (**t**) in PFC. Data in **b-f**, **h-l**, **n-p**, **r-t** (n = 4 mice in each group) are presented as mean  $\pm$  SEM, and analyzed by one-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

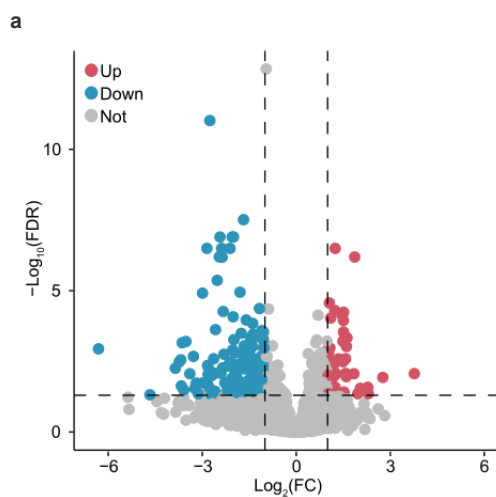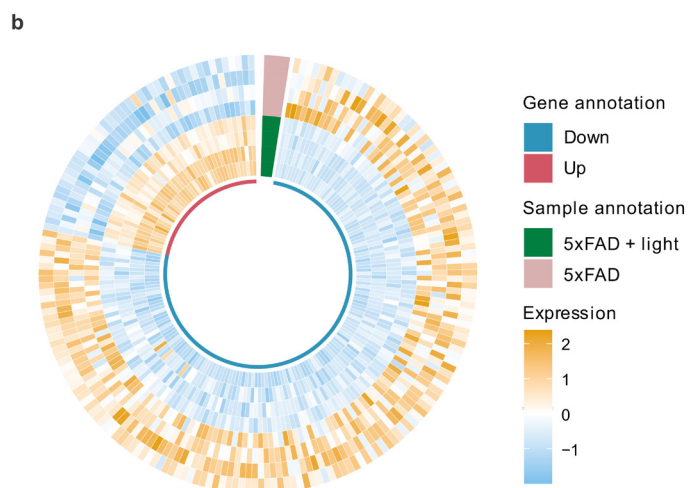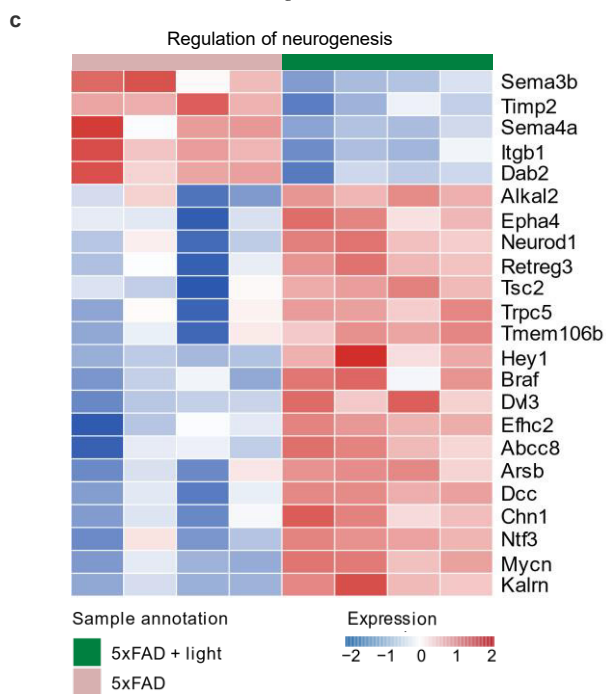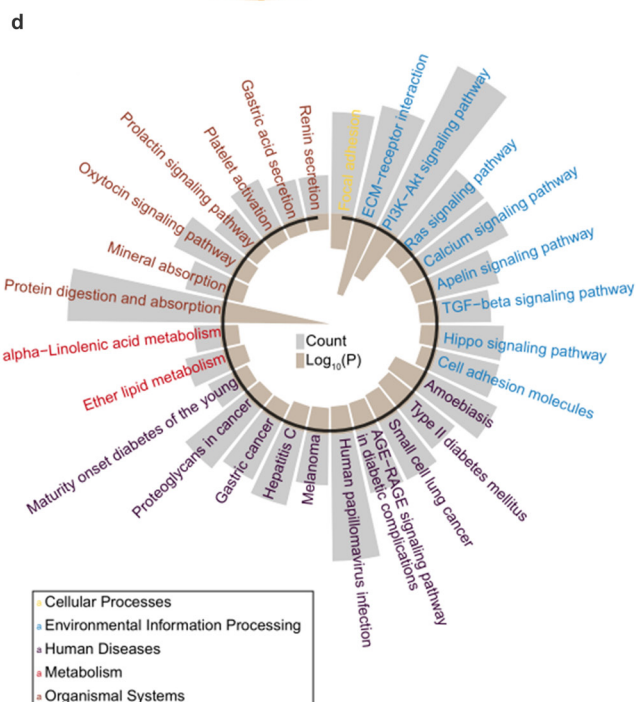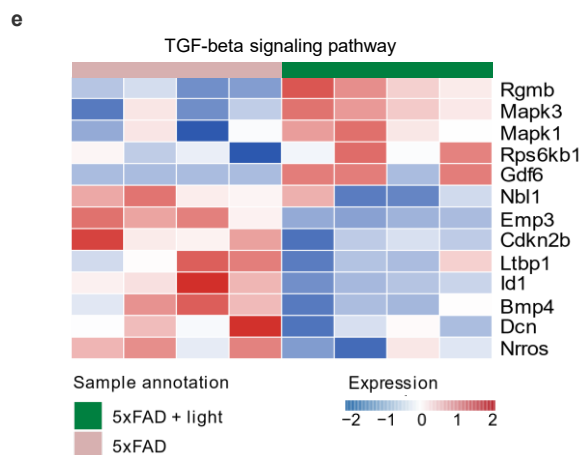

**Supplementary Fig. 6 | Improvement effects of light on gene expression of HPC in 5xFAD mice.** **a, b** Volcano plot (**a**) and heatmap (**b**) showing up-regulated and down-regulated differentially expressed genes (DEGs) in HPC between light-treated 5xFAD group and 5xFAD group. Color scale bar values represent standardized log-transformed values across samples. **c** Heatmaps showing relative expression levels of DEGs involved in Regulation of neurogenesis. **d** Kyoto Encyclopedia of Genes and Genomes (KEGG) terms functional enrichment of DEGs of HPC tissues for group comparison, measured by the  $\text{Log}_{10}(P \text{ value})$ . **e** Heatmaps showing relative expression levels of DEGs involved in TGF-beta signaling pathway.  $n = 4$  mice in each group in data **a-e**. Source data are provided as a Source data file.

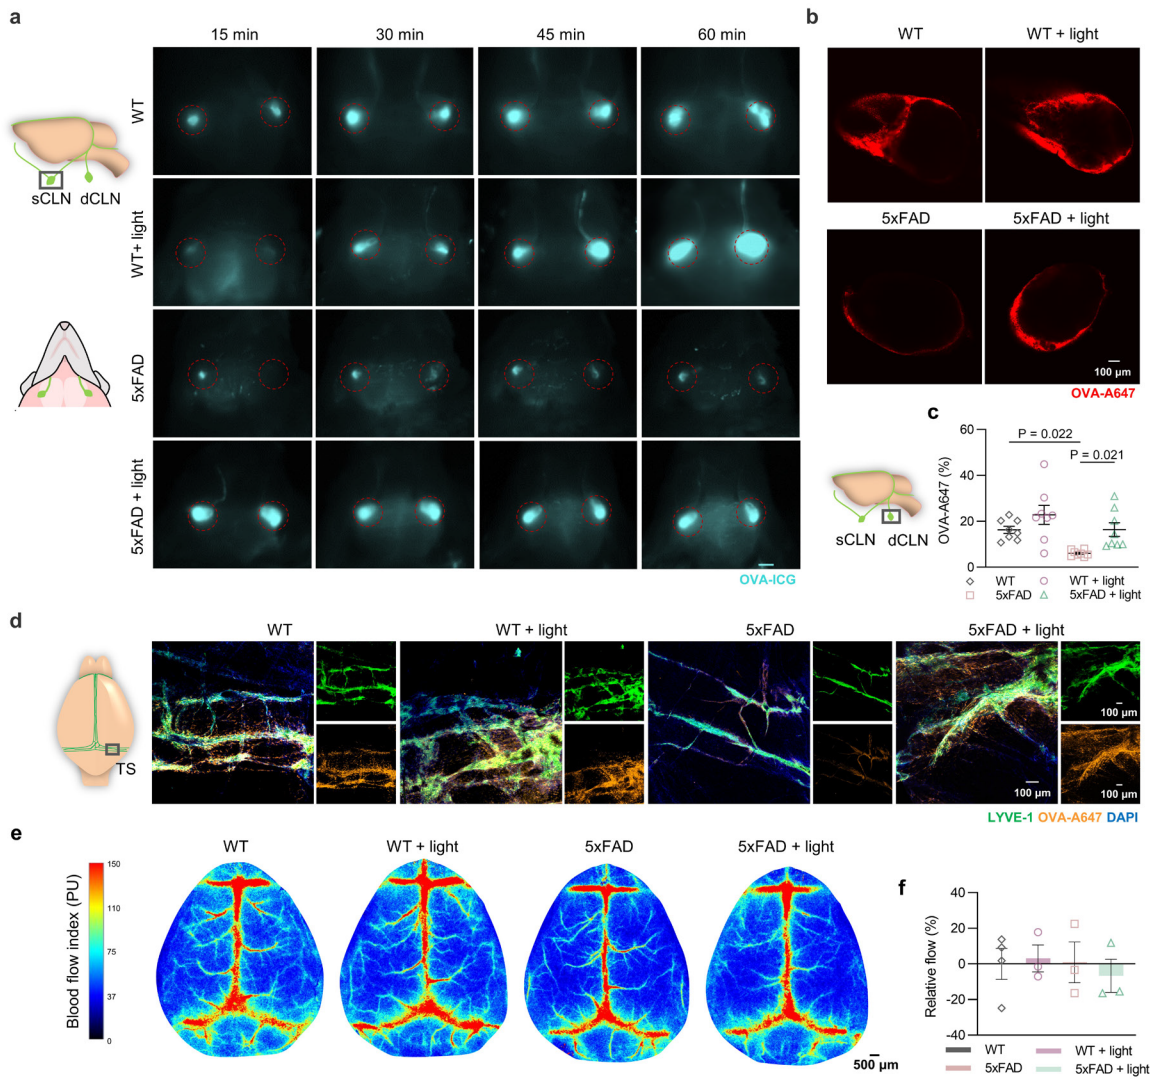

**Supplementary Fig. 7 | Improvement effects of light on drainage function changes of mLVs in 5xFAD mice.** **a** Representative images of OVA-ICG-accumulated superficial cervical lymph nodes (sCLNs) at different time after injection (i.c.m.) (from 3 replicates). Scale bar = 2 mm. **b** Representative images of OVA-A647-accumulated deep cervical lymph nodes (dCLNs) at 2 h after injection (i.c.m.) (from 2 replicates). Scale bar = 100  $\mu$ m. **c** Quantification of fluorescence intensity of OVA-A647 in dCLNs. n = 8 mice in each group. **d** Representative images of OVA-A647-accumulated meninges in the transverse sinuse regions at 2 h after injection (i.c.m.), with LYVE-1 and DAPI staining (from 2 replicates). **e**, Representative images of blood flow obtained by LSCI of brain/meningeal vasculature of 5xFAD mice. **f**, Relative blood flow of 5xFAD mice after the treatments. Perfusion units, PU. n = 4 mice in WT group, n = 3 mice in WT + light, 5xFAD and 5xFAD + light groups. Data in **c**, **f** are presented as mean  $\pm$  SEM, and analyzed by two-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

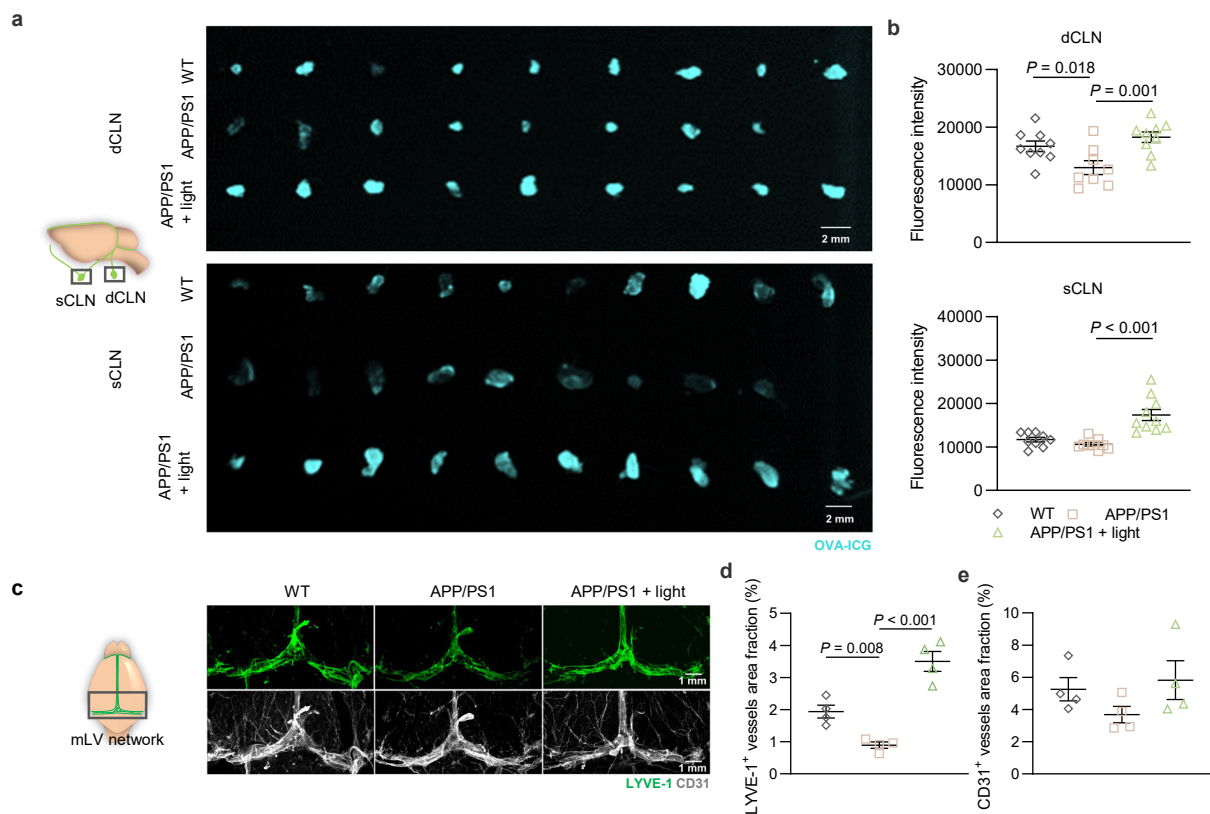

**Supplementary Fig. 8 | Improvement effects of light on drainage function and structural changes of mLVs in APP/PS1 mice. a** OVA-ICG-accumulated dCLNs and sCLNs at 2 h after injection (i.c.m.) (from 2 replicates). Scale bar = 2 mm. **b** Quantification of fluorescence intensity of OVA-ICG in dCLNs and sCLNs. n = 9 mice in WT and APP/PS1 + light groups, n = 8 mice in APP/PS1 group. **c** Representative images of meninges stained with LYVE-1 and CD31. Scale bar = 1 mm. **d, e** Quantification of area fraction of LYVE-1<sup>+</sup> lymphatic vessels (**d**) and blood vessels (**e**) in meninges. n = 4 mice in each group. Data in **b, d, e** are presented as mean  $\pm$  SEM, and analyzed by one-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

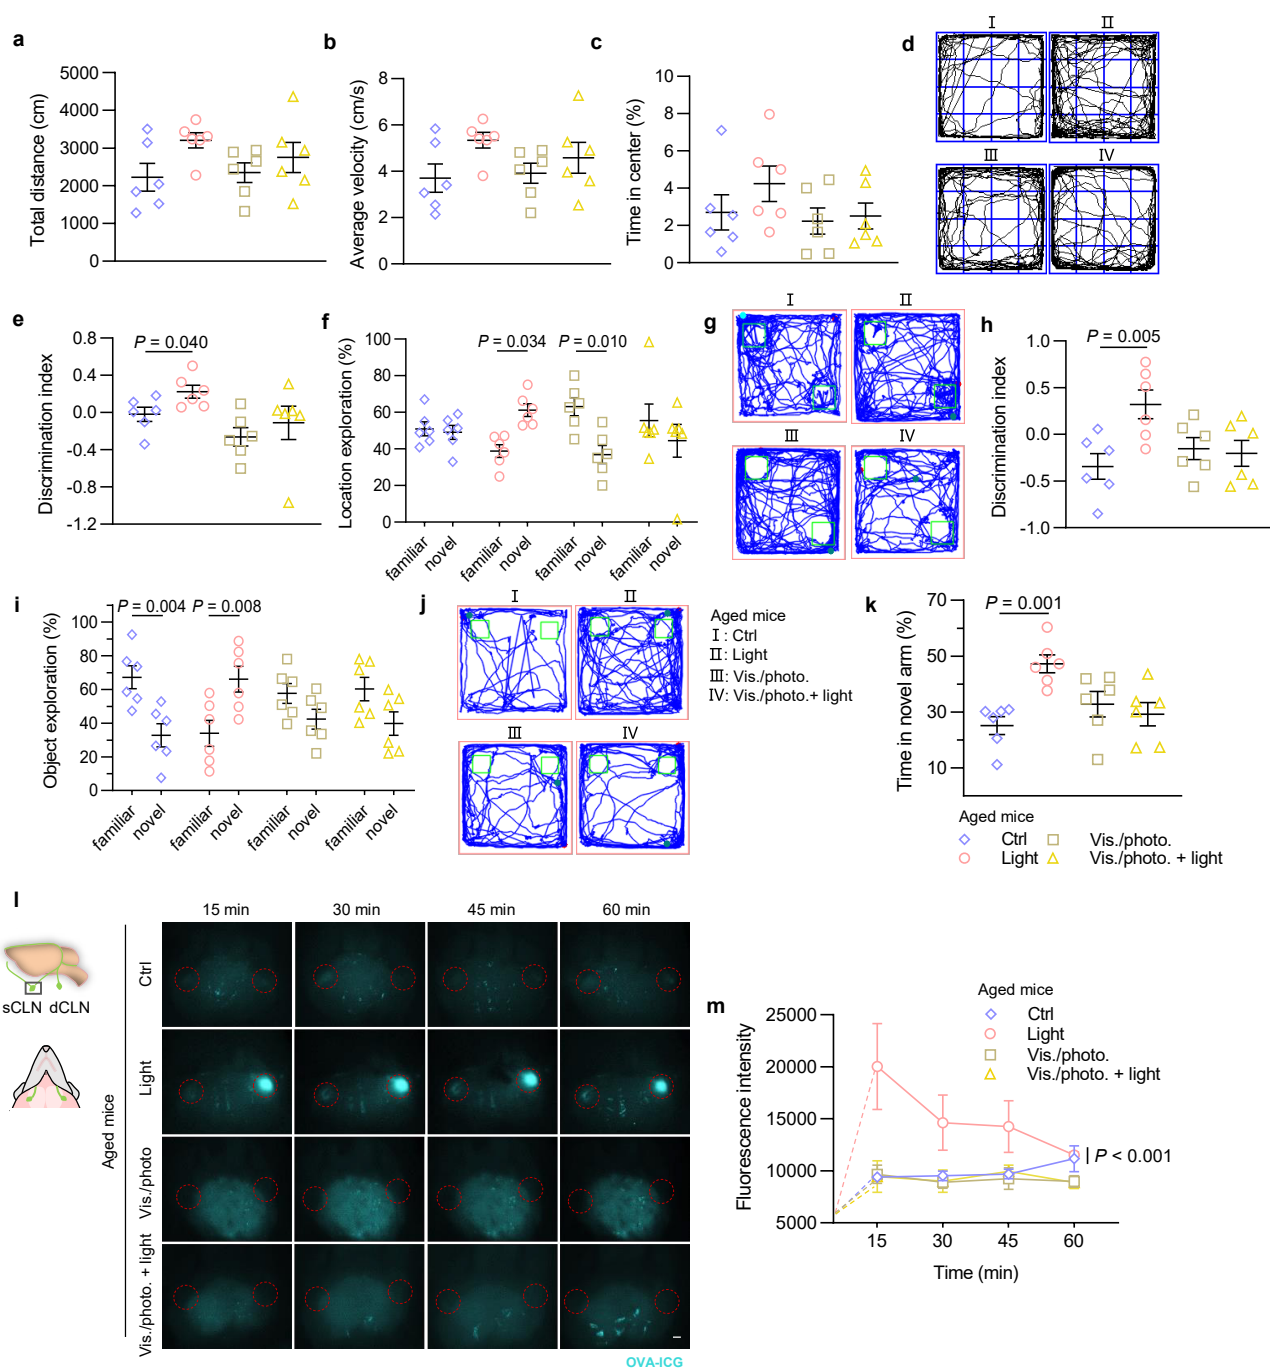

**Supplementary Fig. 9 | Effects of light on cognition and lymphatic drainage in mLV-ablated aged mice. a-d** Total distance (**a**), average velocity (**b**), time spent in center (**c**) and representative test paths (**d**) of OF test. **e-g** Discrimination index (**e**), percentage of object exploration (**f**) and representative test paths (**g**) of NOL test. **h-j** Discrimination index (**h**), percentage of object exploration (**i**) and representative test paths (**j**) of NOR test. **k** Percentage of time spent in novel arm of Y-maze test. n = 6 mice in each group in data **a-c, e, f, h, i, k**. **l** Representative images of sCLNs with OVA-ICG accumulation (marked with red circles) at different time points after injection (i.c.m.). Scale bar = 1 mm. **m** Quantification of fluorescence intensity of OVA-ICG in sCLNs. n = 4 mice in each group. Data in **a-c, e, f, h, i, k, m** are presented as mean  $\pm$  SEM, and analyzed by two-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

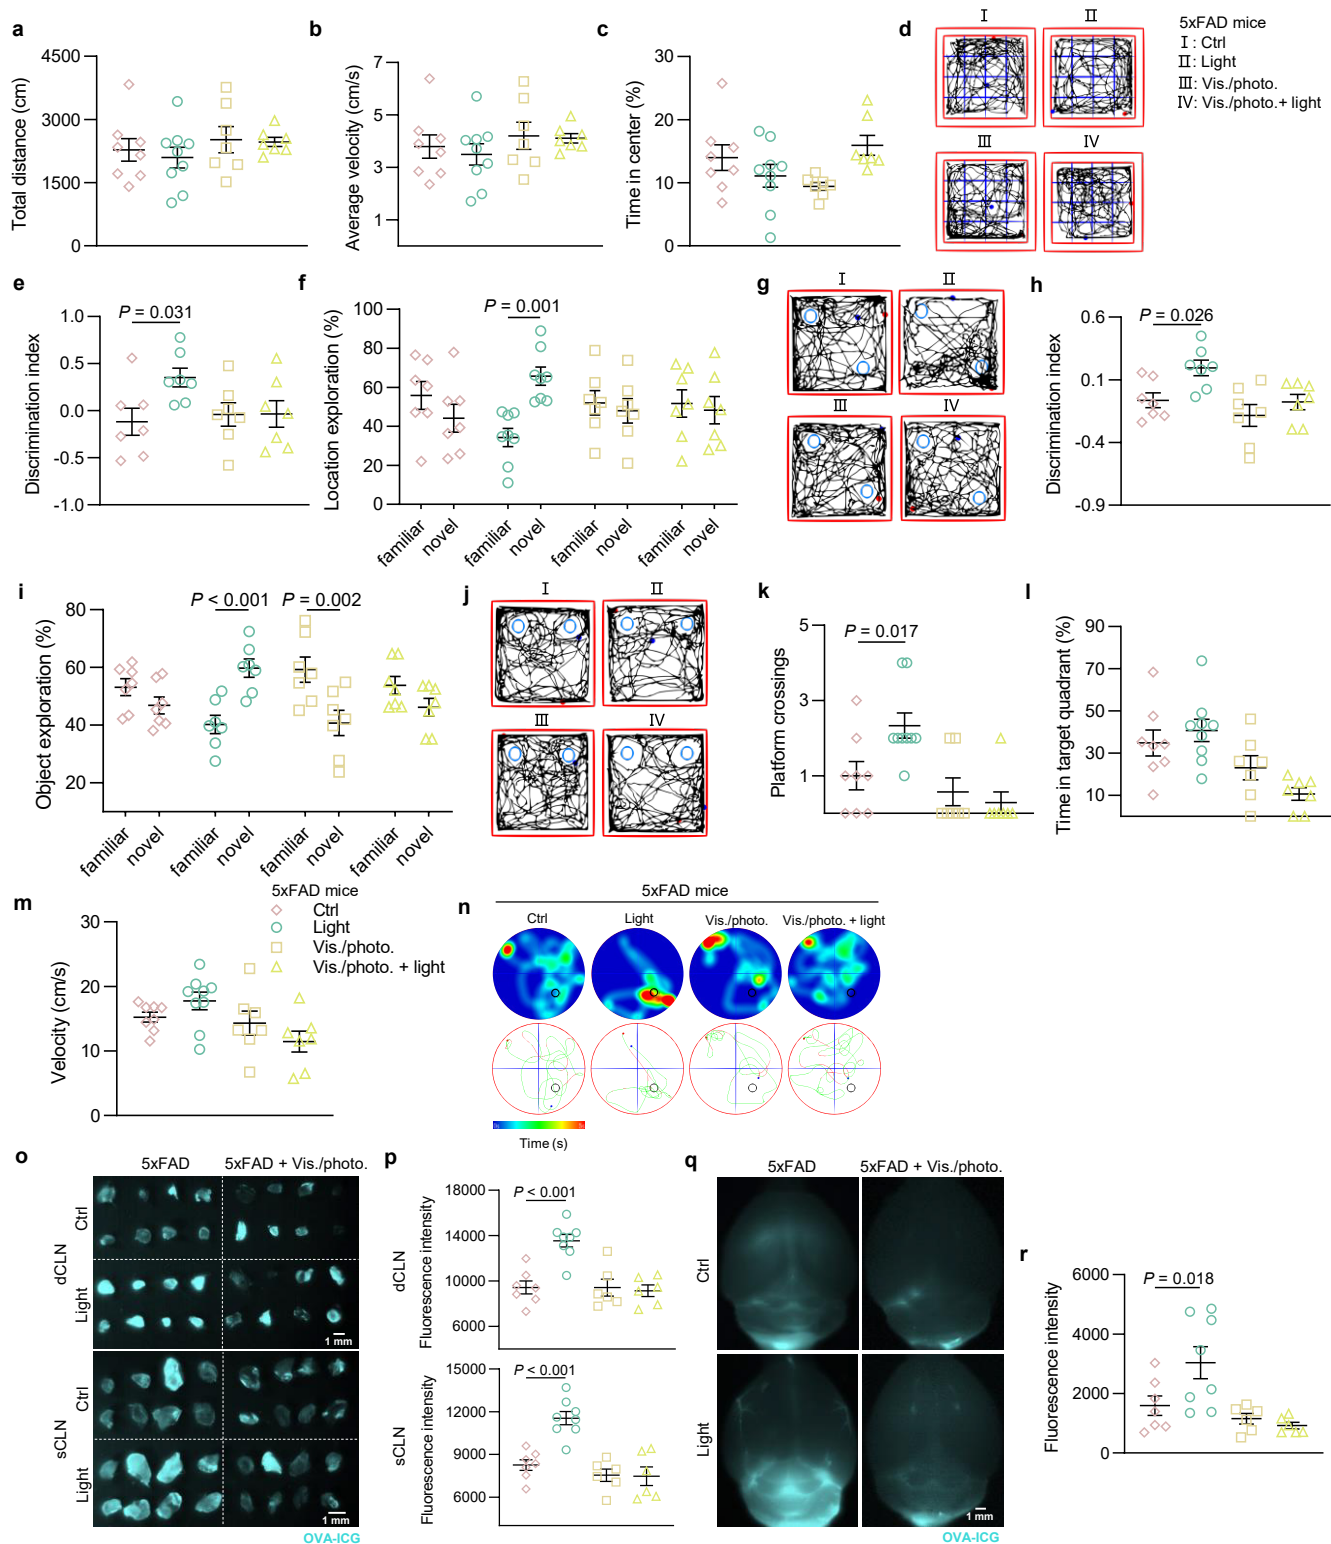

**Supplementary Fig. 10 | Effects of light on cognition and lymphatic drainage function in mLV-ablated 5xFAD mice.** **a-d** Total distance (**a**), average velocity (**b**), time spent in center (**c**) and representative test paths (**d**) of OF test. n = 8 mice in Ctrl group, n = 9 mice in light group, n = 7 mice in Vis./photo. and Vis./photo. + light groups. **e-g** Discrimination index (**e**), percentage of object exploration (**f**) and representative test paths (**g**) of NOL test. n = 7 mice in each group. **h-j** Discrimination index (**h**), percentage of object exploration (**i**) and representative test paths (**j**) of NOR test. n = 7 mice in each group. **k-n** Number of platform crossings (**k**), percentage of time spent in target quadrant (**l**), swimming velocity (**m**) and representative test paths (**n**) of MWM. n = 8 mice in Ctrl group, n = 9 mice in Light group, n = 7 mice in Vis./photo. and Vis./photo. + light groups. **o** OVA-ICG-accumulated dCLNs and sCLNs at 2 h after injection (i.c.m.) brain (from 2 replicates). Scale bar = 1 mm. **p** Quantification of fluorescence intensity of OVA-ICG in dCLNs and sCLNs. **q** Representative images of the brains with OVA-ICG influx after injection (i.c.m.) (from 2 replicates). Scale bar =1 mm. **r** Quantification of fluorescence intensity of OVA-ICG influx in the brain. n = 7 mice in Ctrl group, n = 8 mice in Light group, n = 6 mice in Vis./photo. and Vis./photo. + light groups in data **o-r**. Data in **a-c, e, f, h, i, k-m, p, r** are presented as mean  $\pm$  SEM, and analyzed by two-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

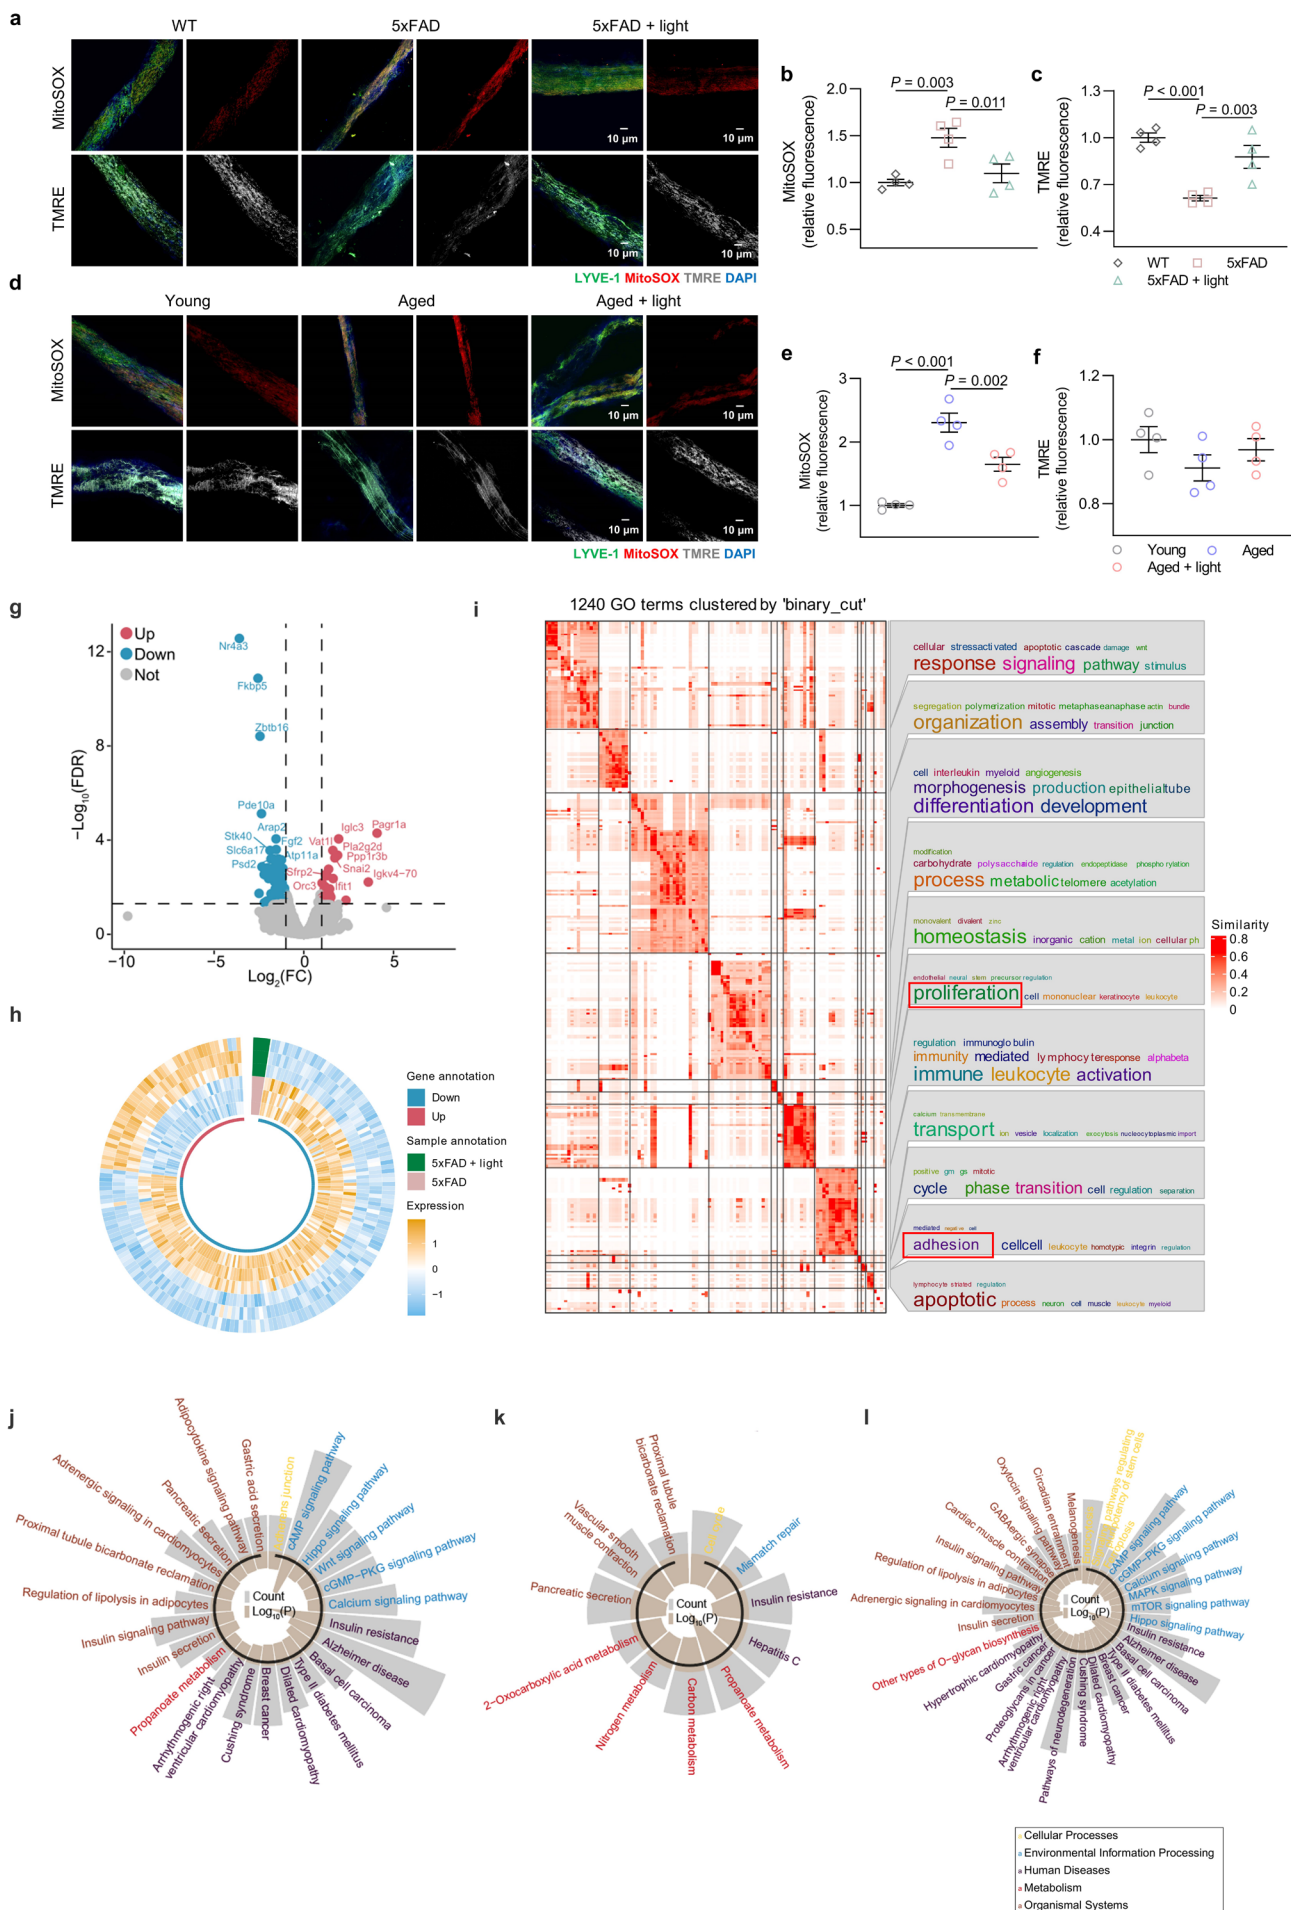

**Supplementary Fig. 11 | Improvement effects of light on gene expression of meninges in 5xFAD mice.** **a** Representative images of mLVs of 5xFAD mice stained with LYVE-1, mitochondrial superoxide indicator (MitoSOX) and tetramethylrhodamine (TMRE) brain (from 2 replicates). Scale bar = 10  $\mu$ m. **b** Quantification of mitochondrial superoxide in mLECs measured by MitoSOX fluorescent. **c** Quantification of mitochondrial membrane potential in mLECs measured by TMRE fluorescent brain. **d** Representative images of mLVs of aged mice stained with LYVE-1, MitoSOX and TMRE (from 2 replicates). Scale bar = 10  $\mu$ m. **e** Quantification of mitochondrial superoxide in mLECs measured by MitoSOX fluorescent. **f** Quantification of mitochondrial membrane potential in mLECs measured by TMRE fluorescent.  $n = 4$  mice in each group in data **b**, **c**, **e**, **f**. **g-h** Volcano plot (**g**) and heatmap (**h**) showing up-regulated and down-regulated DEGs in meninges of 5xFAD mice received light treatment compared with sham group. Color scale bar values represent standardized log-transformed values across samples. **i** Similarity matrix illustrating clustering of up-regulated GO biological process terms, with the right word clouds containing overrepresented keywords from the significant GO terms. **j-l** KEGG functional enrichment of all DEGs (**j**), up-regulated DEGs (**k**) and down-regulated DEGs (**l**) in meninges for group comparison of light-treated 5xFAD group versus 5xFAD group, measured by the  $\text{Log}_{10}(P \text{ value})$ .  $n = 3$  mice in each group in data **g-l**. Data in **b**, **c**, **e**, **f** are presented as mean  $\pm$  SEM, and analyzed by one-way ANOVA with Sidak's multiple comparison test for comparisons of multiple groups. Source data are provided as a Source data file.

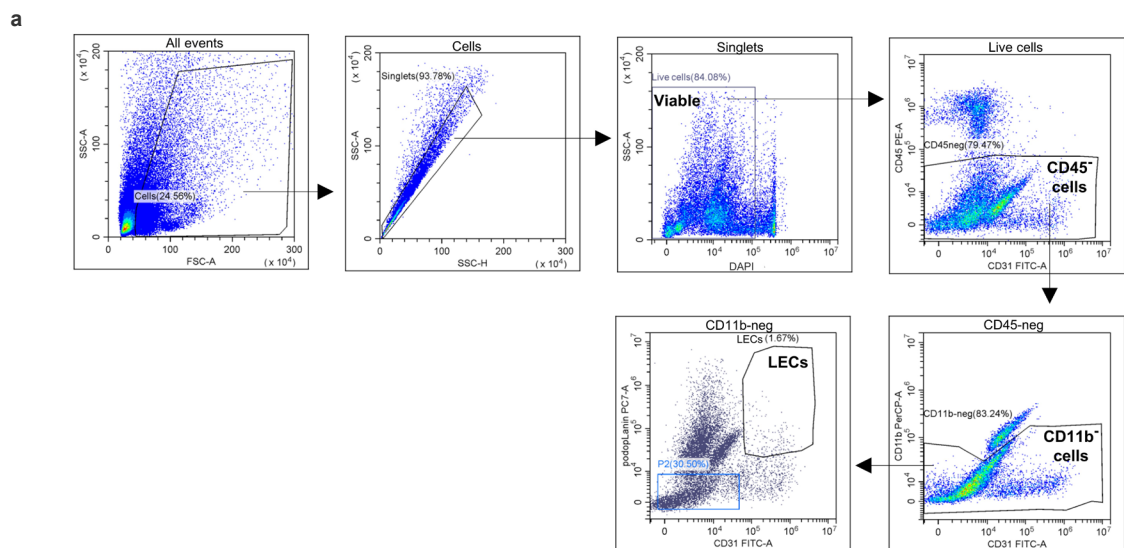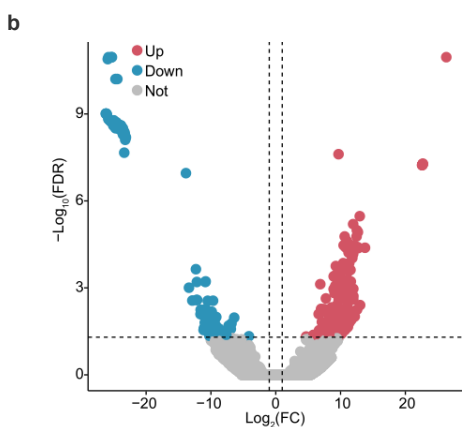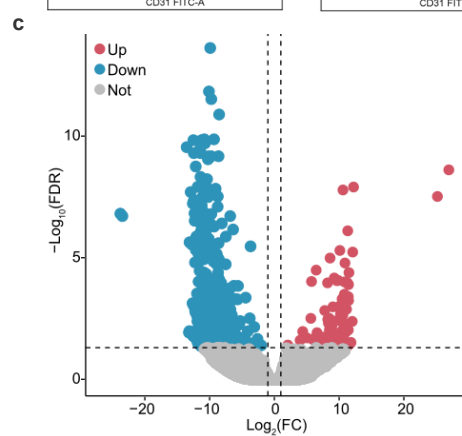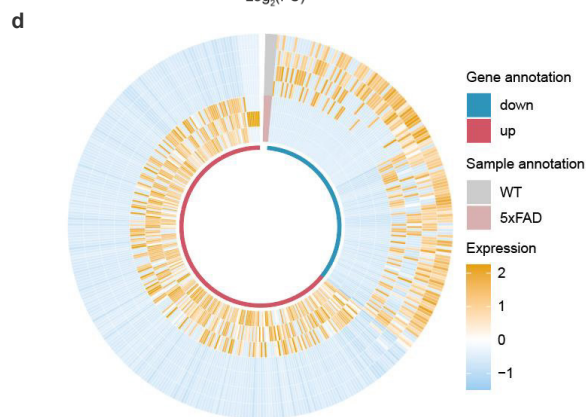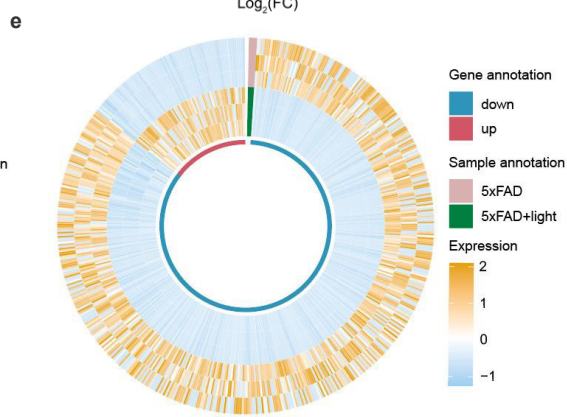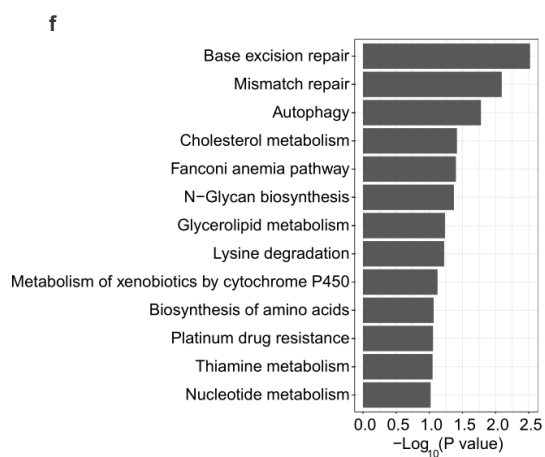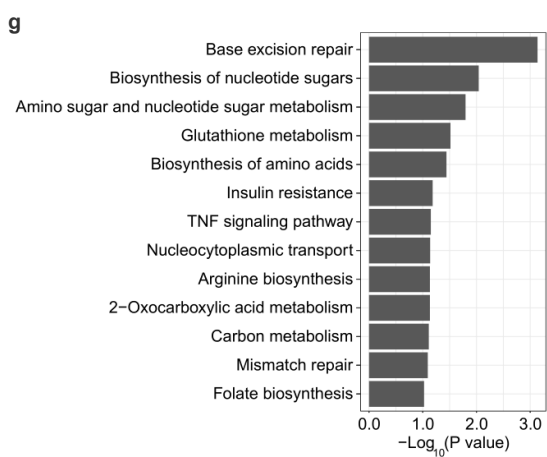

**Supplementary Fig. 12 | Improvement effects of light on gene expression of mLECs in 5xFAD mice.** **a** Representative plots showing the gating strategy for mLEC isolation from the meninges of mice in different groups by fluorescence-activated cell sorting (FACS). **b**, **c** Volcano plots of DEGs of mLECs between 5xFAD group versus WT group (**b**) and light-treated 5xFAD group versus 5xFAD group (**c**). **d**, **e** Heatmaps of DEGs of mLECs between 5xFAD group versus WT group (**d**) and light-treated 5xFAD group versus 5xFAD group (**e**). Color scale bar values represent standardized log-transformed values across samples. **f**, **g** KEGG functional enrichment of down-regulated genes between 5xFAD group versus WT group (**f**) and up-regulated genes between light-treated 5xFAD group versus 5xFAD group (**g**), measured by the  $\text{Log}_{10}(P \text{ value})$ .  $n = 4$  mice in WT group,  $n = 3$  mice in 5xFAD and 5xFAD + light groups in data **a-g**. Source data are provided as a Source data file.

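In mLECs, 0 genes were past both thresholds between light-treated and untreated 5xFAD mice, with 328 genes at an unadjusted p value below 0.05, and 0 genes were past them between untreated 5xFAD and WT mice, with 312 genes at an unadjusted p value below 0.05. For 830 genes, 10.1% of those tested, every light-treated mouse lay above or below every untreated 5xFAD mouse, where random labels give 10%. The number of DEGs moved most with DESeq2 on only the 2 groups compared and no filter, a setting chosen after the data were seen, to 474 between light-treated and untreated 5xFAD mice, 92 higher and 382 lower, and to 384 between untreated 5xFAD and WT mice, 245 higher and 139 lower. Of the 474 genes, 154 had a count of 0 in every sample of a group. In simulated counts with the measured spread and 200 of the 8188 genes changed 16-fold, DESeq2 on all 3 groups recovered 56 of the changed genes and called 310 that were not changed. That fit matches the setting that gave 341 DEGs under light, and the fit of only the 2 groups was not simulated.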

**Supplementary Table 1** Expression of genes involved in tight junction and cell adhesion  
in meninges between light-treated AD group versus AD group

| Gene ID        | P value | Log <sub>2</sub> (FC) | GO                                 |
|----------------|---------|-----------------------|------------------------------------|
| <i>Ocln</i>    | 0.00013 | 1.43058               | Bicellular tight junction assembly |
| <i>Pcdhgb5</i> | 0.03884 | 1.63260               | Cell adhesion                      |
| <i>Pcdhgb6</i> | 0.01339 | 1.10344               | Cell adhesion                      |
| <i>Pcdhgb7</i> | 0.02802 | 1.12507               | Cell adhesion                      |
| <i>Pcdhga8</i> | 0.01055 | 1.53158               | Cell adhesion                      |
| <i>Hapln2</i>  | 0.02410 | 4.43891               | Cell adhesion                      |

The statistical significance in Supplementary Table 1 was assessed with DESeq2 using the Wald test, without any adjustments for multiple comparisons. n=3 mice in each group. The statistical tests involved one-sided analysis. Source data are provided as a Source Data file.

# Supplementary material for: Non-invasive modulation of meningeal lymphatics ameliorates ageing and Alzheimer’s disease-associated pathology and cognition in mice
**Source:** Nat Commun. 2024 Feb 16;15:1453. doi: 10.1038/s41467-024-45656-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Immunofluorescent imaging: Olympus FLUOVIEW FV3000 Microscope (Olympus, Japan) and Olympus SLIDEVIEW VS200 Slide Scanner (Olympus, Japan).<br>NIR-II fluorescence imaging: MARS in vivo imaging system (Artemis Intelligent Imaging, China).<br>Blood flow imaging: laser speckle contrast imaging microscope (Simopto, China).<br>TEM imaging: transmission electron microscope (Tecnai G2 Spirit, FEI, USA).<br>Temperature monitoring: NIR thermal camera (226S, FOTRIC, China).<br>Cell sorting: flow cytometry (MoFlo Astrios, Beckman Coulter, USA).<br>Behavioral tests: Visutrack software (version 3.0, Xinruan, China) and DigBehv (version 4.1, Jiliang, China).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | Statistical analysis and graph generation: Graphpad Prism (version 8.4.2).<br>Image export and immunofluorescent analysis: OLYMPUS OlyVIA (version 4.1) and Fiji software (version 1.53q).<br>Fluorescence intensity analysis: Fiji software (version 1.53q) and LightField (version 6.14).<br>Blood flow analysis: SIM BFI software (version 3.1.45).<br>Temperature analysis: AnalyzIR (version 4.3.2.71).<br>FACS analysis: CytExpert (version 2.5).<br>RNA-seq data analyses: All RNA-seq data analyses were performed in the statistical software R (version 4.3.1). Differential expression analysis was conducted and visualized using the R package DESeq2 (version 1.40.2) and ggplot2 (version 3.4.2). Those genes with a fold change value greater than 2.0 or lower than 0.5 and false discovery rate (FDR) -corrected <i>P</i> < 0.05 were considered significantly differentially expressed genes (DEGs). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis and Gene Ontology (GO) term enrichment analysis were carried out with the clusterProfiler software (version 4.8.3). GO terms similarity based on similarity matrices of functional terms |

was performed using R packages simplifyEnrichment (version 1.10.0). Gene Set Enrichment Analysis (GSEA) was performed by ranking all genes based on their level of difference using R package clusterProfiler (version 4.8.3) and visualized using R package enrichplot (version 1.20.3). The hallmark gene sets served as reference sets for GSEA were obtained from the Molecular Signatures Database (<https://www.gsea-msigdb.org/gsea/msigdb>). Heatmap were visualized using ggplot2 (version 3.4.2) and pheatmap (version 1.0.12).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available within the article, the Supplementary Information files and the Source Data files. Source data are provided with this paper. The RNA sequencing data generated for this study can be found in the GEO repository under accession number GSE245658 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245658>). The hallmark gene sets served as reference sets for GSEA in RNA-seq analysis were obtained from the Molecular Signatures Database (<https://www.gsea-msigdb.org/gsea/msigdb/>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Rat anti-LYVE-1 (cat# 14-0443-82, lot# 2494966, clone# ALY7, 1:200, IF, Invitrogen, USA), mouse anti-amyloid- $\beta$ 1-42 (cat# 805501, lot# B326654, clone# 12F4, 1:1000, IF, Biolegend, USA), rabbit anti-Iba1 (cat# 019-19741, lot# LEN4341, 1:500, IF, Abcam, UK), rat anti-NeuN (cat# ab279297, lot# GR3400636-6, clone# EPR12763, 1:1000, IF, Abcam, UK), rabbit anti-Syn (cat# MA5-14532, lot# WI3369463, clone# SP11, 1:100, IF, Invitrogen), mouse anti-MAP2 (cat# MA5-12826, lot# XF3603732A, clone# AP18, 1:200, IF, Invitrogen), rabbit anti-CD31 (cat# SAB4502167-100UG, lot# 210547, 1:200, IF, Sigma, USA), rat Alexa Fluor 488 rat anti-LYVE-1 (cat# 53-0443-80, lot# 2547846, clone# ALY7, 1:250, IF, Invitrogen), Alexa Fluor 488 goat anti-rat IgG (H+L) secondary antibody (cat# A-11006, lot# 2247986, 1:500, IF, Invitrogen), Alexa Fluor 488 goat anti-rabbit IgG (H+L) secondary antibody (cat# A-32731, lot# VG302077, 1:500, IF, Invitrogen), Alexa Fluor 555 goat anti-rat IgG (H+L) secondary antibody (cat# A-21434, lot# 2184321, 1:500, IF, Invitrogen), Alexa Fluor 555 goat anti-rabbit IgG (H+L) secondary antibody (cat# A-32732, lot# YA361054, 1:500, IF, Invitrogen), Alexa Fluor 633 goat anti-mouse IgG (H+L) secondary antibody (cat# A-21052, lot# 2418505, 1:500, IF, Invitrogen), rat anti-CD45-PE (cat# 12-0451-82, lot# 2356222, clone# 30-F11, 1:150, FACS, eBioscience), rat anti-CD31-FITC (cat# 11-0311-85, lot# 2373735, clone# 390, 1:100, FACS, eBioscience), hamster anti-podoplanin-PE-Cy7 (cat# 127412, lot# B355692, clone# 8.1.1, 1:100, FACS, Biolegend) and rat anti-CD11b-PerCP (cat# 101230, lot# B352939, clone# M1/70, 1:80, FACS, BioLegend).

## Validation

All the antibodies used in this study were validated for the species (mouse) and application (immunofluorescence (IF) or fluorescence-activated cell sorting (FACS)) by the correspondent manufacturer and used according to supplied instructions. IF: rat anti-LYVE-1 (cat# 14-0443-82, lot# 2494966, clone# ALY7, 1:200, IF, Invitrogen, USA), mouse anti-amyloid- $\beta$ 1-42 (cat# 805501, lot# B326654, clone# 12F4, 1:1000, IF, Biolegend, USA), rabbit anti-Iba1 (cat# 019-19741, lot# LEN4341, 1:500, IF, Abcam, UK), rat anti-NeuN (cat# ab279297, lot# GR3400636-6, clone# EPR12763, 1:1000, IF, Abcam, UK), rabbit anti-Syn (cat# MA5-14532, lot# WI3369463, clone# SP11, 1:100, IF, Invitrogen), mouse anti-MAP2 (cat# MA5-12826, lot# XF3603732A, clone# AP18, 1:200, IF, Invitrogen), rabbit anti-CD31 (cat# SAB4502167-100UG, lot# 210547, 1:200, IF, Sigma, USA), rat Alexa Fluor 488 rat anti-LYVE-1 (cat# 53-0443-80, lot# 2547846, clone# ALY7, 1:250, IF, Invitrogen), Alexa Fluor 488 goat anti-rat IgG (H+L) secondary antibody (cat# A-11006, lot# 2247986, 1:500, IF, Invitrogen). FACS: rat anti-CD45-PE (cat# 12-0451-82, lot# 2356222, clone# 30-F11, 1:150, FACS, eBioscience), rat anti-CD31-FITC (cat# 11-0311-85, lot# 2373735, clone# 390, 1:100, FACS, eBioscience), hamster anti-podoplanin-PE-Cy7 (cat# 127412, lot# B355692, clone# 8.1.1, 1:100, FACS, Biolegend) and rat anti-CD11b-PerCP (cat# 101230, lot# B352939, clone# M1/70, 1:80, FACS, BioLegend).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All the mice were in C57BL/6J background purchased from Jinzhihe Biotechnology Co., Ltd (Yangzhou, China). Male and female WT mice aged between 15 to 17 months served as the elderly model, and 1.5-month-old ones served as the counterpart young group. Two male AD models were used in this study: 6-month-old 5xFAD and 11-month-old APPswe/PS1 $\Delta$ E9 (APP/PS1) mice, with their transgene non-carrier littermates as counterpart groups. Mice of all strains were bred under 12-h light and darkness alternating cycles with controlled temperature (20-23 °C) and humidity (50-60%), and were allowed free access to standard diet and water.

## Wild animals

No wild animals were used in the study.

## Reporting on sex

Male and female aged mice and male AD mice were used in the studies. Previous studies have shown that the pathology of male and female AD mice are different (Bhattacharya et al., 2014; Bouter et al., 2021). In order to avoid the influence of sex factors on the study of regulatory mechanisms, we selected male AD mice for experiments. The sex of the animals used for experiments were reported in the Results and Methods section.

## Field-collected samples

No field collected samples were used in the study.

## Ethics oversight

The mice treatments were performed in compliance with the Guide for the Care and Use of Laboratory Animals. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee of Hainan University (approval number: HNUAUC-2021-00025).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mice were anesthetized and then transcardially perfused with PBS. Skullcaps were dissected and whole-mount meninges were stripped in Dulbecco's Modified Eagle Medium (DMEM, Gibco, USA), supplied with 10% FBS (Gibco), penicillin (50 U/ml, Gibco) and streptomycin (50 mg/mL, Sigma). Then meninges were incubated in DMEM containing 1 mg/ml of collagenase VIII (Sigma) and 35 U/mL of DNase I (Sigma) for 30 min at 37 °C. The digested meninges were filtrated through 70-µm nylon cell meshed for single-cell suspensions. Cells were then centrifuged (280g) at 4 °C for 10 min and resuspended in PBS. Then cells were incubated with antibodies dilutions at 4 °C for 30 min: rat anti-CD45-PE (cat# 12-0451-82, lot# 2356222, clone# 30-F11, 1:150, eBioscience), rat anti-CD31-FITC (cat# 11-0311-85, lot# 2373735, clone# 390, 1:100, eBioscience), hamster anti-podoplanin-PE-Cy7 (cat# 127412, lot# B355692, clone# 8.1.1, 1:100, Biolegend) and rat anti-CD11b-PerCP (cat# 101230, lot# B352939, clone# M1/70, 1:80, BioLegend), and finally incubated with DAPI for 5 min.

Instrument

Flow cytometry (MoFlo Astrios, Beckman Coulter, USA) was used for cell sorting.

Software

CytExpert 2.5 was used for data analysis.

Cell population abundance

CD45-cells was 79.47%.  
Meningeal lymphatic endothelial cells was 1.10%.

Gating strategy

Meningeal lymphatic endothelial cells gated as DAPI-CD45-CD31+PDPN+.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

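RNA-seq was made from 32 samples, each from 1 mouse: hippocampus from 4 WT, 4 untreated 5xFAD and 4 light-treated 5xFAD mice, meninges from 4, 3 and 3 such mice, and sorted mLECs from 4, 3 and 3 such mice. The hippocampus and meninges share a table of 22 samples and the mLECs have a table of 10 samples, each with 22337 genes. The authors filtered reads from Smart-seq2 libraries with fastp and quantified them per gene with RSEM. The authors deposited estimated counts per gene, that is RSEM expected counts, with no normalization. The authors also deposited FPKM values, which RSEM divided by transcript length in kilobases and by the size of the library, with no other adjustment. The counts were checked in the tables: between 81.6% and 89.6% of the values above 0 in a sample were whole numbers. The paper's text does not state the aligner, the genome build or the annotation. Gene symbols were taken from the mLEC table, since 97.1% of its symbols for the 22232 gene identifiers found in GENCODE vM21 equal the GENCODE names, against 68.6% in the other table. Gene positions are those of GENCODE vM21 on GRCm38.

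Counts were rounded and tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test. The 3 groups of a tissue were fitted together, and light-treated mice were compared with untreated 5xFAD mice and untreated 5xFAD mice with WT mice. Genes with an FPKM of at least 1 in at least 3 samples of the tissue were tested, which gave 12981 genes in hippocampus, 14318 in meninges and 8188 in mLECs. P values were adjusted by the Benjamini-Hochberg method over the tested genes, and the thresholds were an adjusted p below 0.05 and a change of at least 2-fold. Values of single genes in Fig. 5c and 5f were compared as log2(FPKM + 1) by exact permutation of the group labels, two-sided. Gene sets came from the KEGG and GO columns of the deposited tables, which annotate 9151 and 11203 genes. Sets with at least 10 tested genes were tested with limma 3.58.1's camera, with a preset correlation of 0.01, and adjusted over the sets of a comparison. Nuclear genes of the respiratory chain and ATP synthase, 81 by symbol, formed a set of their own, adjusted alone. Lists of DEGs were also tested for membership by Fisher's exact test, one-sided, against the annotated tested genes. The Hallmark sets were not used here.

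Depth ran from 13952825 to 23856476 total counts in hippocampus, from 6601143 to 14708202 in meninges and from 14231415 to 24207326 in mLECs. The biological coefficient of variation was 0.198, 0.350 and 1.89 in these. The steps were tested on simulated data with the measured depth and spread, in which 200 genes were changed 4-fold: edgeR recovered 195 of 200 among 12981 genes in hippocampus, 144 of 200 among 14318 in meninges and 0 of 200 among 8188 in mLECs.

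The alternatives set before the data were examined were median-of-ratios scaling, no filter on low values, a mean FPKM of at least 5, a fit of the compared groups alone, the replicate number as a block, no fold threshold, DESeq2 1.42.0, limma on log2(FPKM + 1), limma with a pseudocount of 0.1, limma on TPM, leaving out each replicate in turn, camera with the correlation estimated for each set, the mitochondrially encoded subunits added to the respiratory chain genes, and pre-ranked GSEA with fgsea 1.28.0. DESeq2 on the compared groups alone with no filter was added after the data were seen. Random lists were drawn 10000 times and other splits of the samples were enumerated. The rule for naming genes, set beforehand, covered every gene the paper names in its text, Supplementary Table 1 or a figure panel of the RNA-seq, up to 10 genes with the largest change among those past both thresholds whose groups do not overlap, provisional Gm and Rik symbols left out, and genes of marker lists written beforehand. The choice of which of the paper's genes to describe was made after their values were seen.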

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

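Of the tests below, those of the glucocorticoid-response and clock lists in meninges and those of choroid plexus and leptomeningeal markers in hippocampus, with their scores as covariates, were set before the data were examined, and the others were chosen only after the result was seen.

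A sample lay far from the 3 others of its group in 8 of 120 checks, where 6 are expected by chance. In hippocampus these were the reactive astrocyte score of WT replicate 4 (3.48), the male gene score of light-treated replicate 3 (2.83), the B and plasma cell score of WT replicate 2 (1.12), the immune marker score of light-treated replicate 2 (4.17) and the score of genes linked to the transgenes of WT replicate 3 (6.55). In meninges it was the plaque microglia score of WT replicate 3 (4.87). In mLECs these were the red cell score of WT replicate 2 (5.50) and the pineal score of WT replicate 4 (3.01). The scores are means of log2(FPKM + 1), and the number of such samples is close to chance. No biological explanation was tested.

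A score differed between tissues in 5 of 50 permutation tests of the difference, where 2.5 are expected by chance, and 0 of the 50 had an adjusted p under 0.05. Under light, the glucocorticoid-response score changed by −0.55 in hippocampus and 1.11 in mLECs, a difference of −1.66 (permutation p = 0.00143, adjusted p = 0.0714). It changed by −0.99 in meninges, a difference of −2.10 from mLECs (permutation p = 0.005, adjusted p = 0.125). The choroid plexus score differed by −1.82 (permutation p = 0.0286, adjusted p = 0.286) and the leptomeningeal fibroblast score by −1.28 (permutation p = 0.0143, adjusted p = 0.209) between hippocampus and meninges. Between untreated 5xFAD and WT mice, the plaque microglia score differed by 2.81 between hippocampus and meninges (permutation p = 0.0167, adjusted p = 0.209).

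With DEGs left out of each list, 14 glucocorticoid-response genes had a mean log2 fold change under light of −0.61 in hippocampus, 11 of them lower (p = 1e-04 against 10000 random lists of matched expression, the smallest these permutations can give). In meninges the mean of 12 was −0.81, 11 of them lower (permutation p = 1e-04, also the smallest possible). Fkbp5 and Zbtb16, the 2 genes of the list left out there as DEGs, were not lower in hippocampus. Their mean FPKM in hippocampus was 6.54 and 16.5 in light-treated and 6.26 and 16.1 in untreated 5xFAD mice. The 10 clock output genes had means of −0.25 in hippocampus and −0.35 in meninges, 8 of 10 lower in each (permutation p = 0.0131 and 0.0323). In mLECs the means were 0.77 for the glucocorticoid-response genes, 11 of 14 higher (permutation p = 0.0859), and −2.13 for 9 clock output genes, 6 of them lower (permutation p = 0.2427). A list of immediate early genes had means of −0.69 in hippocampus, 11 of 13 lower, and −0.99 in meninges, 12 of 13 lower (permutation p = 1e-04 for each). Its mean in mLECs was 0.29, with 6 of 12 higher (permutation p = 0.408). A difference in stress or time of day at collection is therefore a candidate explanation for the lower genes of these lists in hippocampus and meninges, which the lists in mLECs do not extend to. The samples carry no time of collection, and a response to light itself cannot be told apart from it.

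In hippocampus, 17 choroid plexus markers had a mean log2 fold change under light of −2.06, 16 of them lower, and 13 leptomeningeal fibroblast markers a mean of −1.16, 13 of them lower (permutation p = 1e-04 for each, the smallest possible). Of the 20 lower DEGs, 15 had a higher mean FPKM in meninges than in hippocampus, with a mean log2 ratio of 2.56 against 0.44 in random lists (permutation p = 1e-04). With the choroid plexus score as a covariate, 12 genes were past both thresholds, among them 3 of the 20 lower and 1 of the 15 higher genes, while the median change of the 20 was −1.77 against −1.75 without it. With the leptomeningeal score the number was 0 and that median −1.18, but this score parts the groups completely, so the test could not have kept the groups apart. The number was 90 with a housekeeping score and 35 with a score of brain genes. The choroid plexus score did not reduce the change of the 20 genes and also removed 14 of the 15 higher genes, so the smaller number does not speak for choroid plexus tissue as their cause. The markers and the ratio of 2.56 leave tissue left on some hippocampus samples as a candidate explanation, and a change in the hippocampus itself cannot be told apart from it.

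Untreated 5xFAD against WT mice in hippocampus gave 556 DEGs, 549 of them higher, a comparison the paper does not report. The largest changes were those of Cst7 (log2 fold change 8.27) and Clec7a (6.95). The real grouping gave the largest number among the 8 splits that part as many pairs of mice with the same replicate number, so 1 of the 8 splits gave as many. The other 27 splits, which keep more such pairs together, gave at most 4. With 8 splits a share under 0.05 is not possible. Mice with the same replicate number did not deviate together, however, with a mean correlation of 0.0043, and among all 35 splits only the real grouping gave as many. The genotype is the biological explanation the design gives.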

How the results depend on the processing

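The alternatives here were set before the data were examined, except DESeq2 on only the 2 groups compared with no filter, which was chosen after seeing the data. The choice of marker sets and of the paper's genes followed their values. The cause was not tested for any change in this part.

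In hippocampus, light-treated against untreated 5xFAD mice gave 35 DEGs. The number was 61 with no filter on low values, 59 with no fold threshold, 192 with DESeq2 and 204 with DESeq2 on only the 2 groups. It was 0 with a mean FPKM of at least 5 and 0 with only the 2 groups compared, with 1662 and 1764 genes at an unadjusted p under 0.05. Median-of-ratios scaling, the replicate block and limma on log2(FPKM + 1), with pseudocount 0.1 or on TPM gave 33 to 37. Both DESeq2 fits called all 35 genes, the replicate block 23 of the 35 and limma on log2(FPKM + 1) 21. Across the 8 fits that each left out 1 replicate the number ran from 0 to 136, and the lowest had 1702 genes at an unadjusted p under 0.05. Untreated 5xFAD against WT mice gave 556 DEGs, which became 211 with a mean FPKM of at least 5, 1108 with no fold threshold, 318 with limma on log2(FPKM + 1) and 370 with limma on TPM, with 423 to 639 when a replicate was left out.

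In meninges, light-treated against untreated 5xFAD mice gave 2 DEGs. The number was 0 with the replicate block, with 1642 genes at an unadjusted p under 0.05. It was 1 with limma on log2(FPKM + 1), 1 with pseudocount 0.1, 1 on TPM, 72 with DESeq2 and 200 with DESeq2 on only the 2 groups, and 0 to 2 when a replicate was left out, with 1280 genes at an unadjusted p under 0.05 at the lowest. Untreated 5xFAD against WT mice gave 0, with 574 genes at an unadjusted p under 0.05, under every alternative but DESeq2 on only the 2 groups, which gave 1.

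In mLECs, light-treated against untreated 5xFAD mice gave 0 DEGs, with 328 genes at an unadjusted p under 0.05, and the number was 15 with no filter, 341 with DESeq2 and 474 with DESeq2 on only the 2 groups. Untreated 5xFAD against WT mice gave 0, with 312 genes at an unadjusted p under 0.05, and 9, 182 and 384 in the same settings. In simulated counts with 200 of 8188 genes changed 4-fold, edgeR recovered 0 with 0 false calls. DESeq2 on all 3 groups recovered 10 with 272 false calls, and the fit of only the 2 groups was not simulated. The spread of the mLEC samples therefore limits what a count of DEGs shows. In the same simulation for hippocampus, edgeR recovered 195 with 8 false calls and DESeq2 195 with 11. For meninges, edgeR recovered 144 with 11 false calls and DESeq2 163 with 25. The median log2 change over all mLEC genes was −0.19 as deposited, −0.21 after median-of-ratios scaling and −0.25 as TPM.

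With camera's correlation estimated for each set, the number of KEGG pathways past the threshold went from 25 to 0 in hippocampus, from 108 to 0 in meninges and from 1 to 0 in mLECs, with 17, 18 and 1 at an unadjusted p under 0.05. For untreated 5xFAD against WT mice it went from 73 to 0 in hippocampus and from 18 to 0 in meninges, with 49 and 5 at an unadjusted p under 0.05. This setting therefore passed 0 pathways even in hippocampus, where the genotype gave 556 DEGs. A 0 from it does not argue against a shift. Those 18 pathways in meninges were 5 up and 13 down. The number there was 45 with GSEA, 34 up and 11 down, and 11 with pseudocount 0.1, 5 up and 6 down. In mLECs under light it was also 0 with the replicate block and 0 with GSEA, with 12 and 15 at an unadjusted p under 0.05. When a replicate was left out it ran from 11 to 55, from 52 to 110 and from 0 to 1, and from 6 to 76 for untreated 5xFAD against WT meninges.

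The camera p of the respiratory chain genes under light moved from 0.00118 to 0.549 in meninges with the correlation estimated. In mLECs it moved from 0.00894 to 0.378 with the correlation estimated and 0.260 with GSEA. When a replicate was left out it ran from 2.14e-08 to 0.996 in meninges, where 1 of the 6 fits reversed, and from 0.00135 to 0.0943 in mLECs. For untreated 5xFAD against WT meninges it moved from 7.48e-07 to 0.369 with the correlation estimated, and ran from 1.21e-12 to 0.688 when a replicate was left out, weaker in 1 of 7 fits. For hippocampus under light it moved from 3.24e-07 to 0.322 with the correlation estimated. It reversed in 1 of 7 fits for untreated 5xFAD against WT mLECs, between 0.229 and 0.791.

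Mice with the same replicate number are different animals, and their deviations from the group means had correlations of −0.03 in hippocampus, 0.05 in meninges and 0.01 in mLECs under light, so the numbers do not pair the samples. With the replicate block the respiratory chain genes in mLECs had a camera p of 0.138 and vascular smooth muscle contraction in meninges an adjusted p of 0.0550.

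In meninges under light, the unadjusted camera p when a replicate was left out ran from 0.00292 to 0.0686 for DNA replication, weaker in 3 of 6 fits, and from 1.23e-10 to 0.182 for allograft rejection, weaker in 2. It ran from 0.00947 to 0.0415 for vascular smooth muscle contraction, weaker in 5, from 0.000771 to 0.238 for cell adhesion, stronger in 3, and from 0.00232 to 0.206 for VEGF signaling, stronger in 2. In hippocampus it ran from 7.42e-05 to 0.158 for oxytocin signaling, stronger in 2 of 8 fits, and from 0.00124 to 0.00930 for nervous system development, weaker in 4.

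The direction of some sets far from the threshold reversed. For these the camera or GSEA permutation p is given. In hippocampus these were alpha-linolenic acid metabolism (0.433) and apelin signaling (0.371) with GSEA, TNF signaling with the replicate block (0.998) and with pseudocount 0.1 (0.978), and cell migration in the same settings (0.973 and 0.797). In meninges the Alzheimer disease pathway reversed with the replicate block (0.994) and with GSEA (0.404). In mLECs base excision repair (0.604), mismatch repair (0.526) and KEGG oxidative phosphorylation (0.319) reversed with GSEA, and the log2 fold change of Lyve1 was −0.19 with the replicate block. When a replicate was left out, reversals came in ranges from 0.489 to 0.949 for TNF signaling, 0.642 to 0.996 for cell migration, 0.326 to 0.850 for the Alzheimer disease pathway, 0.237 to 0.872 for base excision repair, 0.117 to 0.950 for mismatch repair and 0.198 to 0.901 for amino acids in 5xFAD against WT mLECs. The difference of the plaque microglia score under light in hippocampus ran from −0.21 to 0.0586, with 3 of 8 reversed.

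With pseudocount 0.1 the difference of Prox1 was 3.10 and that of Tgfa 5.35, and the other 25 values of the Fig. 5c and 5f genes stayed within 1 SD. Of 155 values of named sets under the other alternatives, 127 kept their direction and side of the threshold, 13 were weaker and 4 stronger. Of 502 values of named genes, 454 did, 33 were weaker and 14 stronger. With a replicate left out, 286 of 364 did, 76 were weaker and 2 stronger.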

Differences from the paper's values

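For the genes of Supplementary Table 1 other than Hapln2, the edgeR log2 fold changes lay within their own standard error of the paper's values. DESeq2 on only the 2 groups compared with no filter, chosen after seeing the values, gave 1.43 for Ocln, 1.63 for Pcdhgb5, 1.10 for Pcdhgb6, 1.13 for Pcdhgb7 and 1.53 for Pcdhga8, beside the paper's 1.43058, 1.63260, 1.10344, 1.12507 and 1.53158. Hapln2, which was below the filter on low values, had 4.44 in that setting. There the adjusted p of Ocln was 0.0217. With DESeq2 as set before the data were examined it was 0.0291, with edgeR 0.286, and with the other alternatives from 0.176 to 0.526. Limma gave smaller changes for Pcdhgb5, 0.48 on log2(FPKM + 1) and 0.61 on TPM, and for Pcdhga8, 0.66 and 0.78. With light-treated replicate 2 left out, the change of Pcdhgb6 was also smaller, at 0.55.

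The paper shows the 20 labelled genes of Supplementary Fig. 11g as DEGs in meninges. With edgeR 2 of the 20 passed both thresholds, and all 20 did with DESeq2 on only the 2 groups, chosen after seeing the values. Among them, Nr4a3 had an adjusted p of 0.0435 with edgeR on only the 2 groups and 0.00202 with DESeq2 and the filter. Pde10a had 0.000169 with the latter, and these 2 settings were set before the data were examined. The paper also shows DEGs of mLECs in 2 comparisons. With edgeR there were 0 under light, with 328 genes at an unadjusted p under 0.05. DESeq2, set before the data were examined, gave 341, and DESeq2 on only the 2 groups, chosen after seeing the values, gave 474. In untreated 5xFAD against WT mice these were 0, with 312 genes at an unadjusted p under 0.05, then 182 and 384.

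The paper places vascular smooth muscle contraction among the pathways raised by light in meninges. Its 98 tested genes had a median log2 fold change of −0.24 against 0.04 for the other genes, with an adjusted p of 0.0463 with camera and up to 0.502 over the alternatives. Of the 21 annotated genes raised with DESeq2 on only the 2 groups, chosen after seeing the values, 1 belonged to it against 0.332 expected (Fisher's exact test, one-sided, p = 0.285). The paper describes cell proliferation and adhesion as raised, and the medians were −0.70 over 13 genes and −0.14 over 146 genes, with adjusted p values of 0.439 and 0.0604 with camera and of 0.0495 and 0.00169, in the lower direction, with GSEA. With the correlation estimated they were 0.841 and 0.733, and over all alternatives they went up to 0.951 and 0.733. The paper's GO terms came from its signature genes, which is not the same test. The paper also places the cell cycle among the raised pathways, and its 109 genes had a median of 0.06 and an adjusted p of 0.340 with camera. The Alzheimer disease pathway, which the paper describes as lowered, had a median of 0.08 over 282 genes and an adjusted p of 0.981. Among the lower DEGs of DESeq2 on only the 2 groups, chosen after seeing the values, 9 of 69 belonged to it against 3.22 expected (Fisher's exact test, one-sided, p = 0.00447, adjusted p = 0.368).

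The paper reports a rise of Nckap1l, Nck1, Calm2 and Cdc42 past its threshold. Each was higher in every light-treated than in every untreated mouse, with an exact permutation p of 0.1, the smallest that 3 mice against 3 allow, and edgeR adjusted p values from 0.457 to 0.690.

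In hippocampus the paper lists the PI3K-Akt signaling pathway, apelin, TGF-beta, oxytocin and alpha-linolenic acid among the enriched terms. With edgeR's DEGs and Fisher's exact test the adjusted p was 0.596 for PI3K-Akt, and with the DEGs of DESeq2 on only the 2 groups, chosen after seeing the values, it was 0.000891. In the latter setting it was 0.687 for apelin, 0.590 for alpha-linolenic acid metabolism and 1 for TGF-beta, and oxytocin signaling held 5 of the 104 annotated DEGs against 2.31 expected (Fisher's exact test, one-sided, p = 0.0815). With GSEA over all genes, set before the data were examined, the adjusted p of oxytocin signaling was 0.0306, in the higher direction, against 0.0817 with camera and 0.825 with the correlation estimated.

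The paper describes base excision repair, mismatch repair and biosynthesis as lower in 5xFAD than in WT mLECs and raised by light. Their adjusted p was 0.985 and 0.997 in the 2 comparisons with camera. With the DEGs of DESeq2 on only the 2 groups, chosen after seeing the values, base excision repair held 2 of the 58 lower genes in 5xFAD against 0.347 expected (Fisher's exact test, one-sided, p = 0.0461, adjusted p = 1), and biosynthesis of amino acids held 2 of the 34 genes raised by light against 0.361 expected (p = 0.0499, adjusted p = 1).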

Other observations

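All tests in this part were chosen only after the result was seen, except the counts of splits for the numbers of edgeR DEGs under light, which were set before the data were examined. In the counts of splits, the real grouping was compared with the groupings that part as many pairs of mice with the same replicate number. With 8 or 4 such splits a share under 0.05 is not possible, so these counts alone exclude no other grouping.

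The 35 DEGs under light in hippocampus were the most in 1 of the 8 splits, and the other 27 splits gave at most 3, so among all 35 splits only the real grouping gave as many. DESeq2 on only the 2 groups gave as many as the real grouping in 1 of the 8 splits, and the other 27 splits at most 42. In meninges, 1 of the 4 splits gave as many as 2 DEGs, and the other 6 splits at most 1. With DESeq2 on only the 2 groups 1 of the 4 splits gave as many, and 1 of the other 6 splits also gave 200. With 0 DEGs and 328 genes at an unadjusted p under 0.05 in mLECs, 4 of the 4 splits gave as many, and the other 6 splits gave 0. With DESeq2 on only the 2 groups 1 of the 4 splits gave as many as 474, and the others gave 309 to 418. The other 6 splits were not run. For untreated 5xFAD against WT mice, with 0 DEGs and 574 and 312 genes at an unadjusted p under 0.05, 8 of the 8 splits gave as many in meninges and 8 of the 8 splits in mLECs. The other 27 splits gave up to 51 and 1.

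For the respiratory chain genes, 3 of the 4 splits in meninges, 1 of the 4 splits in mLECs and 3 of the 8 splits in hippocampus gave a camera p as small as the real grouping. Among the splits that part fewer pairs the p went down to 7.81e-23 in meninges, 0.0161 in mLECs and 4.61e-28 in hippocampus. For the number of KEGG pathways, 2 of the 4 splits in meninges, 2 of the 4 splits in mLECs and 3 of the 8 splits in hippocampus gave as many, and the splits that part fewer pairs all gave fewer than the real 108 in meninges, up to 1 in mLECs and up to 59 in hippocampus.

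The respiratory chain genes rose under light in meninges, 64 of 79 higher, and in mLECs, 53 of 79 higher, and fell in hippocampus, 69 of 79 lower. Against 10000 random lists matched on expression, length and GC content, the mean log2 fold change was 0.19 against 0.10 in meninges (permutation p = 0.036), −0.20 against −0.11 in hippocampus (permutation p = 0.0083) and 0.28 against 0.09 in mLECs (permutation p = 0.1083). With every sample thinned to the smallest total, the camera p was 0.00125 in meninges and 0.0103 in mLECs. The lists moved in the direction of the genes, and by less, in all 3. With lists matched on expression alone the permutation p was already 0.0576 in mLECs, so 0.1083 does not set the mLECs apart from the tissues. A bias by gene length or GC content is therefore a candidate explanation for part of the change in each. As a score, the change under light differed by −0.40 between hippocampus and meninges (permutation p = 0.189), by −0.42 between hippocampus and mLECs (permutation p = 0.176) and by −0.02 between meninges and mLECs (permutation p = 0.97), so the opposite directions are within what random labels give. With every hippocampus sample thinned, 45 genes were DEGs, 33 of them among the 35.

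In hippocampus, changes under light ran opposite to those of 5xFAD against WT mice. Of the 549 genes higher in 5xFAD, 513 were lower under light, with a median log2 fold change of −0.42, and 13 were past both thresholds in both. Genes chosen as high in the 5xFAD mice are likely to be lower in any other group, so this number alone shows no effect of light. The correlation across genes, which are not independent replicates, was −0.56 with the 5xFAD mice shared, and −0.25 (from −0.40 to −0.20 over 6 partings) with different 5xFAD mice in each comparison. The shared mice may therefore account for part of it. Over the 6658 genes not higher in meninges than in hippocampus the parted correlation was −0.13. Tissue left on some hippocampus samples therefore need not account for all of the parted correlation, whose other causes were not tested.

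Of the 474 genes DESeq2 on only the 2 groups called in mLECs, 154, or 32.5%, were listed at 0 in every sample of a group. Such genes may therefore account for a part of the DEGs, but not for most of them.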
